# Identification of *Populus* Small RNAs Responsive to Mutualistic Interactions With Mycorrhizal Fungi, *Laccaria bicolor* and *Rhizophagus irregularis*

**DOI:** 10.3389/fmicb.2019.00515

**Published:** 2019-03-18

**Authors:** Ritesh Mewalal, Hengfu Yin, Rongbin Hu, Sara Jawdy, Patrice Vion, Gerald A. Tuskan, François Le Tacon, Jessy L. Labbé, Xiaohan Yang

**Keywords:** arbuscular mycorrhizal fungus, ectomycorrhizal fungus, *Laccaria*, microRNA, mutualistic symbiosis, *Populus*, *Rhizophagus*, small RNA

## Abstract

Ecto- and endo-mycorrhizal colonization of *Populus* roots have a positive impact on the overall tree health and growth. A complete molecular understanding of these interactions will have important implications for increasing agricultural or forestry sustainability using plant:microbe-based strategies. These beneficial associations entail extensive morphological changes orchestrated by the genetic reprogramming in both organisms. In this study, we performed a comparative analysis of two *Populus* species (*Populus deltoides* and *P. trichocarpa*) that were colonized by either an arbuscular mycorrhizal fungus (AmF), *Rhizophagus irregularis* or an ectomycorrhizal fungus (EmF), *Laccaria bicolor*, to describe the small RNA (sRNA) landscape including small open reading frames (sORFs) and micro RNAs (miRNAs) involved in these mutualistic interactions. We identified differential expression of sRNAs that were, to a large extent, (1) within the genomic regions lacking annotated genes in the *Populus* genome and (2) distinct for each fungal interaction. These sRNAs may be a source of novel sORFs within a genome, and in this regard, we identified potential sORFs encoded by the sRNAs. We predicted a higher number of differentially-expressed miRNAs in *P. trichocarpa* (4 times more) than in *P. deltoides* (conserved and novel). In addition, 44 miRNAs were common in *P. trichocarpa* between the EmF and AmF treatments, and only 4 miRNAs were common in *P. deltoides* between the treatments. Root colonization by either fungus was more effective in *P. trichocarpa* than in *P. deltoides*, thus the relatively few differentially-expressed miRNAs predicted in *P. deltoides* might reflect the extent of the symbiosis. Finally, we predicted several genes targets for the plant miRNAs identified here, including potential fungal gene targets. Our findings shed light on additional molecular tiers with a role in *Populus*-fungal mutualistic associations and provides a set of potential molecular targets for future enhancement.

## Introduction

Mycorrhizal fungi are a diverse group of beneficial organisms that colonize the roots of more than 90% of higher plant species. Typically, two main types of fungi are described: (1) arbuscular mycorrhizal fungi (AmF), developing inside the root cell walls, e.g., *Rhizophagus irregularis*, and (2) ectomycorrhizal fungi (EmF), colonizing the intercellular spaces of the roots, e.g., *Laccaria bicolor* (Bonfante and Genre, 2010). These fungi play an important role in the maintenance of the plant health and growth by promoting water cycling, nutrient exchange and enhanced tolerance/resistance to biotic and abiotic stresses, while in exchange, the fungi receive plant-fixed carbon (Smith and Read, 2008; Bonfante and Genre, 2010). Several studies have shown that field application of mycorrhizal fungi improves the overall productivity of a number of crops including cereals, legumes, fruits and trees (Abbott and Robson, 1977; Brundrett et al., 1996; Al-Karaki et al., 2004; Powell, 2018). To address the challenge to food and energy security caused by increases in the global population, and decreases in agricultural and forest land, it is important to gain a deeper understanding of the molecular mechanism underlying beneficial symbiosis between plant and fungi to effectively design and develop plant:microbe-based strategies to enhance forestry and agriculture health and sustainability (Martin et al., 2017).

Much progress has been made in understanding the establishment and maintenance of these mutualistic associations (Bonfante and Genre, 2010; Plett and Martin, 2011). Many studies support the hypothesis that fungi-derived protein signals or effectors facilitate and/or maintain the symbiotic interactions (Daguerre et al., 2017). For example, the genome of *L. bicolor* encodes a large number of mycorrhizal-induced small secreted proteins (MiSSPs), many of which are expressed and accumulated in the fungal hyphae during colonization (Martin et al., 2008). Plett et al. (2011) reported that the effector protein of *L. bicolor*, MiSSP7 could enter the nucleus of *Populus* roots cells to affect transcription and promote symbiosis. MiSSP7 protects the *Populus* jasmonate zim-domain protein 6 (PtJAZ6), which is a negative regulator of jasmonic acid (JA)-induced gene regulation in *Populus*, and promotes symbiosis by blocking the action of jasmonic acid (Plett et al., 2014). Similarly, a secreted protein of *R. irregularis*, SP7, interacts with ERF19, a pathogenesis-related transcription factor that counteracts the plant immune response and facilitates root colonization by this AmF (Kloppholz et al., 2011).

On the plant side, colonization by fungi requires that the plant distinguish between beneficial and pathogenic fungi (el Zahar Haichar et al., 2014). Plant root exudates have been shown to (1) mediate chemotaxis signaling that facilitate the colonization of roots by flagellated bacteria (Scharf et al., 2016) and (2) contain secondary metabolites, strigolactones, which promote hyphal branching and stimulates fungal spore germination (Akiyama et al., 2005). Moreover, transcriptome analysis of *Populus trichocarpa* roots colonized by *L. bicolor* has revealed 417 putative plant-encoded small secreted proteins (SSPs) with 39% of them appearing to be specific to *Populus*, where several of these SSPs were able to enter the hyphae and affect the growth of *L. bicolor* (Plett et al., 2017). These studies suggest that the genetic contributions from a plant in mutualistic association may be more complex than our current understanding and may involve several levels of regulation. It is unclear if this molecular toolbox for symbiosis, i.e., set of molecular determinants (e.g., protein-encoding genes, non-coding RNAs) are shared across different plant species when colonized by the same fungi or alternatively, the same plant species colonized by different types of symbiotic fungi.

In recent years, the role of small non-coding RNAs (sRNAs), broadly defined as regulatory RNA molecules ranging in size from 20 to 300 nucleotides (Großhans and Filipowicz, 2008), have become apparent in biotic stresses and regulation of plant development and physiology (Mallory and Vaucheret, 2006; Großhans and Filipowicz, 2008; Ruiz-Ferrer and Voinnet, 2009; Chen, 2012; Zhang and Chen, 2013). These regulatory RNA molecules include small interfering RNAs (siRNAs), microRNAs (miRNAs), piRNAs (Piwi-associated RNAs), and long non-coding RNAs (lncRNAs), which may originate from intergenic, intronic, or antisense transcripts. Several detailed reviews of molecular mechanism of these different population of non-coding RNAs (ncRNAs) were published recently (Ruiz-Ferrer and Voinnet, 2009; Chekanova, 2015; Mohanta and Bae, 2015; Huang et al., 2016). miRNAs, typically between 20 and 25 nucleotides, are processed from single-stranded RNA to form imperfect base-paired hairpin secondary structures, and generally negatively regulate their targets including mRNAs (Chen, 2008; Lanet et al., 2009) and ncRNAs such as TAS RNAs (Vaucheret, 2006). Many lines of evidence now confirm that miRNAs are necessary for plant association with AmF (Branscheid et al., 2010; Devers et al., 2011; Lauressergues et al., 2012; Etemadi et al., 2014). For example, colonization of *Medicago truncatula* roots by *R. irregularis* was reduced when miR171h was overexpressed (Lauressergues et al., 2012; Hofferek et al., 2014). In plants, sRNAs have also been shown to move between cells via the plasmodesmata, and transverse long distance via the phloem (Brosnan and Voinnet, 2011). Furthermore, sRNA can transverse into interacting fungi through the haustorium, to trigger gene silencing (Molnar et al., 2011; Huang et al., 2016). Consequently, sRNAs are now viewed as an important part of the genetic response network for evolutionary adaption (Amaral et al., 2013).

Studies have reported that sRNAs can also have protein-coding potential and encode small open reading frames (sORFs) which typically contain between 30 and 100 amino acids (Ulveling et al., 2011; Andrews and Rothnagel, 2014; Li et al., 2014; Ruiz-Orera et al., 2014; Kumari and Sampath, 2015). The portfolio of organisms with functional sORFs include bacteria, yeast, *Drosophila*, plants and human (Oyama et al., 2004; Kastenmayer et al., 2006; Hanada et al., 2007; Ladoukakis et al., 2011; Yang et al., 2011; Aspden et al., 2014; Ruiz-Orera et al., 2014; Shell et al., 2015; Ma et al., 2016). sORFs are partially classified based on their genomic position, e.g., upstream or downstream annotated genes, within annotated genes but out-of-frame, antisense to annotated genes, within novel transcripts and within ncRNAs. The biological significance for these types of sORFs varies. For example, the tarsel-less (tal) gene from *Drosophila* was classified as ncRNA but the transcript does encode four sORFs (11–32 AAs) that affect *Drosophila* gene expression and development (Galindo et al., 2007). The intergenic region of *Arabidopsis* has been predicted to encode approximately 33,809 sORFs (Hanada et al., 2007). Additionally, Castellana et al. (2008) identified ∼5,000 small peptides in *Arabidopsis* in a proteomic study, several of which were novel and/or identified in the aforementioned study by Hanada et al. (2007). Despite an unclear molecular mechanism, Hanada et al. (2013) showed varying morphological changes caused by overexpression of sORFs in *Arabidopsis*. Thus, it is plausible that sORFs derived from ncRNAs may provide another level of developmental regulation in mutualistic symbiosis.

In this study, we (1) identify and compare the *Populus*-derived sRNAs response to two different mutualistic symbionts (i.e., *R. irregularis* and *L. bicolor*) and (2) predict and compare the encoded sORFs, as well as their miRNAs and putative gene targets potentially involved in formation and maintenance of the beneficial associations. To achieve this goal, we profiled the sRNA response of two *Populus* species (*P. deltoides* and *P. trichocarpa*) that were each colonized by either of the two different fungi (Tagu et al., 2001; Labbé et al., 2011). Our study provides insight into the common and differential regulation that may be involved in both the endo- and ecto-mycorrhizal associations among members of the genus *Populus*.

## Materials and Methods

### Plant Material and Inoculation

Internode cutting of *P. trichocarpa* (genotype 101–74) and *P. deltoides* (genotype 73028-62) of the 54B F1 pedigree (Jorge et al., 2005) parental lines were rooted and individually inoculated with a 1/9 (v/v) mixture of *L. bicolor* inoculum and calcined clay (Oil Dri US Special, Damolin, Denmark). Eight replicates per genotype and treatment were carried out. *L. bicolor* S238N inoculum was produced by growing mycelium on an autoclaved peat-vermiculite nutrient mixture in 1-L glass jars for 2 months in the dark at 25°C and kept at 4°C before use (Duponnois and Garbaye, 1991). *R. irregularis* inoculum consisted of spores (200 spores per litter of calcinate clay). Inoculated cuttings were grown for 3 months post-inoculation in a greenhouse at 15–28°C, 12 h photoperiod at INRA-Nancy, France during summer and then harvested. One portion of the sampled root (about 25%) was used to assess successful root colonization, which was confirmed under a stereomicroscope by counting ectomycorrhizas for *L. bicolor* and for *R. irregularis* by counting arbuscules and measuring how much of the root length is colonized after Trypan blue staining procedure as described by Koske and Gemma (1989). The remaining lateral root samples (about 75%) were immediately frozen in liquid nitrogen at -80°C for RNA isolation.

### RNA Isolation and Sequencing

Total RNA was extracted from the root system of three of the eight replicates per genotype per treatment by combining a CTAB extraction method and the Spectrum^TM^ Total Plant RNA extraction kit (Sigma) as reported in Bryan et al. (2016). Prior to synthesizing sequencing libraries, RNA templates were quantified using a NanoDrop Spectrophotometer (Thermo Scientific) and RNA quality was determined using BioRad Experion^TM^. Samples with a 260/280 reading between 2.0 and 2.2 and a RIN > 7 were determined to be of high enough quality and the high-quality RNA samples were used for sRNA-sequencing library preparation with an Illumina TruSeq small RNA sample prep kit (Illumina, CA, United States). As specified in the Illumina protocol, small RNA fragments were selected after PCR amplification by gel purification to capture RNA approximately 20–170 bp in length. The Illumina TruSeq small RNA library prep workflow is considered to be stranded because adapters are ligated directionally, facilitating maintenance of strand information during analysis. A total of 18 sRNA-sequencing libraries (three biological replicates of the control *P. deltoides* and control *P. trichocarpa*, and from the treatments, EmF-*P. deltoides*, EmF- *P. trichocarpa*, and AmF-*P. deltoides* and AmF-*P. trichocarpa*) were constructed. The libraries were sequenced on an Illumina MiSeq system (Illumina, CA, United States) to generate singe-end reads (1 × 150 bp).

### sRNA-Seq Data Analysis

In this study, small RNAs are defined as the RNA molecules with size ranging from 20 to 300 nucleotides, consistent with the definition by Großhans and Filipowicz (2008). The raw RNA-Seq data in Fastq format were quality checked and trimmed for low-quality regions and adaptor sequences using Trimmomatic v0.35 (Bolger et al., 2014), parameters of “2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:20.” The trimmed sequencing reads from *P. trichocarpa* and *P. deltoides* were mapped to the *P. trichocarpa* genome v3.0 and *P. deltoides* WV94 v2.1^1^, respectively, using TopHat2 (Kim et al., 2013). Novel genes were assembled and transcript abundance in RPKM (Reads Per Kilobase of transcript per Million mapped reads) was estimated using Cufflinks (Trapnell et al., 2012). Analysis of differential gene expression was performed using Cuffdiff (Trapnell et al., 2012). The fold-changes of differential expression was calculated by log2(RPKM ratio), with a pseudo-count of 1 added to each RPKM value. To identify the homologs to the significantly differentially expressed transcripts, the sequences were used as query for BLASTN search against the publicly available genomes in the Phytozome^2^ using an *E*-value cutoff of 1.0E-3.

### sORF Annotation

ORFfinder (Wheeler et al., 2003) was used to annotate putative ORFs within the differentially expressed sRNAs. We searched for 6 translational frames with the standard genetic code between 30 and 300 nucleotides for each prediction and selected the longest full-length sORF (including start and stop codon). The subcellular localization was predicted for each sORF using Loctree3 (Goldberg et al., 2014).

### miRNA Identification

The small RNA sequencing reads were filtered to remove adaptors and low-quality bases by FastQC (Andrews, 2010). The sequencing reads were processed to remove adaptors and cleaned by Q30 value. Reads with over 20% bases less than Q30, and N base more than 10% were filtered. The clean reads were further selected by length between 18 and 30 bp for miRNA identification process. The miRDP1.3 package (Yang and Li, 2011) was used for miRNA precursor prediction with size set at 250 nt. To validate the miRNAs, the secondary structure and reads distribution were evaluated to generate the final set of miRNAs (Yin et al., 2016). The precursors and mature sequences were aligned with the searching toolbox in PNRD database for annotation of miRNAs (Yi et al., 2015). To define the conservation of miRNAs, a 17 bp match in the mature sequences were used to identify conserved miRNA families, allowing two mismatches. To quantify the abundance of miRNA, transcripts per million (TPM) value was defined as “counts of read mapped to miRNA^∗^1,000,000”/”reads mapped to reference genome” (Fahlgren et al., 2007). To identify differentially expressed miRNA DESeq2 software was used, and expression folder change greater than 2 and *p*-value (Benjamini-Hochberg FDR corrected) less than 0.01 were selected (Love et al., 2014). The miRNA expression data were normalized by row z-score method. Hierarchical clustering of gene expression was performed by clustergram function in MATLAB Bioinformatics toolbox with minor changes.

### Target Prediction and Degradome Analysis

The miRNA targets were annotated by standard settings of psRNATarget (Dai and Zhao, 2011) with maximum expectation value 2.0. The transcripts of *P. deltoides* (WV94_445 v2.1) and *P. trichocarpa* (Nisqually-1 v3.0) were downloaded from Phytozome 12^3^ while the transcripts for *L. bicolor* (20110203) and *R. irregularis* (Gloin1_GeneCatalog_transcripts_20120510.nt) was downloaded from MycoCosm^4^. To validate the targets, the degradome datasets in *P. trichocarpa* were downloaded from NCBI Short Read Archive (SRR4010497, SRR4010498). The clean reads from degradome library were obtained for target site identification. The CleaveLand4.0 pipeline (Addo-Quaye et al., 2009) was used for target scanning. The reads were mapped to transcript datasets and the alignment scores and *p*-value were calculated according the signatures (abundances of potential slicing end based on reads distributions). The t-plots were generated to visualize the miRNA directed slicing to targets and *p*-value of less than 0.05 was used to identify highly confident targets. Gene ontology enrichment for biological processes and molecular functions were performed online at PopGenIE^5^ and visualized with REVIGO using default settings (Sjödin et al., 2009; Supek et al., 2011).

## Results

### Differential Expression of sRNAs During Populus-AmF/EmF Colonization

The AmF, *R. irregularis*, and the EmF, *L. bicolor*, were able to colonize both species of *Populus*, i.e., *P. deltoides* and *P. trichocarpa*, though colonization rates were higher for *P. trichocarpa* (Table 1). To identify differentially expressed sRNAs in response to the AmF and EmF treatments, we performed RNA-sequencing (RNA-Seq) of RNA fragments less than 300 nt isolated from roots of *P. deltoides* colonized with the AmF *R. irregularis* or the EmF *L. bicolor* (PDA and PDE, respectively) and from roots of *P. trichocarpa* colonized with *R. irregularis* or *L. bicolor* (PTA and PTE, respectively, Figure 1A). Roots without fungal inoculation from *P. deltoides* and *P. trichocarpa* were used as controls (PTC and PDC, respectively). Thus, a total of 18 sRNA-sequencing libraries (three biological replicates per treatment PDA, PDE, PTA, PTE, PDC, and PTC) were constructed and sequenced. Following trimming, the RNA-Seq reads were mapped to the respective *P. trichocarpa* v3.0 and *P. deltoides* WV94 v2.1 genome sequences (Table 2). 

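Each of the 18 libraries comes from the roots of 1 plant, so n = 3 plants per group throughout. From the read counts of Table 2, the share of trimmed reads that mapped to the host genome was 59 ± 11.8% (mean ± SD, n = 3) in PDC, 52.8 ± 3.14% in PDA and 26.7 ± 7.77% in PDE. In *P. trichocarpa* it was 51.4 ± 4.99% in PTC, 49.2 ± 9.74% in PTA and 20.8 ± 3.73% in PTE. All 3 libraries with *L. bicolor* lie below all 3 control libraries in each species, a separation that 3 against 3 reaches by chance with p = 0.1 in an exact two-sided permutation test, the smallest p this design allows. Over both species, with groups permuted within species, the difference with *L. bicolor* is -31.5 points (exact two-sided permutation test, 400 splits, p = 0.005), and -34.5 points (p = 0.02 in the same exact test) when medians replace means. With *R. irregularis* it is -4.22 points (same exact test, p = 0.35), and -7.55 points (p = 0.26 in that exact test) when medians replace means, which was not detectable with these plants. The libraries therefore differ in the depth left for plant sequences: 603916 to 712191 mapped reads in PDE against 1940271 to 2611186 in PDC, and 268589 to 781250 in PTE against 982300 to 1478334 in PTC.

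The authors' deposited tables for this experiment hold 1 line per transcript that Cuffdiff called, with the group FPKM, the log2 ratio, the p-value and the corrected q, and no value per library. The spread between the 3 plants of a group can therefore not be computed for any transcript, and the calls below are the authors'. What was added here are the counts under other thresholds, the lengths, open reading frames, tRNA promoter boxes and precursor matches of the transcript sequences, and the matches between the 2 species. The authors compare each colonized group with the uncolonized roots of its species and read a call as a response of the root to that fungus.

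**Figure D1:**
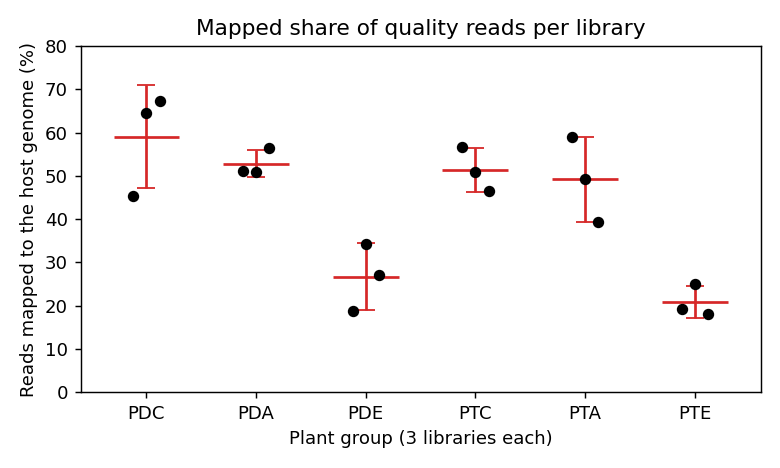
Reads mapped to the host genome as percent of trimmed reads (y axis) in the 6 groups of plants (x axis); each point is 1 library, the red line is the mean and the bar the SD of 3 libraries. The means of PDE and PTE, 26.7% and 20.8%, stand below those of the other 4 groups, 49.2% to 59%.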

Based on a corrected *p ≤* 0.05 and > 2-fold change in expression compared to the controls, we found 81 and 59 differentially expressed transcripts in *P. deltoides* and *P. trichocarpa*, respectively, relative to the control (Supplementary Tables S1, S2 and Supplementary Files S1, S2). 

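Podel.T205100, a gene described as related to a TA11-like non-LTR retroelement, stands at 5241 FPKM in PDE against 222.9 in PDC (log2 4.56) in the authors' deposited table. Its transcript has 3726 nt, and that table does not say where in it the fragments lie. Whether they come from ribosomal RNA within it was not tested. Podel.10G150900, of unknown function, is lower there at 52.0 against 513 FPKM (log2 -3.30), and Podel.CUFF.3113, which lies on the same scaffold as Podel.T205100, at 64.2 against 468 FPKM (log2 -2.87). The largest ratio with FPKM above 0 in both groups belongs to Podel.CUFF.1714 (log2 6.46), an 83-nt transcript that carries both internal promoter boxes of a tRNA gene. Podel.CUFF.1676, Podel.CUFF.2062, Podel.CUFF.2685, Podel.CUFF.830, Podel.CUFF.1615, Podel.CUFF.490 and Podel.CUFF.2671 carry the same boxes, and the authors' deposited table lists all 8 as higher in PDE. In PDA the deposited calls include Podel.CUFF.621 (21 nt) and Podel.CUFF.3137 (22 nt), both listed at 0 in PDC, and Podel.CUFF.1650, listed at 0 in PDA against 714 FPKM.

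By the deposited table 5 transcripts are higher and 7 lower in PDA, and 21 are higher and 48 lower in PDE. At q of at most 0.01 the same table leaves 5 in PDA and 33 in PDE. Transcripts above 0 FPKM in both groups number 0 in PDA and 16 in PDE, since 7 and 41 calls have the colonized group listed at 0 and 5 and 12 have the control listed at 0. The 71 sequences available for *P. deltoides* run from 21 to 5385 nt with a median of 113 nt, and the calls on transcripts of at least 30 nt number 8 in PDA and 63 in PDE. A transcript listed at 0 in a group has a fold only with a pseudocount, and the paper's methods add 1 to each RPKM. With 1 FPKM added to both groups, all 12 calls in PDA and 69 in PDE stay past 2-fold. PDE libraries held fewer mapped reads than PDC libraries.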

Among the 81 fungal-responsive transcripts in *P. deltoides*, 12 and 69 transcripts were differentially expressed in the PDA and PDE interactions, respectively. Furthermore, among the 59 fungal-responsive transcripts in *P. trichocarpa*, 32 and 27 transcripts were differentially expressed in the PTA and PTE interactions, respectively. 

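The ammonium transporter gene Potri.019G023600 (AMT1 group, chromosome 19, 2711923 to 2714239 in v3.0) has the largest ratio, among transcripts above 0 FPKM in both groups, of the authors' deposited table for *P. trichocarpa*, 2442 FPKM in PTE against 11.8 in PTC (log2 7.69). Potri.CUFF.347, a 226-nt transcript, stands at 25694 against 2696 FPKM in the same deposited comparison (log2 3.25). In PTA the annotated gene Potri.007G077200, of unknown function, stands at 14418 against 831 FPKM (log2 4.12) in the authors' deposited table. Lower in PTA by that table are Potri.CUFF.2730 (74 nt, with tRNA promoter boxes; log2 -2.86) and Potri.CUFF.2945 (log2 -2.26).

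The deposited calls divide into 24 higher and 8 lower in PTA and 17 higher and 10 lower in PTE. At q of at most 0.01 they number 11 and 16. Above 0 FPKM in both groups are 4 calls in PTA and 3 in PTE, and 23 and 14 have PTC listed at 0. Of the 56 sequences available, 25 are shorter than 30 nt (median 34 nt), and calls on longer transcripts number 19 in PTA and 13 in PTE.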

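In *P. deltoides*, Podel.CUFF.90 (30 nt) is listed at 0 in PDC and above 0 in both colonized groups of the authors' deposited table. Podel.CUFF.1732, Podel.CUFF.2393, Podel.CUFF.2992, Podel.CUFF.610, Podel.CUFF.889 and Podel.CUFF.92 are listed there at 0 in both PDA and PDE. For Podel.CUFF.889 the control value in that table is 13899 FPKM, and for Podel.CUFF.2992 it is 343 FPKM. In *P. trichocarpa*, Potri.CUFF.100 and Potri.CUFF.387 (22 nt each) are listed at 0 with either fungus, while Potri.013G036500, which encodes a conserved protein with a DUF2358 domain, has 28.0 FPKM in PTA and 975 FPKM in PTE against 188 FPKM in PTC (log2 -2.75 and 2.37). Its transcript has 1732 nt and was not searched for tRNA promoter boxes. The deposited table does not say where in it the fragments lie.

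In the deposited table 5 transcripts are called in PDA alone and 62 in PDE alone, 29 in PTA alone and 24 in PTE alone. Shared calls number 3 and 0 when q of at most 0.01 is required with both fungi, and 1 and 1 when FPKM must be above 0 with at least 1 fungus. The 2 treatments of a species share their control libraries, which alone adds to the shared calls, and the number of transcripts that Cuffdiff tested is not in the tables used here, so the overlap expected by chance could not be computed. Whether the response to 1 fungus differs from the response to the other was not tested for any transcript.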

Interestingly, the differential transcripts were mostly specific to each plant-fungal combination, except for 7 transcripts that were shared between the PDA and PDE (all down-regulated except Podel.CUFF.90 which was up-regulated) and 3 transcripts shared between PTA and PTE (two down-regulated while Potri.013G036500 showed an opposite trend in each treatment; Figure 1B). The expression fold-change trend is shown in Figure 1C and Supplementary Tables S1, S2. Across species comparison showed that 5 homologous transcripts could be detected between species, of which three homologous transcript pairs showed the opposite expression trend between PDE and PTA and the other two homologous transcripts pairs were up-regulated in PDE and PTE (Figure 1D). These results suggest that, to a large extent, the expression of the sRNAs were distinct for each plant species within corresponding fungal treatments despite both fungi having a mutualistic relationship with these plants.

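Podel.CUFF.2062 (73 nt) is identical over 73 bases to Potri.CUFF.2730, the tRNA-like transcript, and the authors' deposited tables list it as higher in PDE (log2 4.87) and its counterpart as lower in PTA. Podel.07G087100 and Potri.007G077200 share 99.4% of 170 bases. The deposited value of Podel.07G087100 is 4173 FPKM in PDE against 42642 in PDC (log2 -3.35). Podel.CUFF.3067 and Potri.CUFF.3156 share 95.1% of 81 bases, the former at 0 in PDE and the latter at 0 in PTC in the authors' deposited tables. Podel.05G157600, related to the esterase KAI2 that perceives karrikins, and Potri.005G145000, an alpha/beta-fold hydrolase, share 97.9% of 1311 bases, and Podel.11G047000 and Potri.011G051300 share 98.3% of 1663 bases.

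A BLASTN search of the 71 *P. deltoides* against the 56 *P. trichocarpa* sequences gives 15 pairs at an E-value of at most 1e-03 and 12 at 1e-05. Among them are 2 short pairs called higher with *R. irregularis* in both species: Podel.CUFF.621 with Potri.CUFF.827, identical over 21 bases, and Podel.CUFF.3137 with Potri.CUFF.3925, reverse complements over 22 bases. Potri.CUFF.172, higher in PTA, matches 5 transcripts lower in *P. deltoides* (Podel.CUFF.1658, Podel.CUFF.1732, Podel.CUFF.1983, Podel.CUFF.2882 and Podel.CUFF.610), the closest of them at 82.5% of 80 bases.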

**Table 1:** Frequency of root colonization by arbuscular (AmF) and ectomycorrhizal (EmF) mycorrhizal fungus in *Populus deltoides* (PD) and *Populus trichocarpa* (PT).

Treatments	AmF colonization (%)		EmF colonization (%)	
	PD	PT	PD	PT
Control	0	0	0	0
Inoculated	72^a^ (^+/-^5)	87^a^ (^+/-^5)	34^b^ (^+/-^5)	57^b^ (^+/-^5)

*Root colonization rate was measured at 2 months post-inoculation (^+/-^*Standard Deviation)*. *^*aorb*^Different letters within each line denote significant differences at P ≤ 0.05.**

**Figure 1:**
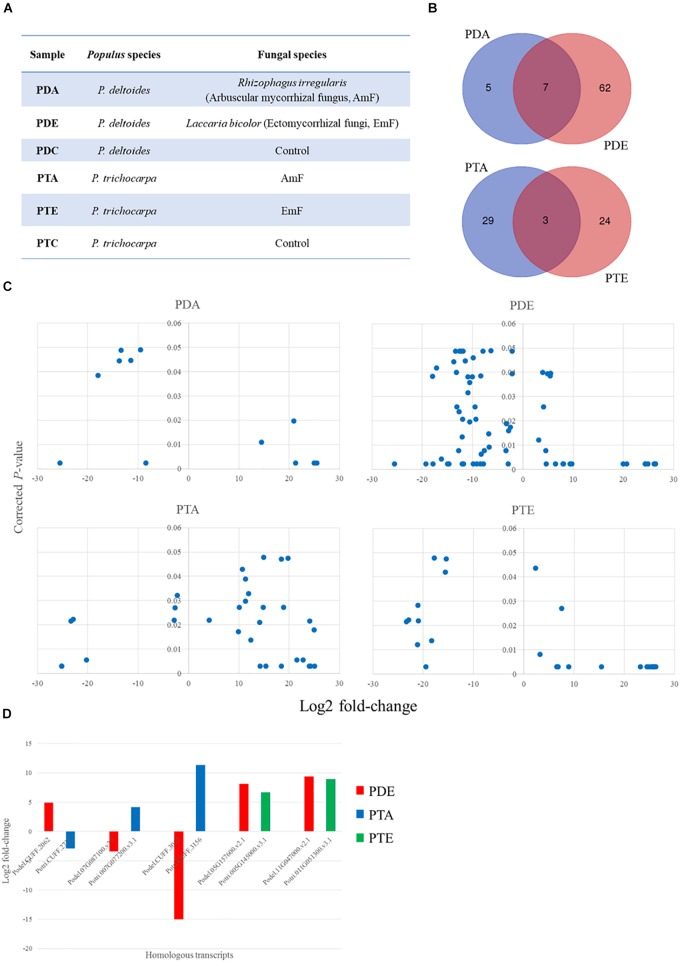
sRNA landscape of *Populus* species in response to the arbuscular mycorrhizal fungus (AmF), *Rhizophagus irregularis* and the ectomycorrhizal fungus (EmF), *Laccaria bicolor*. **(A)** *Populus* species and corresponding treatments used in the current study; **(B)** Venn diagram showing the transcript overlap from the different treatments in *P. deltoides* and *P. trichocarpa*; **(C)** Significant differentially expressed transcripts from the controls (*p* ≤ 0.05) and greater/less than two-fold change in the expression level; and **(D)** comparison of fold-change and trend for conserved transcripts across species. Transcript IDs and fold change can be found in Supplementary Tables S1, S2 and transcript sequences can be found in Supplementary Files S1, S2.

**Table 2:** Total number of RNA-Seq reads (in the range of three biological replicates per genotype/treatment), following trimming, that were mapped to *Populus deltoides* WV94 v2.1 and *Populus trichocarpa* genome v3.0 available on Phytozome 12.

Tissue	Treatment	Total reads	Reads mapped to respective genome	Percent mapped (%)
*P. deltoides*	Control-1	5749345	2611186	45.4
*P. deltoides*	Control-2	3014126	1940271	64.4
*P. deltoides*	Control-3	3075042	2066300	67.2
*P. deltoides*	*Rhizophagus irregularis*-1	4980677	2539132	51.0
*P. deltoides*	*Rhizophagus irregularis*-2	2993283	1524495	50.9
*P. deltoides*	*Rhizophagus irregularis*-3	2206148	1244202	56.4
*P. deltoides*	*Laccaria bicolor*-1	3564011	666296	18.7
*P. deltoides*	*Laccaria bicolor*-2	2080970	712191	34.2
*P. deltoides*	*Laccaria bicolor*-3	2232290	603916	27.1
*P. trichocarpa*	Control-1	2612622	1478334	56.6
*P. trichocarpa*	Control-2	1928877	982300	50.9
*P. trichocarpa*	Control-3	2744908	1280051	46.6
*P. trichocarpa*	*R. irregularis*-1	4234040	2492972	58.9
*P. trichocarpa*	*R. irregularis*-2	3012095	1482320	49.2
*P. trichocarpa*	*R. irregularis*-3	1968986	775833	39.4
*P. trichocarpa*	*L. bicolor*-1	4053717	781250	19.3
*P. trichocarpa*	*L. bicolor*-2	2063636	516891	25.0
*P. trichocarpa*	*L. bicolor*-3	1486150	268589	18.1

Apart from the 17 transcripts that were previously annotated within the respective genomes (Supplementary Table S3), the remaining significantly differentially expressed fungus-responsive plant sRNAs (with name starting as “CUFF”) are located in the genomic regions without previously annotated genes. 

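By their names, 65 of the 74 distinct transcripts called in *P. deltoides* and 49 of the 56 in *P. trichocarpa* lie outside annotated genes. Podel.CUFF.133, Podel.CUFF.134, Podel.CUFF.139, Podel.CUFF.142, Podel.CUFF.145 and Podel.CUFF.149 fall within 14956 bp of chromosome 1 (20195961 to 20210916 in WV94 v2.1), and the authors' deposited table lists each at 0 in PDE. Podel.CUFF.2100, Podel.CUFF.2102 and Podel.CUFF.2104 fall within 2303 bp of chromosome 12 and are also listed at 0 in PDE. In *P. trichocarpa*, Potri.CUFF.180 and Potri.CUFF.184 on chromosome 1, and Potri.CUFF.2778 and Potri.CUFF.2779 on chromosome 12, are neighbours called higher in PTA. Of the unannotated calls, 12 are in PDA, 60 in PDE, 30 in PTA and 21 in PTE. Table S3 has 17 lines for 16 distinct genes, since Potri.013G036500 stands on 2 lines, and the 16 divide into 9 in *P. deltoides* and 7 in *P. trichocarpa*. Whether a transcript overlaps an annotated gene was not analysed here, as the annotation of these builds was not used.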

From the 17 previously annotated genes, 6 were proteins of known function (e.g., MYB-LIKE DNA-BINDING PROTEIN and AMMONIUM TRANSPORTER 1 MEMBER), while the remaining 11 genes were annotated as proteins of unknown function (Supplementary Table S3). 

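The MYB-like gene Podel.01G180400 (chromosome 1, 15293668 to 15294961 in WV94 v2.1), of a family of transcription factors, stands at 240.2 FPKM in PDE against 1078 in PDC in the authors' deposited table (log2 -2.17). Podel.05G157600, the KAI2-related gene, stands at 272 FPKM and Podel.01G445900, a xenobiotic-transporting ATPase, at 243 FPKM in PDE, each against 0 in PDC in that table. The nuclear pore gene Potri.001G111100 (NUP50) stands at 111 FPKM and the hydrolase gene Potri.005G145000 at 101 FPKM in PTE, each against 0 in PTC in the authors' deposited table. Of the genes without a known function, Podel.08G078000 stands at 834 and Podel.11G047000 at 659 FPKM in PDE, and Potri.011G051300 at 477 and Potri.003G048200 at 91.3 FPKM in PTE, all against a control listed at 0. The sequenced fragments of Podel.01G180400 belong to a transcript of 945 nt and those of Potri.019G023600 to one of 1958 nt, which is longer than the RNA fragments of less than 300 nt that the paper states it sequenced. Such an FPKM then counts fragments of the gene's RNA, and the deposited table does not say where in the gene they lie.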

We assessed the conservation of the differentially expressed sRNA across 63 plant genomes available on Phytozome 12.0 and found homology to 47 *P. deltoides* and 20 *P. trichocarpa* sRNAs in at least one genome analyzed (*E*-value ≤ 03; Supplementary Table S4).

### Novel sORFs in Populus in Response to Mycorrhizal Fungi

Since sRNAs can potentially encode sORFs (Li et al., 2014; Ruiz-Orera et al., 2014), we used ORFfinder (Wheeler et al., 2003) to scan the differentially expressed sRNAs for potential sORF translations. 

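Potri.013G036500 carries an open reading frame of 273 nt on its sense strand, and Potri.CUFF.347 carries one of 102 nt. Potri.007G077200, which is higher in PTA, has one of 195 nt. Podel.CUFF.3113 has one of 300 nt within a transcript of 5385 nt. By contrast the 83 nt of Podel.CUFF.1714 and the 30 nt of Podel.CUFF.90 hold no complete frame of 30 nt or more. A search for frames from ATG to stop of 30 to 300 nt in all 6 frames finds at least 1 in 45 of the 71 *P. deltoides* and 17 of the 56 *P. trichocarpa* sequences. On the strand given in the paper's files alone it finds 36 and 13, and which strand of an unannotated transcript is transcribed was not analysed. Frames of 90 to 300 nt occur in 17 and 9. When the longest frame of any length must fall within 30 to 300 nt, 37 and 11 sequences remain. Of the 27 coding sequences in the paper's files, 26 run from ATG to stop. A complete frame does not show that a peptide is made, and translation was not analysed here.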

In total, we could predict 22 and 6 full-length sORFs from the treatments in *P. deltoides* and *P. trichocarpa*, respectively (Supplementary Tables S5, S6). The shortest predicted sORF was 39 bp (12 AA) while the longest was 273 bp (90 AA). The transcript, coding, and protein sequences of these sORFs can be found in Supplementary Files S1, S2, S5, S6. Prediction of subcellular localization showed that 26 sORFs are secreted extracellularly while a single sORF is targeted to the nucleus and another to the chloroplast (Supplementary Table S7).

### Identification of miRNAs in Populus in Response to Mycorrhizal Fungi

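Counts per library are available for this part through the paper's Table S10, which gives the abundance of 287 predicted *P. deltoides* miRNAs in the 9 PDC, PDA and PDE libraries. Its values are scaled to a fixed total over the miRNAs of each library, and every value is a whole multiple of the value of 1 read in its library, so the reads could be recovered. Summed over the miRNAs they are 284198, 271316 and 277694 in PDC, 211088, 120505 and 116666 in PDA, and 15584, 52415 and 69011 in PDE. PDE libraries detect 121 to 163 miRNAs, against 201 to 220 in PDC and 202 to 216 in PDA, and the 5 most abundant miRNAs take 52.8% to 63.2% of these sums. In 8 of the 9 libraries these 5 have 1 mature sequence, of miR166, and near-equal counts, so a sequence with several precursors enters the sums several times. With each mature sequence counted once, at its highest count, the sums are 4344 to 81415 reads. At a sum of 15584 reads, 1 read is 64.2 TPM.

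For the comparisons between groups, log2 TPM (with 10 TPM added) of the 144 miRNAs with more than 50 total counts in Table S8 (28 of them with fewer than 50 recovered reads over the 9 libraries and 2 with 1 read) was fitted in limma with all 3 groups, and families with at least 3 members were tested with fry. For *P. trichocarpa* the deposited tables give group means in TPM for called miRNAs only, so every comparison in that species is the authors' own, made with DESeq2. The authors look first at which miRNAs are called with each fungus, then at which are shared between fungi and between species, and reason from the known targets of the families to colonization. In simulated data with the same 3 groups, limma at an adjusted p of 0.05 recovered 31.1% of 4-fold and 57.1% of 8-fold changes between PDE and PDC, and called 1.01% of unchanged miRNAs. There each of the 144 miRNAs was drawn on its own, while the real ones have 69 distinct mature sequences. In each simulation 40 miRNAs were changed, all under 1% of reads. These rates therefore need not hold for the real libraries.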

To gain insight into the role of miRNAs in mutualistic interactions, we analyzed the sRNA datasets to identify miRNAs that were responsive to the different mycorrhizal treatments. Using the miRDeep-P pipeline (Yang and Li, 2011), we identified 287 putative miRNAs in *P. deltoides* and 357 putative miRNAs in *P. trichocarpa*, including precursor and mature sequences (Supplementary Files S3, S4 and Supplementary Tables S8, S9). In *P. deltoides and P. trichocarpa*, 174 and 130 miRNAs were classified into “Plant conserved” miRNA families, respectively, and 113 and 227 miRNAs were classified as “Plant novel” miRNAs, respectively (Figure 2A and Supplementary Tables S8, S9). 

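Pde_miRNA_194, which belongs to the miR167 family that targets auxin response factors, has a mature sequence of 21 nt, and Pde_miRNA_119, without a miRNA family by its sequence, has 1 of 23 nt. Mature sequences of 24 nt are the most frequent, with 113 in *P. deltoides* and 170 in *P. trichocarpa*, against 101 and 115 of 21 nt. The predicted miRNAs reduce to 162 and 182 distinct mature sequences, since precursors such as those of Pde_miRNA_194 and Pde_miRNA_195 share 1 mature sequence. Precursors run from 41 to 227 nt in *P. deltoides* and from 43 to 234 nt in *P. trichocarpa*. More than 50 total counts are reached by 144 *P. deltoides* and 173 *P. trichocarpa* miRNAs. Pde_miRNA_119 and Pde_miRNA_120 lie within the sequence of plant 5S rRNA from its base 60 on, Pde_miRNA_39 from its base 7 on, and Pde_miRNA_29 and Ptr_miRNA_334 within a conserved segment of 25S rRNA. None of 100 shuffles of the 255 distinct mature sequences gave a match to these rRNA sequences (highest count 0). In the paper's Table S8 the name and the best hit agree for 13 of 287 *P. deltoides* miRNAs, and the family read from the sequence equals that of the best hit for 84 of 85, so families below follow the best hit or the sequence.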

Note that the corresponding known families for the miRNAs identified in this study can found in Supplementary Tables S8, S9 while the miRNA abundance expressed as TPM for each treatment can be found in Supplementary Tables S10, S11. To refine the list of miRNAs, we focused on those that were significantly differentially expressed (negative binomial test, FDR corrected *p* ≤ 0.05; fold-change > 2; Soneson and Delorenzi, 2013) between the treatment and control. In this regard, we only considered miRNAs with greater than 50 counts in total and found 34 and 130 unique miRNAs with significant differential expression in *P. deltoides* and *P. trichocarpa*, respectively, including Plant Novel miRNAs (Supplementary Tables S12, S13). 

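Among *P. deltoides* miRNAs, Pde_miRNA_219 of the miR164 family, which targets NAC transcription factors, has 47.6 ± 70.3 TPM in PDE (mean ± SD, n = 3) against 179 ± 136 in PDC, and only 3 reads in PDE. Pde_miRNA_105 (miR159, which targets GAMYB factors) has 67.9 ± 31.8 against 277 ± 55.1 TPM, and Pde_miRNA_171 (miR482, which targets NB-LRR resistance genes) has 131 ± 59.2 against 475 ± 250 TPM. In limma these differences are -2.19, -1.95 and -1.70 on the log2 scale, with adjusted p of 0.2901, 0.1538 and 0.1834. The 25S rRNA-matching Pde_miRNA_29 has 2593 ± 3112 against 105 ± 129 TPM (log2 4.29, limma adjusted p 0.0659) and the 5S rRNA-matching Pde_miRNA_120 has 16544 ± 3419 against 3159 ± 3158 TPM (log2 2.82, the same adjusted p). In *P. trichocarpa*, Ptr_miRNA_187 (miR172, which targets AP2 factors) stands at 16.4 TPM in PTA against 90.0 in PTC in the authors' deposited table (log2 -2.46).

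The authors' deposited tables call 10 miRNAs in PDA, 60 in PDE, 50 in PTA and 27 in PTE. Their adjusted p equals an adjustment over the listed miRNAs alone in all 70 and 77 lines, and adjusted over every predicted miRNA the calls are 1, 4, 14 and 0. The listed calls are 67 distinct miRNAs in *P. deltoides* and 72 in *P. trichocarpa*. With more than 50 total counts in the paper's tables these become 31 and 45 distinct miRNAs, and with 1 miRNA per mature sequence 40 and 39. Of the 42 miRNAs called higher in PDE, 28 have at most 3 reads over the 3 PDE libraries and 23 have reads in a single PDE library. The limma fit calls 0 of 144 miRNAs in PDE against PDC, with 28 at an unadjusted p below 0.05 (voom calls 0, with 23 unadjusted). With reads scaled to genome-mapped reads it calls 15 (1 higher, 14 lower), with a pseudocount of 1 TPM 7 (3 higher, 4 lower), and without PDC replicate 1 it calls 11 (3 higher, 8 lower). Centred on the library median or with at least 50 recovered reads it calls 3, without the filter 2 and with a replicate block 1, all of these higher, and with 1 miRNA per mature sequence 3 (2 higher, 1 lower). The fit calls 0 in PDA against PDC, with 0 unadjusted (voom 0 and 0).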

Hierarchical clustering of differentially expressed miRNAs showed distinct differences in expression pattern in response to EmF and AmF in both *P. deltoides* and *P. trichocarpa* (Figure 2B).

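Pde_miRNA_194 and Pde_miRNA_195, of the auxin-related miR167 family, have 1993 ± 689 and 1982 ± 734 TPM (mean ± SD, n = 3) in PDC, 1417 ± 385 and 1455 ± 435 in PDA, and 433 ± 189 and 448 ± 146 in PDE. Pde_miRNA_144 and Pde_miRNA_145, of the miR403 family that targets ARGONAUTE 2, have 1764 ± 540 and 1903 ± 475 TPM in PDA and 310 ± 162 and 324 ± 171 in PDE. Pde_miRNA_190, a 20-nt member of miR167, has 105 ± 58.5 TPM in PDA and 4.83 ± 8.37 in PDE, where it has 1 read. In the limma fit of PDE against PDA, Pde_miRNA_190 fell by 2.92 and Pde_miRNA_144 by 2.59 on the log2 scale, each with an adjusted p of 0.0225. Pde_miRNA_119, the 5S rRNA-matching one, has 5027 ± 2588 TPM in PDA and 14690 ± 2684 in PDE.

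The limma fit calls 10 of 144 miRNAs in PDE against PDA, all lower in PDE: Pde_miRNA_190, Pde_miRNA_191, Pde_miRNA_192, Pde_miRNA_193 and Pde_miRNA_59, Pde_miRNA_144, Pde_miRNA_145 and Pde_miRNA_49 of miR403, and Pde_miRNA_50 and Pde_miRNA_51. These 10 have 3 distinct mature sequences. With libraries centred on their median instead, the 10 calls divide into 3 higher and 7 lower, and with a replicate block there are 11 calls, 3 higher and 8 lower. No miRNA is called by voom (24 unadjusted), with reads scaled to genome-mapped reads (24 unadjusted) or with 1 miRNA per mature sequence (17 unadjusted). Of the 10 ways to part the 6 libraries 3 against 3, the real one gives 10 calls and the highest other 4. As a family, miR167 has a median log2 difference of -2.24 with all 9 members, of 3 mature sequences, lower (fry, adjusted p 0.0128). The 3 members of miR403 have 1 mature sequence and near-equal counts, so their median of -2.59 (fry, adjusted p 0.0143) stands for 1 measurement. The medians stay below 0 in all 17 alternatives for miR167 (-4.43 to -1.19) and all 16 for miR403 (-3.03 to -2.07), which has too few members to be tested with 1 miRNA per mature sequence. Scaled to genome-mapped reads neither family passes (adjusted p 0.0539 and 0.1064), nor with only the 2 groups in the fit (0.0827 each), and miR403 does not with a replicate block (0.0701). Without PDA replicate 2 neither family passes (adjusted p 0.0518 and 0.0641), and without PDA replicate 1 miR403 does not (0.0646). No miRNA is called when PDA replicate 2, PDA replicate 3, PDE replicate 1 or PDE replicate 2 is left out, and 26 are without PDA replicate 1. The deposited tables do not compare PTE with PTA.

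**Figure D2:**
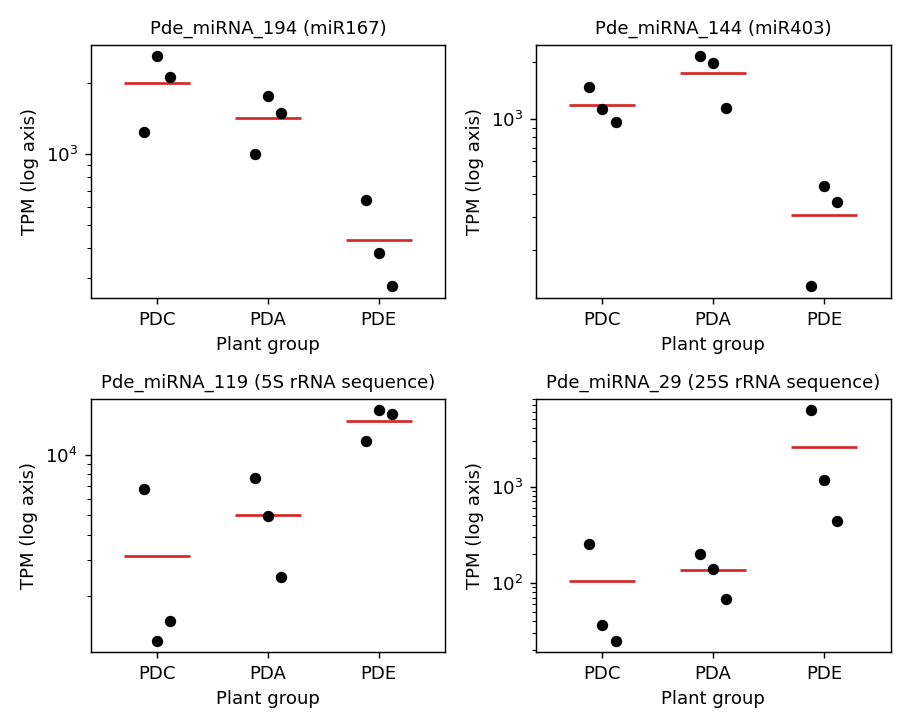
TPM on a log axis (y) of Pde_miRNA_194, Pde_miRNA_144, Pde_miRNA_119 and Pde_miRNA_29 in PDC, PDA and PDE (x); each point is 1 library and the red line the mean of 3. The means of Pde_miRNA_194 and Pde_miRNA_144 are lowest in PDE (433 and 310 TPM) and those of the 2 rRNA-matching miRNAs are highest there (14690 and 2593 TPM).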

**Figure 2:**
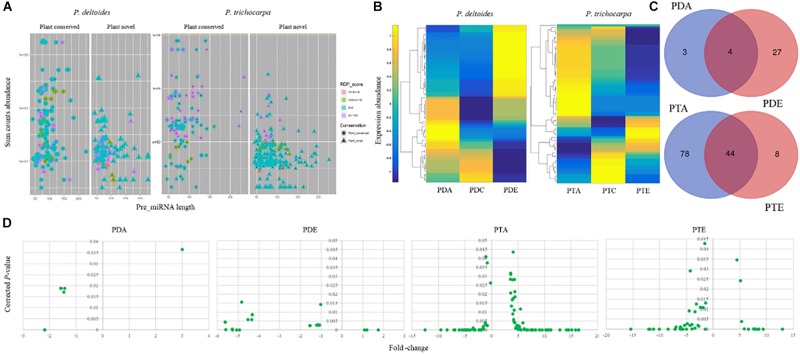
miRNA landscape *Populus deltoides* and *P. trichocarpa* roots colonized with *Rhizophagus irregularis* (PDA and PTA, respectively) and *Laccaria bicolor* (PDE and PTE, respectively). **(A)** miRNAs identified were classified as “Plant conserved” or “Plant novel”; **(B)** Hierarchical clustering of differential expression in transcripts per million of identified miRNAs; **(C)** Venn showing significant differentially expressed miRNAs that were common and unique miRNAs to each treatment; and **(D)** Fold-change and the significance (*p* ≤ 0.05) of differentially expressed miRNAs.

We next investigated whether each species shared a common set of miRNAs during the different mutualistic symbiosis. 

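Pde_miRNA_76, with a best hit to miR1444, stands at 22.1 TPM in PDA and 4.83 TPM in PDE against 1.20 TPM in PDC in the authors' deposited table (log2 4.21 and 2.01), which rests on 8, 1 and 1 reads. Pde_miRNA_166 and Pde_miRNA_297 stand at 15.5 TPM in PDA and 32.6 TPM in PDE against 1.23 TPM in that table, from 6, 3 and 1 reads. In *P. trichocarpa*, Ptr_miRNA_15 and Ptr_miRNA_462, with 1 mature sequence of 24 nt, stand at 33.4 and 36.2 TPM in PTA and 4.44 TPM each in PTE against 1.52 TPM in PTC in the authors' deposited table. Ptr_miRNA_58 has the same mature sequence and is listed at 0 in PTC. Ptr_miRNA_59, with a hit to miR477, is at 11.8 and 1.58 against 1.52 TPM (log2 2.95 and 0.05), and Ptr_miRNA_7 is lower with either fungus at 7.71 and 4.72 against 27.5 TPM (log2 -1.83 and -2.54).

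By the deposited tables 3 *P. deltoides* miRNAs are called with both fungi, all higher, where 1.46 would be by chance among 287 (10 and 42 called higher). In *P. trichocarpa* 5 are, 4 higher and 1 lower, where chance among 357 gives 0.91 and 0.207. Past 2-fold with both fungi there are 3 higher and 1 lower. None is called with both fungi at an adjusted p below 0.01, and with 1 miRNA per mature sequence the counts are 2 and 3. With more than 50 total counts they are 1 and 3, and adjusted over every predicted miRNA 0 and 0. The shared controls alone link the 2 comparisons: across the 144 miRNAs of the limma fit, PDA and PDE differences from PDC have the same sign in 52.8%, and in 52.8% (median, range 43.8 to 66) of 100 simulations in which only the controls are shared and replicates are not correlated between groups. In the limma fit, Pde_miRNA_76 has a log2 difference of 0.83 in PDA against PDC (adjusted p 0.9985).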

We found that in *P. deltoides* 4 miRNAs were common between PDA and PDE and in *P. trichocarpa* 44 miRNAs were common between PTA and PTE (Figure 2C and Supplementary Tables S12, S13). In *P. deltoides*, all 4 common miRNAs were down-regulated relative to the control while in *P. trichocarpa*, 16 shared miRNAs were up-regulated, 23 were down-regulated and 5 showed the opposite fold-change trend (Table 3). Further, this analysis also revealed that, within species, 3 and 27 miRNAs were unique to PDA and PDE, respectively, while 78 and 8 miRNAs were unique to PTA and PTE, respectively (Figure 2C and Supplementary Tables S12, S13). 

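Calls with *R. irregularis* alone include Pde_miRNA_252, a 21-nt sequence with 5 reads in PDA and 0 in PDC, and in *P. trichocarpa* Ptr_miRNA_100 (log2 -3.74 in the authors' deposited table) and Ptr_miRNA_458, which stands at 3407 TPM in PTA against 10618 in PTC (log2 -1.64 in that table). Calls with *L. bicolor* alone include Pde_miRNA_257 of the miR156 family, which targets SPL factors, and in *P. trichocarpa* Ptr_miRNA_478, which stands at 43.6 TPM in PTE against 10.7 in PTC (log2 2.03) in the authors' deposited table. Pde_miRNA_257 has 6200 ± 1730 TPM in PDE (mean ± SD, n = 3) and 2105 ± 2553 in PDC (log2 2.25, limma adjusted p 0.2901).

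In the deposited tables 7 miRNAs are called in PDA alone, 57 in PDE alone, 45 in PTA alone and 22 in PTE alone. With more than 50 total counts the *P. deltoides* counts are 0 and 30. A call with 1 fungus and not with the other does not show that the 2 responses differ, and in *P. trichocarpa* that difference was not tested.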

We further compared the Best-Hit of the significantly differentially expressed miRNAs across species, i.e., PDA vs. PTA and PDE vs. PTE (Supplementary Tables S12, S13). We did not find any miRNAs in common between different species colonized by a common fungus (data not shown). Also, we compared the differential transcripts listed in DATA 1 and 2 with the miRNA precursor sequences using the CAP3 program implemented in http://biosrv.cab.unina.it/webcap3/ and identified that five differential transcripts were miRNA precursors (Supplementary Table S14). 

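Pde_miRNA_226, called higher in PDA, has the same 24-nt mature sequence (ACGAAAAGTTATTTGAAAAGCACC) as Ptr_miRNA_15, Ptr_miRNA_462 and Ptr_miRNA_58, called higher in PTA by the authors' deposited tables. Pde_miRNA_34 shares its 24 nt with Ptr_miRNA_59, and Pde_miRNA_252 shares its 21 nt (TTCTGAACTCTCTCCCTCAAC) with Ptr_miRNA_235, Ptr_miRNA_238, Ptr_miRNA_286 and Ptr_miRNA_291, all with best hits to miR477 in *P. trichocarpa*. With *L. bicolor*, Pde_miRNA_106 and Ptr_miRNA_368 share the mature sequence TTGGACTGAAGGGAGCTCCC of miR319, which targets TCP factors, and both are called lower. The deposited values of Pde_miRNA_106 are 309.6 against 678 TPM and those of Ptr_miRNA_368 are 206 against 451 TPM.

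The 2 species have 89 mature sequences in common. Of these, 3 are called higher in both PDA and PTA (0.225 by chance), and 1 is called lower in both PDE and PTE (0.101 by chance). Matching by the name of the best hit gives 0 and 0, because 1 mature sequence can have different best hits in the 2 species. The *P. deltoides* reads behind the 3 are few, 9, 7 and 5 in PDA against 1, 2 and 0 in PDC, and Pde_miRNA_106 rests on 45 against 562 reads (limma log2 -0.92, adjusted p 0.5523).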

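Podel.CUFF.2373 contains 182 bases in a row of the precursor of Pde_miRNA_105, a miR159, and both are lower in PDE in the authors' deposited tables (log2 -2.14 and -2.03). Podel.17G101000 contains 63 bases of the precursor of Pde_miRNA_171, a miR482, and both are lower in PDE there (log2 -2.47 and -1.86). Potri.CUFF.2778 and Potri.CUFF.2779 match 89 and 24 bases of the opposite strand of the precursor of Ptr_miRNA_238, which has a best hit to miR477, and all 3 are higher in PTA (log2 3.59 for the miRNA). Podel.T205100 matches 24 bases of the opposite strand of the precursor of Pde_miRNA_164, and both are higher in PDE (log2 2.69 for the miRNA). That miRNA rests on 4 reads in PDE and 5 in PDC, and whether the shared bases lie within rRNA was not tested. Potri.CUFF.2945 matches 19 bases of the opposite strand of that of Ptr_miRNA_128, and both are lower in PTA (log2 -2.03 for the miRNA), while Potri.CUFF.3241, called higher in PTA, contains 20 bases of the precursor of Ptr_miRNA_339 (miR171).

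At 18 or more identical bases in a row, 14 transcripts match a precursor, 8 in *P. deltoides* and 6 in *P. trichocarpa*. As the sequences are given in the paper's files, 7 lie on the strand of the precursor and 7 on the opposite strand. Which strand was transcribed was not analysed for unannotated transcripts, so a match on the opposite strand does not show an antisense RNA. At 15 bases there are 17, and at 30 aligned bases of 90% identity there are 10. For 8 of the 14 the miRNA is called in the same comparison of the deposited tables, and 6 of the 8, with 5 miRNAs, have the direction of the transcript: 2 on the strand of the precursor and 4 on the opposite strand. The 2 others are Podel.CUFF.1370 with Pde_miRNA_89 and Podel.CUFF.1796 with Pde_miRNA_76. Whether any of the 14 transcripts is a miRNA precursor or a fragment of other RNA, such as tRNA or rRNA, was not tested.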

The miRNA expression fold-change trend can be seen in Figure 2D and Supplementary Tables S12, S13. 

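Ptr_miRNA_58, with a best hit to miR812, is listed at 0 in PTC and at 26.2 TPM in PTA and 4.44 TPM in PTE in the authors' deposited tables. In those tables 1 call in PTA and 3 in PTE have a control value of 0. The reverse case is Ptr_miRNA_17, with a best hit to miR156, which is listed at 0 in PTA against 1.15 TPM in PTC. A value of 0 bounds the abundance only by the depth: the 3 PTC libraries have 982300, 1280051 and 1478334 reads mapped to the genome, and miRNA reads per library of *P. trichocarpa* were not analysed here.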

In *P. trichocarpa*, we found that 23 and 7 miRNAs were only detected in the PTA and PTE treatments, respectively, and not in the controls.

**Table 3:** Expression fold-change trend of miRNAs in *Populus deltoides* and *P. trichocarpa* in response to *Rhizophagus irregularis* (PDA and PTA, respectively) and *Laccaria bicolor* (PTA and PTE, respectively).

		Down-regulated miRNAs in *P. deltoides*	
miRNA ID	miRNA name	**PDA**	**PDE**
		
Pde_miRNA_219	pde-MIRf11885b	-1.57	-5.28
Pde_miRNA_228	pde-MIR393f	-1.58	-5.6
Pde_miRNA_155	pde-MIR396a	-1.47	-5.08
Pde_miRNA_156	pde-MIRf12503b	-1.43	-4.93

		**Up-regulated miRNAs in *P. trichocarpa***	

		**PTA**	**PTE**
		
Ptr_miRNA_178	ptr-miR482a	7.6	5.31
Ptr_miRNA_277	ptr-miR164c	5.29	12.95
Ptr_miRNA_299	ptr-miR166g	14.54	9.39
Ptr_miRNA_248	ptr-miR162a	5.06	7.8
Ptr_miRNA_206	ptr-miR167g	6.2	7.77
Ptr_miRNA_62	ptr-miR2912x	3.58	4.46
Ptr_miRNA_179	ptr-miR167a	5.19	8.56
Ptr_miRNA_298	ptr-miR159b	10.31	5.83
Ptr_miRNA_15	ptr-miR812a	4.43	12.96
Ptr_miRNA_342	ptr-miR156h	Not detected in control, induced in PTA	Not detected in control, induced in PTE
Ptr_miRNA_339	ptr-miR171i	Not detected in control, induced in PTA	Not detected in control, induced in PTE
Ptr_miRNA_330	ptr-miR482a	Not detected in control, induced in PTA	Not detected in control, induced in PTE
Ptr_miRNA_282	ptr-miR319a	Not detected in control, induced in PTA	Not detected in control, induced in PTE
Ptr_miRNA_247	ptr-miR159a	Not detected in control, induced in PTA	Not detected in control, induced in PTE
Ptr_miRNA_113	ptr-miR166d	Not detected in control, induced in PTA	Not detected in control, induced in PTE
Ptr_miRNA_131	ptr-miR156g	Not detected in control, induced in PTA	Not detected in control, induced in PTE

		**Down-regulated miRNAs in *P. trichocarpa***	

		**PTA**	**PTE**
		
Ptr_miRNA_155	ptr-miR2912g	-4.65	-4.84
Ptr_miRNA_473	ptr-miR2912w	-1.58	-2.67
Ptr_miRNA_44	ptr-miR2912v	-6.92	-10.09
Ptr_miRNA_160	Ptr_miRNA_160	-12.58	-12.07
Ptr_miRNA_210	ptr-miR2912m	-3.37	-4.3
Ptr_miRNA_311	ptr-miR2111b	-1.19	-6
Ptr_miRNA_357	ptr-miR156j	-4.59	-7.08
Ptr_miRNA_16	ptr-miR2912i	-8.4	-15.39
Ptr_miRNA_255	ptr-miR2912n	-1.08	-4.25
Ptr_miRNA_209	Ptr_miRNA_209	-3.99	-6.1
Ptr_miRNA_105	ptr-miR482d	-6.09	-1.43
Ptr_miRNA_328	ptr-miR839	-9.57	-11.79
Ptr_miRNA_329	ptr-miR156d	-5.59	-11.13
Ptr_miRNA_135	ptr-miRf11683	-1.58	-3.39
Ptr_miRNA_29	ptr-miR6427	-1.54	-3.14
Ptr_miRNA_110	ptr-miR2912b	-2.31	-6.18
Ptr_miRNA_156	ptr-miR2912h	-4.33	-6.07
Ptr_miRNA_369	ptr-miR476	-0.82	-1.56
Ptr_miRNA_370	ptr-miR2912s	-3.26	-3.4
Ptr_miRNA_187	ptr-miR172b	-2.15	-3.95
Ptr_miRNA_106	Ptr_miRNA_106	-6.07	-7.17
Ptr_miRNA_21	Ptr_miRNA_21	-2.01	-5.36
Ptr_miRNA_232	Ptr_miRNA_232	-5.29	-8.41

		**miRNAs showing opposite expression trend in *P. trichocarpa* treatments**	

		**PTA**	**PTE**
		
Ptr_miRNA_191	ptr-miR475b	-2.05	7.58
Ptr_miRNA_134	ptr-miR2912e	-0.81	5.14
Ptr_miRNA_275	ptr-miR166f	11.17	-2.37
Ptr_miRNA_103	ptr-miR166b	10.58	-1.38
Ptr_miRNA_337	ptr-miR396c	5.18	-4.97

### Identification of Target Genes of miRNAs in Populus in Response to Mycorrhizal Fungi

To determine the biological function of all identified miRNAs, we searched the “degradome” libraries of public databases for potential gene targets in *Populus*. While we identified 61 gene targets to 41 unique miRNAs in *P. deltoides* and 117 gene targets to 46 unique miRNAs in *P. trichocarpa* (*p ≤* 0.05; Supplementary Tables S15, S16), there were only 12 and 59 unique gene targets (including alleles) to 7 and 25 unique differentially expressed *P. deltoides* and *P. trichocarpa* miRNAs, respectively (Supplementary Table S17). We also identified putative targets to the “Plant novel” miRNAs category, i.e., 10 miRNA-gene targets in *P. deltoides* and 18 miRNA-gene targets in *P. trichocarpa* (Table 4). In both *P. deltoides* and *P. trichocarpa*, gene ontology enrichment analysis of the miRNA targets (Supplementary Tables S15, S16) for biological processes included terms associated with regulation of metabolism, response to hormones and endogenous stimulus and regulation of transcription (Figure 3A,B) while molecular functions in *P. trichocarpa* were enriched in transcription factor activity, nucleic acid binding and DNA binding (Figure 3C). There were no enrichments for molecular functions in *P. deltoides*.

**Table 4:** Gene targets predicted for the “plant novel” *Populus* miRNAs in response to *Rhizophagus irregularis* and *Laccaria bicolor*.

miRNA ID	miRNA name	Target gene	Annotation of target gene
Pde_miRNA_73	pde-MIR2628b	Podel.02G280600.1	Photosystem I subunit IV (psaE)
Pde_miRNA_85	pde-MIR857	Podel.03G089000.1	Beta-amylase/Saccharogen amylase
Pde_miRNA_115	pde-MIRf12523d	Podel.03G183100.1	CALMODULIN-BINDING TRANSCRIPTION ACTIVATOR
Pde_miRNA_21	pde-MIR395a	Podel.09G062800.1	ZINC FINGER CCCH DOMAIN-CONTAINING PROTEIN 56
Pde_miRNA_187	pde-MIRf10448b	Podel.07G012300.1	MATE EFFLUX FAMILY PROTEIN
Pde_miRNA_133	pde-MIR2912h	Podel.04G165900.1	FRUCTOSE-BISPHOSPHATE ALDOLASE 2, CHLOROPLASTIC-RELATED
Pde_miRNA_149	pde-MIRf12506i	Podel.01G087300.1	Mediator of RNA polymerase II transcription subunit 10
Pde_miRNA_225	pde-MIRf10282	Podel.19G057400.1	D-XYLOSE-PROTON SYMPORTER-LIKE 1-RELATED
Pde_miRNA_135	pde-MIR5715a	Podel.09G129400.1	FRUCTOSE-BISPHOSPHATE ALDOLASE 2, CHLOROPLASTIC-RELATED
Pde_miRNA_53	pde-MIRf10816c	Podel.11G131500.1	POLYUBIQUITIN 3
Ptr_miRNA_169	ptr-miR166a	Potri.009G014500.2	Homeobox-leucine zipper family protein/lipid-binding START domain-containing protein
Ptr_miRNA_221	ptr-miRf10117a	Potri.005G091700.1	Serine carboxypeptidase-like 34
Ptr_miRNA_283	ptr-miR847	Potri.014G071000.1	Protein of unknown function
Ptr_miRNA_269	ptr-miRf10610b	Potri.002G154600.2	Ribosomal L5P family protein
Ptr_miRNA_105	ptr-miR482d	Potri.018G138500.1	NB-ARC domain-containing disease resistance protein
Ptr_miRNA_335	ptr-miR7748a	Potri.008G181000.5	Response regulator 11
Ptr_miRNA_409	ptr-miRf10535	Potri.001G038100.1	Serine-domain containing serine and sphingolipid biosynthesis protein
Ptr_miRNA_223	ptr-miRf10117d	Potri.001G234400.1	Nudix hydrolase homolog 9
Ptr_miRNA_85	ptr-miRf10350	Potri.007G013100.1	Ribosomal protein L2 family
Ptr_miRNA_215	ptr-miRf10010b	Potri.002G124200.5	Poly(A) binding protein 2
Ptr_miRNA_467	Ptr_miRNA_467	Potri.006G138600.1	Chaperonin 20
Ptr_miRNA_259	ptr-miRf10010c	Potri.002G124200.3	Poly(A) binding protein 2
Ptr_miRNA_71	ptr-miRf10010d	Potri.002G124200.5	Poly(A) binding protein 2
Ptr_miRNA_161	ptr-miRf10116a	Potri.005G091700.3	Serine carboxypeptidase-like 34
Ptr_miRNA_421	Ptr_miRNA_421	Potri.005G192300.1	Tubby-like protein 5
Ptr_miRNA_417	Ptr_miRNA_417	Potri.001G189700.1	NADP-malic enzyme 4
Ptr_miRNA_51	Ptr_miRNA_51	Potri.001G001500.1	RING/U-box superfamily protein
Ptr_miRNA_285	ptr-miR169h	Potri.010G218700.2	GTP binding Elongation factor 1 alpha family protein

**Figure 3:**
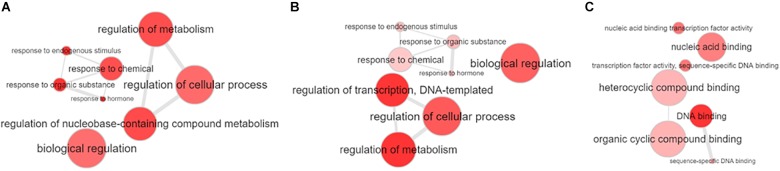
Gene ontology enrichment of the target genes of the miRNAs identified in *Populus deltoides* and *P. trichocarpa* roots colonized with the arbuscular mycorrhizal fungus (AmF), *Rhizophagus irregularis*, and the ectomycorrhizal fungus (EmF), *Laccaria bicolor*. **(A)** Gene ontology biological processes for *P. deltoides* with AmF and EmF; **(B)** Gene ontology biological processes for *P. trichocarpa* with AmF and EmF; and **(C)** Gene ontology molecular processes for *P. trichocarpa* with AmF and EmF. Enrichment was performed online at PopGenIE (http://popgenie.org/) and visualized with REVIGO (Sjödin et al., 2009; Supek et al., 2011).

### Identification of Putative Target Genes for Populus-Derived miRNAs in *R. irregularis* and *L. bicolor*

We predicted potential miRNA-gene targets in the respective fungi since small RNA may transverse between symbionts via extracellular vesicles to mediate RNA interference and effect physiological changes across species (Lefebvre and Lécuyer, 2017). We found 5 gene targets *in L. bicolor* for 14 significantly differentially expressed *P. deltoides* miRNAs, 4 gene targets in *L. bicolor* for 6 significantly differentially expressed *P. trichocarpa* miRNAs and 5 gene targets in *R. irregularis* for 5 significantly differentially expressed *P. trichocarpa* miRNAs (Supplementary Table S18). We did not find any genes targets in *R. irregularis* to the significantly differentially expressed *P. deltoides* miRNAs. The majority of the predicted gene targets within the respective fungi were hypothetical protein/predicted proteins while a transport protein particle complex subunit (TRAPP 20 K subunit) was a common target for several *P. deltoides* and *P. trichocarpa* miRNAs. In addition, despite an annotation as a hypothetical protein, the target genes of two miRNAs had a KOG description as transcription factors.

## Discussion

In the current study, we applied high-throughput RNA sequencing to describe the sRNA landscape of the root of two *Populus* species (*P. deltoides* and *P. trichocarpa)* colonized by an EmF, *L. bicolor*, or an AmF, *R. irregularis*, with specific focus on the sORF and miRNA response. A striking observation was that these beneficial plant-fungal interactions triggered the expression of otherwise intergenic regions of the genome. Furthermore, despite being mutualistic symbiosis, only a small number of these transcripts were conserved within the species between the two fungi (7 in *P. deltoides* and 3 in *P. trichocarpa;* Figure 1B). This may be a reflection of the different classes of fungi, i.e., arbuscular mycorrhizal vs. ectomycorrhizal, suggesting that at least on the plant side and for the sRNAs, mutualistic associations do not necessarily have a common response/regulatory mechanism. Additionally, only 5 transcripts were shared between *P. deltoides* and *P. trichocarpa* (Figure 1D), leading to a hypothesis that the molecular differences (i.e., the low number of sRNAs shared between two *Populus* species under two different fungal treatments) in the expression of plant small RNAs in response to fungi might contribute to the phenotypic difference in colonization efficiency (see Table 1; Tagu et al., 2001). This hypothesis needs to be tested using experimental approaches such as gain-of-function via gene overexpression and loss-of-function via gene knockout in the future.

While we do not know for certain what the end products of each sRNA is, several lines of evidence exist for the functionality of sORFs translated from sRNAs (Andrews and Rothnagel, 2014; Ruiz-Orera et al., 2014). Given that non-coding RNA may be an important source of new peptides, our predicted coding potential of the sRNAs advocates for a functional role for several sORFs in the symbiotic interactions. This is further supported by the predicted subcellular targeting of these sORFs (Supplementary Table S7). Recently, Plett et al. (2017) showed that several *Populus*-encoded SSPs (≤ 250 AA), including a novel SSP that was not annotated in the *P. trichocarpa* genome, could enter the fungal hyphae, localize to the nucleus and affect growth of *L. bicolor*.

The differential expression of a large number of miRNAs identified in response to the fungal treatments (34 in *P. deltoides* and 130 *P. trichocarpa*) suggest that the plant miRNAs are an important regulator of this mutualistic symbiosis. In this respect, our differentially expressed miRNA list (Supplementary Tables S12, S13) contained previously identified miRNAs that are previously reported to be involved in mutualistic interactions, albeit in different plant species such as *Medicago*, tomato and rice, including miR156, miR160, miR170, miR167, miR393, and miR396 (Bazin et al., 2013; Etemadi et al., 2014; Wu et al., 2016). 

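In the authors' deposited tables, miR160, which targets auxin response factors, has 4 of 5 predicted members called lower in PTA, such as Ptr_miRNA_19 at 70.8 TPM against 253 in PTC (log2 -1.84). Ptr_miRNA_227, named miR170, is lower in PTA at 54.1 against 113 TPM (log2 -1.06) in that deposited table. All 4 predicted members of miR390, which starts the TAS3 RNAs, are called lower in PTA, such as Ptr_miRNA_13 at 93.0 against 259.7 TPM (log2 -1.48). The members of miR160 and of miR390 may not be separate measurements, since with 1 miRNA per mature sequence the 37 lower calls in PTA become 21. In PDE the deposited table calls 2 of 9 members of miR167 lower and 6 of 18 of miR156 higher, and all 3 of miR403, which have 1 mature sequence, lower. For miR156 the 6 are by best hit, and 5 are by mature sequence. Pde_miRNA_257 of miR156 has 779 reads in PDE, near the 778 to 796 of Pde_miRNA_258 to Pde_miRNA_261, so such calls may not be separate measurements. Members of miR393 and miR396 are not in the deposited tables of either species.

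In the *P. deltoides* libraries, fry in limma gives a median log2 difference of PDE from PDC of -1.83 for miR167 (all 9 members, of 3 mature sequences, lower; adjusted p 0.0364) and of -2.06 for miR403 (adjusted p 0.0429), whose 3 members have 1 mature sequence and stand for 1 measurement, among 14 families. The adjusted p ranges from 0.00547 to 0.1395 over 17 alternatives for miR167 (medians -3.69 to -0.63) and from 0.0301 to 0.1501 over 16 for miR403 (medians -3.08 to -1.54), which could not be tested with 1 miRNA per mature sequence. The families miR156 (median 0.34, adjusted p 0.744), miR393 (-0.83) and miR396 (0.20) do not pass. Between PDA and PDC no family passes (lowest adjusted p 0.9585), with medians of 0.61 for miR167 and 0.53 for miR403. Without PDC replicate 1, 2 or 3, neither family passes in PDE against PDC (fry, adjusted p 0.0754, 0.1345 and 0.1005 for miR167), nor without PDE replicate 2 or 3 (0.0558 and 0.0662).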

Unlike the sRNA landscape, several significantly differentially expressed miRNAs were shared between PTA and PTE treatments (Figure 2C), indicating that the miRNA landscape and hence, the molecular mechanism imparted by this level of regulation may be conserved to a certain extent within species. The latter is further substantiated by the same expression trend seen for 39 of the 44 miRNAs in common between PTA and PTE and all 4 miRNAs in common between PDA and PDE, where both miRNAs were either up- or down-regulated in the respective treatments (highlighted in blue in Supplementary Tables S12, S3). We however, also noted that the expression pattern of miRNAs belonging to the same family did also vary within a treatment. For example, miR156 family targeting members of the squamosa promoter binding and binding-like transcription factors were up- and down-regulated in PTA (Ptr_miRNA_245 [ptr-miR156b], Ptr_miRNA_329 [ptr-miR156d], Ptr_miRNA_127 [ptr-miR156e], Ptr_miRNA_131 [ptr-miR156g], and Ptr_miRNA_433 [ptr-miR156k]; Supplementary Table S13). This suggests a very intricate role for members of the same miRNA family in these plant-microbe interactions, and further, indicates the specificity to which the miRNAs functions in these tested relationships.

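Ptr_miRNA_245 and Ptr_miRNA_329 have 6882 and 6880 total counts, Ptr_miRNA_127 and Ptr_miRNA_131 have 5056 and 5044, and Ptr_miRNA_433 has 4895. None of the 5 is in the authors' deposited table for PTA or PTE. The paper refers to its Table S11 for the abundance of *P. trichocarpa* miRNAs, which was not used here, so no value per group is given. The 1 miRNA with a best hit to miR156 in that table is Ptr_miRNA_17, lower in PTA. Directions within a family can be compared in other families: in the deposited calls, 2 of 11 families have members in both directions in PDE, and 0 of 1, 0 of 6 and 0 of 2 have in PDA, PTA and PTE. In PDE these are miR164, with 1 higher and 4 lower, and miR398, with 1 of each. By the mature sequence itself no family has both directions, since the members called higher match their family only through the best hit.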

Given that the number of miRNAs identified in *P. trichocarpa* was approximately 4 times higher than in *P. deltoides*, and that a large number of miRNAs were in common between PTA and PTE, many with the same expression trend, we hypothesize that species-specific responsive miRNAs may play an important role in the preferential colonization of *P. trichocarpa* over *P. deltoides*, as previously reported (Tagu et al., 2001; Labbé et al., 2011). For example, consistent with previous findings in *Solanum*, *Medicago*, and *Oryza*, miR393, which negatively regulates arbuscule formation via an obstruction to the auxin perception, was also down-regulated in PTA in our study (Ptr_miRNA_289 [ptr-miR393b]) but was absent in PDA. 

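Ptr_miRNA_289 has 297 total counts in the paper's table and is not in the authors' deposited table for PTA. In the *P. deltoides* libraries the miR393 family, which targets the auxin receptors TIR1 and AFB, includes Pde_miRNA_181 and Pde_miRNA_182, whose mature sequence of 22 nt is that of Ptr_miRNA_289, and neither the family nor a member is called in any comparison of the limma fit. Among families related to auxin, the deposited table lists members of miR160 as lower in PTA, with Ptr_miRNA_19 as an example, and members of miR390.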

The predicted target for Ptr_miRNA_289 [ptr-miR393b] was Potri.002G207800.1, annotated as Transport Inhibitor Response I (TIR/F-box/RNI-like superfamily protein; Supplementary Table S17). When auxin is perceived, TIR of the E3 ligase receptor complex targets the Aux/IAA protein for degradation via ubiquitination which releases the Auxin Response Factors (ARFs) to allow auxin induced gene expression of their targets (Sukumar et al., 2013; Etemadi et al., 2014). Gene components of this auxin signaling are associated with root development where auxin typically stimulates lateral root development and inhibits root elongation (Casimiro et al., 2003; Sukumar et al., 2013). 

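Ptr_miRNA_407 has 105 total counts and does not appear in the authors' deposited tables for PTA and PTE. Its 20-nt mature sequence is that of Pde_miRNA_190, Pde_miRNA_191, Pde_miRNA_192, Pde_miRNA_193 and Pde_miRNA_59 in *P. deltoides*. Pde_miRNA_190 has 42.0 ± 4.98 TPM in PDC (mean ± SD, n = 3) and a log2 difference of 0.98 in PDA, which is not called in limma (adjusted p 0.9985). Expression of the auxin response factor genes themselves was not analysed here.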

Interestingly, in our study, the two ARFs targets identified, Potri.002G055000.2 and Potri.011G091900.4, should have increased expression since their corresponding miRNA, Ptr_miRNA_407 (ptr-miR167b) was down-regulated as well; thereby supporting the auxin- perception and signaling previously described (Sukumar et al., 2013).

It is also possible that AmF colonization of the *P. deltoides* roots, which still occurs albeit at a low frequency, proceeds via alternative means. Lauressergues et al. (2012) showed that there was an up-regulation of miR171h during the colonization of *Medicago truncatula* roots by *R. irregularis.* The gene target of miR171h is a GRAS transcription factor, NSP2, that is believed to be involved in the biosynthesis of a hormone, strigolactone which promotes germination and growth of AmF. Interestingly, the overexpression of miR171h is associated with a decrease in the target gene expression and an overall decrease in the fungal colonization; while the overexpression of a miR171h-resistant NSP2 gene showed over-colonization. These results suggest that that miR171h is a negative regulator of NSP2 thereby preventing over-colonization. Another study reported increased NSP2 gene levels in mycorrhizal roots despite the presence of miR171h; therefore, suggesting the presence of an addition component regulating miR171h-NSP2 (Hofferek et al., 2014). 

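Pde_miRNA_228, whose mature sequence is that of miR171, which targets GRAS transcription factors, has 92.1 ± 19.3 TPM in PDC (mean ± SD, n = 3), 122 ± 60.1 in PDA and 84.5 ± 45.1 in PDE. In limma the differences from PDC are 0.30 in PDA (log2, adjusted p 0.9985) and -0.22 in PDE (adjusted p 0.9533), each smaller than its standard error of 0.611. These rest on 77, 51 and 10 reads. Ptr_miRNA_339 has 160 total counts and is not in the authors' deposited tables. Of the miRNAs with a miR170/171 mature sequence, 6 are called in the authors' deposited table for PTA and all 6 are lower. These 6 may not be separate measurements, since with 1 miRNA per mature sequence the 37 lower calls in PTA become 21. Potri.CUFF.3241, which contains 20 bases of the precursor of Ptr_miRNA_339, is called higher in PTA.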

In our study, we noted an up-regulation of miR171 in PTA and PTE (Ptr_miRNA_339 [ptr-miR171i], common between the treatments; Supplementary Table S13) and down-regulation of miR171 in PDA and PDE (Pde_miRNA_228 [pde-MIR393f], also common between the treatments; Supplementary Table S12). According to Lauressergues et al. (2012), if miR171 is down-regulated, as in the case of PDA, then NSP expression will not be down-regulated thereby increasing mycorrhizal colonization. The alternative proposed by Hofferek et al. (2014) is also true where the NSP2 transcript was elevated during the progression of mycorrhizal colonization independent of miR171h levels, and in the case of PDA will once again promote increased colonization. This hypothesized route may assist in the symbiotic interaction in *P. deltoides* which has a lower propensity for colonization. A similar trend was noted with pathogenic fungi where a specific miRNAs were either repressed or induced in different plant species, suggesting functional differences in these alternant plants to common pathogens (Gupta et al., 2014). Moreover, as AmF symbiosis progresses miR171 levels should increase (Lauressergues et al., 2012; Hofferek et al., 2014). Ptr_miRNA_339 (ptr-miR171i) was upregulated in the PTA interactions. If miR171 is a negative regulator of NSP2 thereby preventing over-colonization (Lauressergues et al., 2012), the increase in expression in miR171 in PDA could serve as a checkpoint to prevent an imbalance in the mutualism between *P. trichocarpa*, with its high propensity to be colonized, and the fungus. Future experimental characterization and profiling of these responsive miRNAs and targets should shed some light on this method of colonization and control.

We were also able to identify putative gene targets to the significantly differentially expressed conserved and novel *Populus* miRNAs (Supplementary Table S17). Our gene ontology enrichment analysis showed consistency with a previous genome-wide study investigating the miRNAs responsive to arbuscular mycorrhiza in tomato, including transcription regulation, biological regulation and response to stimulus (Figure 3; Wu et al., 2016). It was interesting to note that the molecular functions of *P. trichocarpa* in mycorrhizal associations included transcription factor activity, nucleic acid binding and DNA binding. Plett et al. (2017) showed that SSPs could enter the hyphal nucleus of *L. bicolor* to affect the fungal physiology. Closer inspection of the miRNAs and their corresponding gene target revealed a large number of transcription factors associated with root formation including growth-regulating factors (GRFs), homeodomain-leucine zipper transcription factor, AP2 transcription factor and MYB transcription factors (Supplementary Table S17). We also found phytohormone related genes including ethylene-responsive transcription factor and auxin response factor, as noted in other studies.

In plants, sRNAs move to adjacent cells via the plasmodesmata and systemically via the vasculature system (Baulcombe, 2004). Recently, it was shown that cross-kingdom/organism RNA interference occurs via exosome-like extracellular vesicles that transfer the host sRNAs to the interacting partner at the infection site, which then consequently causes gene silencing (Wang et al., 2017; Cai et al., 2018; Shahid et al., 2018). Therefore, it is highly probable that plant-encoded sRNAs, during mycorrhizal symbiosis, extends beyond the self-regulation. In support of this hypothesis, we used the plant-encoded miRNAs to predict fungal gene targets in the respective genomes. We identified several fungal gene targets to the *Populus*-derived miRNAs, including transport proteins, transcription factors and several genes encoding proteins of unknown function in the two fungi analyzed (Supplementary Table S18).

Finally, our study adds to the growing number of reports suggesting the active role of plants in mutualistic associations with microbes (Akiyama et al., 2005; Scharf et al., 2016; Plett et al., 2017). While a number of studies have focused on the arbuscular mycorrhizal-responsive miRNAs (Devers et al., 2011; Wu et al., 2016), genome-wide studies on the endomycorrhizal-responsive miRNAs is in its infancy. Given the role of miRNAs in fungal interactions (Bazin et al., 2013; Etemadi et al., 2014) and the expanding evidence for sORFs in plant physiology and mutualistic symbiosis (Hanada et al., 2007, 2013; Andrews and Rothnagel, 2014; Plett et al., 2017), the current study provides a useful resource of potential regulators that are involved in arbuscular/endomycorrhizal symbiosis with *Populus*.

## Data Availability

The Department of Energy (DOE) will provide public access to these results of federally sponsored research in accordance with the DOE Public Access Plan (http://energy.gov/downloads/doe-public-access-plan). The RNA-Seq reads, along with the processed data (including the sequence and abundance measurements of differentially-expressed transcripts) are deposited in NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) with the accession code GSE117158.

## Author Contributions

XY and JL conceived and supervised the project. RM and HY carried out bioinformatic analysis, interpreted the data, and wrote the manuscript. SJ, RH, and PV carried out the experiments. GT and FL supervised the study and interpreted the data. All authors read and commented on the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://phytozome.jgi.doe.gov

2 www.phytozome.com

3 https://phytozome.jgi.doe.gov/pz/portal.html

4 https://genome.jgi.doe.gov/Lacbi2/Lacbi2.home.html

5 http://popgenie.org/

## References

[B1] AbbottL. K.RobsonA. (1977). Growth stimulation of subterranean clover with vesicular arbuscular mycorrhizas. *Aust. J. Agric. Res.* 28 639–649. 10.1071/AR9770639

[B2] Addo-QuayeC.MillerW.AxtellM. J. (2009). CleaveLand: a pipeline for using degradome data to find cleaved small RNA targets. *Bioinformatics* 25 130–131. 10.1093/bioinformatics/btn604 19017659PMC3202307

[B3] AkiyamaK.MatsuzakiK.HayashiH. (2005). Plant sesquiterpenes induce hyphal branching in arbuscular mycorrhizal fungi. *Nature* 435 824–827. 10.1038/nature03608 15944706

[B4] Al-KarakiG.McMichaelB.ZakJ. (2004). Field response of wheat to arbuscular mycorrhizal fungi and drought stress. *Mycorrhiza* 14 263–269. 10.1007/s00572-003-0265-2 12942358

[B5] AmaralP. P.DingerM. E.MattickJ. S. (2013). Non-coding RNAs in homeostasis, disease and stress responses: an evolutionary perspective. *Brief. Funct. Genomics* 12 254–278. 10.1093/bfgp/elt016 23709461

[B6] AndrewsS. (2010). *FastQC: A Quality Control Tool for High Throughput Sequence Data.* Available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc

[B7] AndrewsS. J.RothnagelJ. A. (2014). Emerging evidence for functional peptides encoded by short open reading frames. *Nat. Rev. Genet.* 15 193–204. 10.1038/nrg3520 24514441

[B8] AspdenJ. L.Eyre-WalkerY. C.PhillipsR. J.AminU.MumtazM. A. S.BrocardM. (2014). Extensive translation of small open reading frames revealed by Poly-Ribo-Seq. *eLife* 3:e03528. 10.7554/eLife.03528 25144939PMC4359375

[B9] BaulcombeD. (2004). RNA silencing in plants. *Nature* 431 356–363. 10.1038/nature02874 15372043

[B10] BazinJ.KhanG. A.CombierJ. P.Bustos-SanmamedP.DebernardiJ. M.RodriguezR. (2013). miR396 affects mycorrhization and root meristem activity in the legume *Medicago truncatula*. *Plant J.* 74 920–934. 10.1111/tpj.12178 23566016

[B11] BolgerA. M.LohseM.UsadelB. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[B12] BonfanteP.GenreA. (2010). Mechanisms underlying beneficial plant–fungus interactions in mycorrhizal symbiosis. *Nat. Commun.* 1:48. 10.1038/ncomms1046 20975705

[B13] BranscheidA.SiehD.PantB. D.MayP.DeversE. A.ElkrogA. (2010). Expression pattern suggests a role of MiR399 in the regulation of the cellular response to local Pi increase during arbuscular mycorrhizal symbiosis. *Mol. Plant Microbe Interact.* 23 915–926. 10.1094/MPMI-23-7-0915 20521954

[B14] BrosnanC. A.VoinnetO. (2011). Cell-to-cell and long-distance siRNA movement in plants: mechanisms and biological implications. *Curr. Opin. Plant Biol.* 14 580–587. 10.1016/j.pbi.2011.07.011 21862389

[B15] BrundrettM.BougherN.DellB.GroveT. (1996). *Working Ylith Mycorrhizas in Forestry and Agriculture.* Canberra: Australian Centre for International Agricultural Research.

[B16] BryanA. C.JawdyS.GunterL.GjersingE.SykesR.HincheeM. A. (2016). Knockdown of a laccase in *Populus deltoides* confers altered cell wall chemistry and increased sugar release. *Plant Biotechnol. J.* 14 2010–2020. 10.1111/pbi.12560 26997157PMC5043505

[B17] CaiQ.QiaoL.WangM.HeB.LinF.-M.PalmquistJ. (2018). Plants send small RNAs in extracellular vesicles to fungal pathogen to silence virulence genes. *Science* 360 1126–1129. 10.1126/science.aar4142 29773668PMC6442475

[B18] CasimiroI.BeeckmanT.GrahamN.BhaleraoR.ZhangH.CaseroP. (2003). Dissecting Arabidopsis lateral root development. *Trends Plant Sci.* 8 165–171. 10.1016/S1360-1385(03)00051-712711228

[B19] CastellanaN. E.PayneS. H.ShenZ.StankeM.BafnaV.BriggsS. P. (2008). Discovery and revision of *Arabidopsis* genes by proteogenomics. *Proc. Natl. Acad. Sci. U.S.A.* 105 21034–21038. 10.1073/pnas.0811066106 19098097PMC2605632

[B20] ChekanovaJ. A. (2015). Long non-coding RNAs and their functions in plants. *Curr. Opin. Plant Biol.* 27 207–216. 10.1016/j.pbi.2015.08.003 26342908

[B21] ChenX. (2008). MicroRNA metabolism in plants. *Curr. Top. Microbiol. Immunol.* 320 117–136. 10.1007/978-3-540-75157-1_618268842PMC2570777

[B22] ChenX. (2012). Small RNAs in development–insights from plants. *Curr. Opin. Genet. Dev.* 22 361–367. 10.1016/j.gde.2012.04.004 22578318PMC3419802

[B23] DaguerreY.PlettJ. M.Veneault-FourreyC. (2017). “Signaling pathways driving the development of ectomycorrhizal symbiosis,” in *Molecular Mycorrhizal Symbiosis*, ed. MartinF. (Hoboken, NJ: John Wiley & Sons, Inc), 141–157.

[B24] DaiX.ZhaoP. X. (2011). psRNATarget: a plant small RNA target analysis server. *Nucleic Acids Res.* 39 W155–W159. 10.1093/nar/gkr319 21622958PMC3125753

[B25] DeversE. A.BranscheidA.MayP.KrajinskiF. (2011). Stars and symbiosis: microRNA-and microRNA^∗^-mediated transcript cleavage involved in arbuscular mycorrhizal symbiosis. *Plant Physiol.* 156 1990–2010. 10.1104/pp.111.172627 21571671PMC3149951

[B26] DuponnoisR.GarbayeJ. (1991). Mycorrhization helper bacteria associated with the Douglas fir-*Laccaria laccata* symbiosis: effects in aseptic and in glasshouse conditions. *Ann. Sci. For.* 48 239–251. 10.1051/forest:19910301

[B27] el Zahar HaicharF.SantaellaC.HeulinT.AchouakW. (2014). Root exudates mediated interactions belowground. *Soil Biol. Biochem.* 77 69–80. 10.1016/j.soilbio.2014.06.017

[B28] EtemadiM.GutjahrC.CouzigouJ.-M.ZouineM.LauresserguesD.TimmersA. (2014). Auxin perception is required for arbuscule development in arbuscular mycorrhizal symbiosis. *Plant Physiol.* 166 281–292. 10.1104/pp.114.246595 25096975PMC4149713

[B29] FahlgrenN.HowellM. D.KasschauK. D.ChapmanE. J.SullivanC. M.CumbieJ. S. (2007). High-throughput sequencing of *Arabidopsis* microRNAs: evidence for frequent birth and death of MIRNA genes. *PLoS One* 2:e219. 10.1371/journal.pone.0000219 17299599PMC1790633

[B30] GalindoM. I.PueyoJ. I.FouixS.BishopS. A.CousoJ. P. (2007). Peptides encoded by short ORFs control development and define a new eukaryotic gene family. *PLoS Biol.* 5:e106. 10.1371/journal.pbio.0050106 17439302PMC1852585

[B31] GoldbergT.HechtM.HampT.KarlT.YachdavG.AhmedN. (2014). LocTree3 prediction of localization. *Nucleic Acids Res.* 42 W350–W355. 10.1093/nar/gku396 24848019PMC4086075

[B32] GroßhansH.FilipowiczW. (2008). Molecular biology: the expanding world of small RNAs. *Nature* 451 414–416. 10.1038/451414a 18216846

[B33] GuptaO. P.SharmaP.GuptaR. K.SharmaI. (2014). Current status on role of miRNAs during plant–fungus interaction. *Physiol. Mol. Plant Pathol.* 85 1–7. 10.1016/j.pmpp.2013.10.002

[B34] HanadaK.Higuchi-TakeuchiM.OkamotoM.YoshizumiT.ShimizuM.NakaminamiK. (2013). Small open reading frames associated with morphogenesis are hidden in plant genomes. *Proc. Natl. Acad. Sci. U.S.A.* 110 2395–2400. 10.1073/pnas.1213958110 23341627PMC3568369

[B35] HanadaK.ZhangX.BorevitzJ. O.LiW.-H.ShiuS.-H. (2007). A large number of novel coding small open reading frames in the intergenic regions of the *Arabidopsis thaliana* genome are transcribed and/or under purifying selection. *Genome Res.* 17 632–640. 10.1101/gr.5836207 17395691PMC1855179

[B36] HofferekV.MendrinnaA.GaudeN.KrajinskiF.DeversE. A. (2014). MiR171h restricts root symbioses and shows like its target NSP2 a complex transcriptional regulation in *Medicago truncatula*. *BMC Plant Biol.* 14:199. 10.1186/s12870-014-0199-1 25928247PMC4115173

[B37] HuangJ.YangM.ZhangX. (2016). The function of small RNAs in plant biotic stress response. *J. Integr. Plant Biol.* 58 312–327. 10.1111/jipb.12463 26748943

[B38] JorgeV.DowkiwA.Faivre-RampantP.BastienC. (2005). Genetic architecture of qualitative and quantitative *Melampsora larici-populina* leaf rust resistance in hybrid poplar: genetic mapping and QTL detection. *New Phytol.* 167 113–127. 10.1111/j.1469-8137.2005.01424.x 15948835

[B39] KastenmayerJ. P.NiL.ChuA.KitchenL. E.AuW.-C.YangH. (2006). Functional genomics of genes with small open reading frames (sORFs) in *S. cerevisiae*. *Genome Res.* 16 365–373. 10.1101/gr.4355406 16510898PMC1415214

[B40] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14:R36. 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[B41] KloppholzS.KuhnH.RequenaN. (2011). A secreted fungal effector of *Glomus intraradices* promotes symbiotic biotrophy. *Curr. Biol.* 21 1204–1209. 10.1016/j.cub.2011.06.044 21757354

[B42] KoskeR.GemmaJ. (1989). A modified procedure for staining roots to detect VA mycorrhizas. *Mycol. Res.* 92 486–488. 10.1016/S0953-7562(89)80195-9

[B43] KumariP.SampathK. (2015). cncRNAs: Bi-functional RNAs with protein coding and non-coding functions. *Semin. Cell Dev. Biol.* 47–48, 40–51. 10.1016/j.semcdb.2015.10.024 26498036PMC4683094

[B44] LabbéJ.JorgeV.KohlerA.VionP.MarçaisB.BastienC. (2011). Identification of quantitative trait loci affecting ectomycorrhizal symbiosis in an interspecific F1 poplar cross and differential expression of genes in ectomycorrhizas of the two parents: *Populus deltoides* and *Populus trichocarpa*. *Tree Genet. Genomes* 7 617–627. 10.1007/s11295-010-0361-3

[B45] LadoukakisE.PereiraV.MagnyE. G.Eyre-WalkerA.CousoJ. P. (2011). Hundreds of putatively functional small open reading frames in *Drosophila*. *Genome Biol.* 12:R118. 10.1186/gb-2011-12-11-r118 22118156PMC3334604

[B46] LanetE.DelannoyE.SormaniR.FlorisM.BrodersenP.CrétéP. (2009). Biochemical evidence for translational repression by *Arabidopsis* microRNAs. *Plant Cell* 21 1762–1768. 10.1105/tpc.108.063412 19531599PMC2714937

[B47] LauresserguesD.DelauxP. M.FormeyD.Lelandais-BrièreC.FortS.CottazS. (2012). The microRNA miR171h modulates arbuscular mycorrhizal colonization of *Medicago truncatula* by targeting NSP2. *Plant J.* 72 512–522. 10.1111/j.1365-313X.2012.05099.x 22775306

[B48] LefebvreF. A.LécuyerE. (2017). Small luggage for a long journey: transfer of vesicle-enclosed small RNA in interspecies communication. *Front. Microbiol.* 8:377. 10.3389/fmicb.2017.00377 28360889PMC5352665

[B49] LiH.-M.HuC.-S.BaiL. (2014). Genome-wide identification of coding small open reading frames: the unknown transcriptome. *J. Shanghai Jiaotong Univers.* 19 663–668. 10.1371/journal.pone.0152363 27018591PMC4809551

[B50] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B51] MaJ.DiedrichJ. K.JungreisI.DonaldsonC.VaughanJ.KellisM. (2016). Improved identification and analysis of small open reading frame encoded polypeptides. *Anal. Chem.* 88 3967–3975. 10.1021/acs.analchem.6b00191 27010111PMC4939623

[B52] MalloryA. C.VaucheretH. (2006). Functions of microRNAs and related small RNAs in plants. *Nat. Genet.* 38 S31–S36.1673602210.1038/ng1791

[B53] MartinF.AertsA.AhrénD.BrunA.DanchinE.DuchaussoyF. (2008). The genome of *Laccaria bicolor* provides insights into mycorrhizal symbiosis. *Nature* 452 88–92. 10.1038/nature06556 18322534

[B54] MartinF. M.UrozS.BarkerD. G. (2017). Ancestral alliances: plant mutualistic symbioses with fungi and bacteria. *Science* 356:eaad4501. 10.1126/science.aad4501 28546156

[B55] MohantaT. K.BaeH. (2015). Functional genomics and signaling events in mycorrhizal symbiosis. *J. Plant Interact.* 10 21–40. 10.1080/17429145.2015.1005180

[B56] MolnarA.MelnykC.BaulcombeD. C. (2011). Silencing signals in plants: a long journey for small RNAs. *Genome Biol.* 12:215. 10.1186/gb-2010-11-12-219 21235831PMC3091295

[B57] OyamaM.ItagakiC.HataH.SuzukiY.IzumiT.NatsumeT. (2004). Analysis of small human proteins reveals the translation of upstream open reading frames of mRNAs. *Genome Res.* 14 2048–2052. 10.1101/gr.2384604 15489325PMC528919

[B58] PlettJ. M.DaguerreY.WittulskyS.VayssièresA.DeveauA.MeltonS. J. (2014). Effector MiSSP7 of the mutualistic fungus *Laccaria bicolor* stabilizes the *Populus* JAZ6 protein and represses jasmonic acid (JA) responsive genes. *Proc. Natl. Acad. Sci. U.S.A.* 111 8299–8304. 10.1073/pnas.1322671111 24847068PMC4050555

[B59] PlettJ. M.KemppainenM.KaleS. D.KohlerA.LeguéV.BrunA. (2011). A secreted effector protein of *Laccaria bicolor* is required for symbiosis development. *Curr. Biol.* 21 1197–1203. 10.1016/j.cub.2011.05.033 21757352

[B60] PlettJ. M.MartinF. (2011). Blurred boundaries: lifestyle lessons from ectomycorrhizal fungal genomes. *Trends Genet.* 27 14–22. 10.1016/j.tig.2010.10.005 21112661

[B61] PlettJ. M.YinH.MewalalR.HuR.LiT.RanjanP. (2017). *Populus trichocarpa* encodes small, effector-like secreted proteins that are highly induced during mutualistic symbiosis. *Sci. Rep.* 7:382. 10.1038/s41598-017-00400-8 28336910PMC5428498

[B62] PowellC. L. (2018). “Field inoculation with VA mycorrhizal fungi,” in *VA Mycorrhiza*, eds PowellC. L.BagyarajD. J. (Boca Raton, FL: CRC Press), 205–222.

[B63] Ruiz-FerrerV.VoinnetO. (2009). Roles of plant small RNAs in biotic stress responses. *Annu. Rev. Plant Biol.* 60 485–510. 10.1146/annurev.arplant.043008.092111 19519217

[B64] Ruiz-OreraJ.MesseguerX.SubiranaJ. A.AlbaM. M. (2014). Long non-coding RNAs as a source of new peptides. *eLife* 3:e03523. 10.7554/eLife.03523 25233276PMC4359382

[B65] ScharfB. E.HynesM. F.AlexandreG. M. (2016). Chemotaxis signaling systems in model beneficial plant–bacteria associations. *Plant Mol. Biol.* 90 549–559. 10.3389/fmicb.2016.0198226797793

[B66] ShahidS.KimG.JohnsonN. R.WafulaE.WangF.CoruhC. (2018). MicroRNAs from the parasitic plant *Cuscuta campestris* target host messenger RNAs. *Nature* 553 82–85. 10.1038/nature25027 29300014

[B67] ShellS. S.WangJ.LapierreP.MirM.ChaseM. R.PyleM. M. (2015). Leaderless transcripts and small proteins are common features of the mycobacterial translational landscape. *PLoS Genet.* 11:e1005641. 10.1371/journal.pgen.1005641 26536359PMC4633059

[B68] SjödinA.StreetN. R.SandbergG.GustafssonP.JanssonS. (2009). The *Populus* Genome Integrative Explorer (PopGenIE): a new resource for exploring the *Populus* genome. *New Phytol.* 182 1013–1025. 10.1111/j.1469-8137.2009.02807.x 19383103

[B69] SmithS. E.ReadD. J. (2008). *Mycorrhizal Symbiosis.* Cambridge, MA: Academic press.

[B70] SonesonC.DelorenziM. (2013). A comparison of methods for differential expression analysis of RNA-seq data. *BMC Bioinformatics* 14:91. 10.1186/1471-2105-14-91 23497356PMC3608160

[B71] SukumarP.LegueV.VayssieresA.MartinF.TuskanG. A.KalluriU. C. (2013). Involvement of auxin pathways in modulating root architecture during beneficial plant–microorganism interactions. *Plant Cell Environ.* 36 909–919. 10.1111/pce.12036 23145472

[B72] SupekF.BošnjakM.ŠkuncaN.ŠmucT. (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One* 6:e21800. 10.1371/journal.pone.0021800 21789182PMC3138752

[B73] TaguD.RampantP. F.LapeyrieF.Frey-KlettP.VionP.VillarM. (2001). Variation in the ability to form ectomycorrhizas in the F1 progeny of an interspecific poplar (*Populus* spp.) cross. *Mycorrhiza* 10 237–240. 10.1007/PL00009997

[B74] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.* 7 562–578. 10.1038/nprot.2012.016 22383036PMC3334321

[B75] UlvelingD.FrancastelC.HubéF. (2011). When one is better than two: RNA with dual functions. *Biochimie* 93 633–644. 10.1016/j.biochi.2010.11.004 21111023

[B76] VaucheretH. (2006). Post-transcriptional small RNA pathways in plants: mechanisms and regulations. *Genes Dev.* 20 759–771. 10.1101/gad.1410506 16600909

[B77] WangM.ThomasN.JinH. (2017). Cross-kingdom RNA trafficking and environmental RNAi for powerful innovative pre-and post-harvest plant protection. *Curr. Opin. Plant Biol.* 38 133–141. 10.1016/j.pbi.2017.05.003 28570950PMC5720367

[B78] WheelerD. L.ChurchD. M.FederhenS.LashA. E.MaddenT. L.PontiusJ. U. (2003). Database resources of the national center for biotechnology. *Nucleic Acids Res.* 31 28–33. 10.1093/nar/gkg03312519941PMC165480

[B79] WuP.WuY.LiuC.-C.LiuL.-W.MaF.-F.WuX.-Y. (2016). Identification of arbuscular mycorrhiza (AM)-responsive microRNAs in tomato. *Front. Plant Sci.* 7:429. 10.3389/fpls.2016.00429 27066061PMC4814767

[B80] YangX.LiL. (2011). miRDeep-P: a computational tool for analyzing the microRNA transcriptome in plants. *Bioinformatics* 27 2614–2615. 10.1093/bioinformatics/btr430 21775303

[B81] YangX.TschaplinskiT. J.HurstG. B.JawdyS.AbrahamP. E.LankfordP. K. (2011). Discovery and annotation of small proteins using genomics, proteomics, and computational approaches. *Genome Res.* 21 634–641. 10.1101/gr.109280.110 21367939PMC3065711

[B82] YiX.ZhangZ.LingY.XuW.SuZ. (2015). PNRD: a plant non-coding RNA database. *Nucleic Acids Res.* 43 D982–D989. 10.1093/nar/gku1162 25398903PMC4383960

[B83] YinH.FanZ.LiX.WangJ.LiuW.WuB. (2016). Phylogenetic tree-informed microRNAome analysis uncovers conserved and lineage-specific miRNAs in *Camellia* during floral organ development. *J. Exp. Bot.* 67 2641–2653. 10.1093/jxb/erw095 26951373

[B84] ZhangY.-C.ChenY.-Q. (2013). Long noncoding RNAs: new regulators in plant development. *Biochem. Biophys. Res. Commun.* 436 111–114. 10.1016/j.bbrc.2013.05.086 23726911

# Supplementary material for: Identification of Populus Small RNAs Responsive to Mutualistic Interactions With Mycorrhizal Fungi, Laccaria bicolor and Rhizophagus irregularis
**Source:** Front Microbiol. 2019 Mar 18;10:515. doi: 10.3389/fmicb.2019.00515
**Supplement:** Supplementary file 1

Sequences of differentially expressed *Populus deltoides* transcripts in fungal treatments relative to control.

>Podel.CUFF.1650.1

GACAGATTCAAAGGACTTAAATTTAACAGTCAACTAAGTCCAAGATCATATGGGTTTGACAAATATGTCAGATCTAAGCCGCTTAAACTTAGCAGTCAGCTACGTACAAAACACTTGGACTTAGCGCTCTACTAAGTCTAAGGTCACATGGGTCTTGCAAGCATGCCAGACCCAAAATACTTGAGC

>Podel.CUFF.1732.1

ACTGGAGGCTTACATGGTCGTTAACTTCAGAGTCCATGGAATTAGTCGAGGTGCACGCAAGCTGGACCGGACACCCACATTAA

>Podel.CUFF.1989.1

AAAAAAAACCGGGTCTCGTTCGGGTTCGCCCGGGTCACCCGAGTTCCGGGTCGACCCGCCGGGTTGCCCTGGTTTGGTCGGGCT

>Podel.CUFF.2393.1

TATGGTTCGCTGTGGCTGCTG

>Podel.CUFF.2863.1

AAATACAACTTTCAACAACGACATCT

>Podel.CUFF.2992.1

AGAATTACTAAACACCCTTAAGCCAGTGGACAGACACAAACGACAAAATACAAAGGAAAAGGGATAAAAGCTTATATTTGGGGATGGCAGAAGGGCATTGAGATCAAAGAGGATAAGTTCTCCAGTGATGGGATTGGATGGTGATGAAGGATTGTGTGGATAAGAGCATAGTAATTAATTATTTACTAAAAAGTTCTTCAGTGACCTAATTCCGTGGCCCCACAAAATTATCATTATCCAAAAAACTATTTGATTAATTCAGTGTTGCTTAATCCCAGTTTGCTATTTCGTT

>Podel.CUFF.3137.1

TTATGACTGTTTGAGGGTCGTG

>Podel.CUFF.610.1

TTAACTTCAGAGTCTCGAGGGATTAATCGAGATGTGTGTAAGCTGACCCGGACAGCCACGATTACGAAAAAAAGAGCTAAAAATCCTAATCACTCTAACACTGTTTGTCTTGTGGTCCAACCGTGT

>Podel.CUFF.621.1

TGAAAATCCAGGTGAAGAAAG

>Podel.CUFF.889.1

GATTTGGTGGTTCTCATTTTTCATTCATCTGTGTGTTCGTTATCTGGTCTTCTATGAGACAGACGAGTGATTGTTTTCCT

>Podel.CUFF.90.1

AGCAAGCTCTATCCCAACTCATCTCAATGA

>Podel.CUFF.92.1

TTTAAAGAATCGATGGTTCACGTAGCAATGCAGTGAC

>Podel.CUFF.1036.1

>Podel.CUFF.1038.1

AATTCTCTTTCCCAAGTTCTTTT

>Podel.CUFF.133.1

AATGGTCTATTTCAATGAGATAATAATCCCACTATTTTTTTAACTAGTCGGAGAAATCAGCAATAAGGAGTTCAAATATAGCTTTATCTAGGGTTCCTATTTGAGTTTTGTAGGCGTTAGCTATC

>Podel.CUFF.134.1

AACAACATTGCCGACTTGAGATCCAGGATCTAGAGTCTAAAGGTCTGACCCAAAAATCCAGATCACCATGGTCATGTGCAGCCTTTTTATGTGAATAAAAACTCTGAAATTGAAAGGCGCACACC

>Podel.CUFF.1370.1

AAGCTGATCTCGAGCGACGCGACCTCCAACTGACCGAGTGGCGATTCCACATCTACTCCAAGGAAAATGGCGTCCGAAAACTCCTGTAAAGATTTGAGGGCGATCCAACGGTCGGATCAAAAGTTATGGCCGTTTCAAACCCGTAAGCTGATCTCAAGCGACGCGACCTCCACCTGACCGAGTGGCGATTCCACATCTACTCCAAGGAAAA

>Podel.CUFF.139.1

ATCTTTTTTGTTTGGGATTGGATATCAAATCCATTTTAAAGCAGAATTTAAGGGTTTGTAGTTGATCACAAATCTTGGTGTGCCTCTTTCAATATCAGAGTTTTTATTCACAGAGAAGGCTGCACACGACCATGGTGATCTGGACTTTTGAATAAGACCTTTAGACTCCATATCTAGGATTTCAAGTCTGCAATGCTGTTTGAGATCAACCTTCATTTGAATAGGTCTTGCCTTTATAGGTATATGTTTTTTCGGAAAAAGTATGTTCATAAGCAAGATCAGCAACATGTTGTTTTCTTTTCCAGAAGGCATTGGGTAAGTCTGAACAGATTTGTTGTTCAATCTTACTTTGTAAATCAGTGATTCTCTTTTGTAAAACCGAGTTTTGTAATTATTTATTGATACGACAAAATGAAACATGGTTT

>Podel.CUFF.142.1

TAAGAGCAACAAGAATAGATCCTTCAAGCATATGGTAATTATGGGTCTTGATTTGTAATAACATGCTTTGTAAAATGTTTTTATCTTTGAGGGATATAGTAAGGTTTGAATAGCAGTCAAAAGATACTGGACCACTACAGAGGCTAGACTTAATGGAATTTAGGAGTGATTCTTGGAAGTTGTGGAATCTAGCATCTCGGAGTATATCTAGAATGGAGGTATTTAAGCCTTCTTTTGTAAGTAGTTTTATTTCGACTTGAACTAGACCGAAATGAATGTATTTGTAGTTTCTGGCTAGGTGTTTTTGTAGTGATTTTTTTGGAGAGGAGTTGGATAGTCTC

>Podel.CUFF.145.1

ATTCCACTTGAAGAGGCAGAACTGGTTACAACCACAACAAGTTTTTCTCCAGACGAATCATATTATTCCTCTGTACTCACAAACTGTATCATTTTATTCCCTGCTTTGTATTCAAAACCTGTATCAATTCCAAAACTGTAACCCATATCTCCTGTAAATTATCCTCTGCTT

>Podel.CUFF.1475.1

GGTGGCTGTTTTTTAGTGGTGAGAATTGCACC

>Podel.CUFF.149.1

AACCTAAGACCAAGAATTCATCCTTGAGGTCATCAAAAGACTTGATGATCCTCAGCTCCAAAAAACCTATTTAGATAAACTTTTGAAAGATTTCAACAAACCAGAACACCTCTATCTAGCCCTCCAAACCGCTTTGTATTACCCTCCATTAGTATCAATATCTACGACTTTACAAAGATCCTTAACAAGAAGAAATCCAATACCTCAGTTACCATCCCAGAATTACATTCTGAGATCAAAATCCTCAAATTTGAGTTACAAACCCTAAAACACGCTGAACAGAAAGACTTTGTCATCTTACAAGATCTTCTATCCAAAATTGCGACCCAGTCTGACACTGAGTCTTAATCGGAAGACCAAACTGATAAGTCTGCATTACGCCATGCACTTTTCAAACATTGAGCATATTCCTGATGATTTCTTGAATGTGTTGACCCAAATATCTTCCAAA

>Podel.CUFF.1615.1

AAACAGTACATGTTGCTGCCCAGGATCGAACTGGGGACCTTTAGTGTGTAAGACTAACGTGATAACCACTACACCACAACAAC

>Podel.CUFF.1658.1

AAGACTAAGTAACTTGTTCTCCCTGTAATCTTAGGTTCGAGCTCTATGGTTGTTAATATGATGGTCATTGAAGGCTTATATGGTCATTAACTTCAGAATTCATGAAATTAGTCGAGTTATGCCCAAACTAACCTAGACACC

>Podel.CUFF.1676.1

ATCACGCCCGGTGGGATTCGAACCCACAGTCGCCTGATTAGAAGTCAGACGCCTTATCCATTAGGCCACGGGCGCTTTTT

>Podel.CUFF.1692.1

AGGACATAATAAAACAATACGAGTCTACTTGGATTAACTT

>Podel.CUFF.1714.1

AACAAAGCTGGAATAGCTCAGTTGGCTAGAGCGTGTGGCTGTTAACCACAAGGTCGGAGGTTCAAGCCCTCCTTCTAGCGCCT

>Podel.CUFF.1757.1

GGTGAAATTCTAGGATTGACC

>Podel.CUFF.1796.1

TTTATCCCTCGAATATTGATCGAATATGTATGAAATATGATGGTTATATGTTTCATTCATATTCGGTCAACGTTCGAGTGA

>Podel.CUFF.1802.1

>Podel.CUFF.1930.1

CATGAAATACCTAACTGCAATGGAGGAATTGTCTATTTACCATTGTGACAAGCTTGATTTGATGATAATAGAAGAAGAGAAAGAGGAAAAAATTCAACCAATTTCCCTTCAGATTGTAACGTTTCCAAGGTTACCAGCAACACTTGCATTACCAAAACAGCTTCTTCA

>Podel.CUFF.196.1

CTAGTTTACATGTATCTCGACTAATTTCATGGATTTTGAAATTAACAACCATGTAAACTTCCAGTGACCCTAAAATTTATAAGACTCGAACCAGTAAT

>Podel.CUFF.1983.1

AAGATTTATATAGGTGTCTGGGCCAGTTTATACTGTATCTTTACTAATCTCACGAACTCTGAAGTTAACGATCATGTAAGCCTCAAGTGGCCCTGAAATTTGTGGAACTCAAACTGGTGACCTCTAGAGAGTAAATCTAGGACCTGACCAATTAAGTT

>Podel.CUFF.2062.1

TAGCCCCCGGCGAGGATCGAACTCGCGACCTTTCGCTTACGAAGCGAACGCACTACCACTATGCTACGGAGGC

>Podel.CUFF.2100.1

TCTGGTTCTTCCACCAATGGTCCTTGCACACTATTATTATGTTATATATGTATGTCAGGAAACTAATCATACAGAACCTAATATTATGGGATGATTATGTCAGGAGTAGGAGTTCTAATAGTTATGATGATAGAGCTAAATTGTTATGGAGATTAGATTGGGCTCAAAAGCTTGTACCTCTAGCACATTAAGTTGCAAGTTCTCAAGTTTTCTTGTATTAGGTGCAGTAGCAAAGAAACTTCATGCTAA

>Podel.CUFF.2102.1

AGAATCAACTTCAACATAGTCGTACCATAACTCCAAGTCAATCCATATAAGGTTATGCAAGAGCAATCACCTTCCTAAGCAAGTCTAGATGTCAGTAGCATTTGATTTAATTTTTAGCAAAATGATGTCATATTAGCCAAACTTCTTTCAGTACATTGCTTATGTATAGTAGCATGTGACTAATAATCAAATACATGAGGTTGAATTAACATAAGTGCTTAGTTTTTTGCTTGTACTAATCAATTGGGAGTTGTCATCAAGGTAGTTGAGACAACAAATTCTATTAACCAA

>Podel.CUFF.2104.1

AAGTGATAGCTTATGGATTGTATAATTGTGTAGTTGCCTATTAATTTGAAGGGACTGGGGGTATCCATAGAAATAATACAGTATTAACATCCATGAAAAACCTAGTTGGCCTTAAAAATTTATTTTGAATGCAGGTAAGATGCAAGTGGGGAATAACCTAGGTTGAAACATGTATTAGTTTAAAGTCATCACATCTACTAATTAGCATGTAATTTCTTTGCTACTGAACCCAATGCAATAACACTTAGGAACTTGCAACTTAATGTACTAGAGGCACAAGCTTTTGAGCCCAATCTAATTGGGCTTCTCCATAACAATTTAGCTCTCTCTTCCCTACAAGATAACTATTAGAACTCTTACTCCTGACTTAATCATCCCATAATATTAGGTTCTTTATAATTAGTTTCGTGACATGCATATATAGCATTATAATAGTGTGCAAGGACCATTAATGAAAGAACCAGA

>Podel.CUFF.2130.1

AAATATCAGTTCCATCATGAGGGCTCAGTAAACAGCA

>Podel.CUFF.2172.1

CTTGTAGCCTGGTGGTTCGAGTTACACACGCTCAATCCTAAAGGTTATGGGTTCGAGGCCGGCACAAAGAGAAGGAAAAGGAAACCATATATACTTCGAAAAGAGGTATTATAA

>Podel.CUFF.2184.1

ATGCCGACTTCCCTTTTCTACT

>Podel.CUFF.2231.1

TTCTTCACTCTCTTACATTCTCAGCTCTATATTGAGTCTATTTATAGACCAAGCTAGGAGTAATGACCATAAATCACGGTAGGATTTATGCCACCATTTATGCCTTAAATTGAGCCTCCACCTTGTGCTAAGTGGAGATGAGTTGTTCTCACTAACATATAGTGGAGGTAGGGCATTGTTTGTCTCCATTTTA

>Podel.CUFF.2373.1

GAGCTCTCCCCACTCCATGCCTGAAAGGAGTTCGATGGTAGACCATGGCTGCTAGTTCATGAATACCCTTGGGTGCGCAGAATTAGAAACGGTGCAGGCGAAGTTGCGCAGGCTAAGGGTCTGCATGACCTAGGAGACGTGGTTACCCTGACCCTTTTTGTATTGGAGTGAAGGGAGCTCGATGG

>Podel.CUFF.2447.1

TTTAGAAACCAACAAAATTGAACCAA

>Podel.CUFF.2657.1

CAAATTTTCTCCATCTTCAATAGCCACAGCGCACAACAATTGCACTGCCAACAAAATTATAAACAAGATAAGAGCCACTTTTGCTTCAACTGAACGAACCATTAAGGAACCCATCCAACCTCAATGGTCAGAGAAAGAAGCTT

>Podel.CUFF.2663.1

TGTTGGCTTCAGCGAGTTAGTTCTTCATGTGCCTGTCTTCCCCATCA

>Podel.CUFF.2671.1

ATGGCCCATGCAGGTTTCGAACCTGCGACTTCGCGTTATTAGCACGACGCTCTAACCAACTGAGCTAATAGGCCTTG

>Podel.CUFF.2685.1

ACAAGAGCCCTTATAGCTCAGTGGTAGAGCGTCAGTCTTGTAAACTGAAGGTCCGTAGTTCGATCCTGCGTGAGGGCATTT

>Podel.CUFF.2718.1

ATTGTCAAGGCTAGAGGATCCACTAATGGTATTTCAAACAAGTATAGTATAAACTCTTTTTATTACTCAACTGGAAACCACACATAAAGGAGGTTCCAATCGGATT

>Podel.CUFF.279.1

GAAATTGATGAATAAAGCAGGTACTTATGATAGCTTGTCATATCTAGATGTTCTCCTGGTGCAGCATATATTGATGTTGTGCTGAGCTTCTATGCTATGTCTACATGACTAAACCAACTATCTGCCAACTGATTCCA

>Podel.CUFF.2820.1

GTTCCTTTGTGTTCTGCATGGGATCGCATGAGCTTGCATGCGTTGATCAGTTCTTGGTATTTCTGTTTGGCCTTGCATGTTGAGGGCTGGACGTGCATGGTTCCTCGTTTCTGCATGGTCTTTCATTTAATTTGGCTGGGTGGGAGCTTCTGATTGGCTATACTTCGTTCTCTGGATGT

>Podel.CUFF.2882.1

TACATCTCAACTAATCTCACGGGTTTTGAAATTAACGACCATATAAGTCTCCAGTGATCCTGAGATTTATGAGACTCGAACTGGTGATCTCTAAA

>Podel.CUFF.2933.1

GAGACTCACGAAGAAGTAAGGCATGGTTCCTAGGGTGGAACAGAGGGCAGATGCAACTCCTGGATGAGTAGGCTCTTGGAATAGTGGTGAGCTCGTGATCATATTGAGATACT

>Podel.CUFF.3016.1

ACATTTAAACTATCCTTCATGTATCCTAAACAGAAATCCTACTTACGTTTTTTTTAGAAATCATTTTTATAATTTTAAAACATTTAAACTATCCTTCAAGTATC

>Podel.CUFF.3036.1

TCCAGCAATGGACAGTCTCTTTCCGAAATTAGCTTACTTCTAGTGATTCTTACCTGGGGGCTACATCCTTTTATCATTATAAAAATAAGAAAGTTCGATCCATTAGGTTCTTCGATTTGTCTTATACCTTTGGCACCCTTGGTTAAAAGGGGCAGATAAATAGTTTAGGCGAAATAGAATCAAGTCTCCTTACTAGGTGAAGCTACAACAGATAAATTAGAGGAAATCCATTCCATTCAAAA

>Podel.CUFF.3067.1

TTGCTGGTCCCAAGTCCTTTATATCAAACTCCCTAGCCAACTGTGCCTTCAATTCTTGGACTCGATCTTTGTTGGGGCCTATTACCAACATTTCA

>Podel.CUFF.3113.1

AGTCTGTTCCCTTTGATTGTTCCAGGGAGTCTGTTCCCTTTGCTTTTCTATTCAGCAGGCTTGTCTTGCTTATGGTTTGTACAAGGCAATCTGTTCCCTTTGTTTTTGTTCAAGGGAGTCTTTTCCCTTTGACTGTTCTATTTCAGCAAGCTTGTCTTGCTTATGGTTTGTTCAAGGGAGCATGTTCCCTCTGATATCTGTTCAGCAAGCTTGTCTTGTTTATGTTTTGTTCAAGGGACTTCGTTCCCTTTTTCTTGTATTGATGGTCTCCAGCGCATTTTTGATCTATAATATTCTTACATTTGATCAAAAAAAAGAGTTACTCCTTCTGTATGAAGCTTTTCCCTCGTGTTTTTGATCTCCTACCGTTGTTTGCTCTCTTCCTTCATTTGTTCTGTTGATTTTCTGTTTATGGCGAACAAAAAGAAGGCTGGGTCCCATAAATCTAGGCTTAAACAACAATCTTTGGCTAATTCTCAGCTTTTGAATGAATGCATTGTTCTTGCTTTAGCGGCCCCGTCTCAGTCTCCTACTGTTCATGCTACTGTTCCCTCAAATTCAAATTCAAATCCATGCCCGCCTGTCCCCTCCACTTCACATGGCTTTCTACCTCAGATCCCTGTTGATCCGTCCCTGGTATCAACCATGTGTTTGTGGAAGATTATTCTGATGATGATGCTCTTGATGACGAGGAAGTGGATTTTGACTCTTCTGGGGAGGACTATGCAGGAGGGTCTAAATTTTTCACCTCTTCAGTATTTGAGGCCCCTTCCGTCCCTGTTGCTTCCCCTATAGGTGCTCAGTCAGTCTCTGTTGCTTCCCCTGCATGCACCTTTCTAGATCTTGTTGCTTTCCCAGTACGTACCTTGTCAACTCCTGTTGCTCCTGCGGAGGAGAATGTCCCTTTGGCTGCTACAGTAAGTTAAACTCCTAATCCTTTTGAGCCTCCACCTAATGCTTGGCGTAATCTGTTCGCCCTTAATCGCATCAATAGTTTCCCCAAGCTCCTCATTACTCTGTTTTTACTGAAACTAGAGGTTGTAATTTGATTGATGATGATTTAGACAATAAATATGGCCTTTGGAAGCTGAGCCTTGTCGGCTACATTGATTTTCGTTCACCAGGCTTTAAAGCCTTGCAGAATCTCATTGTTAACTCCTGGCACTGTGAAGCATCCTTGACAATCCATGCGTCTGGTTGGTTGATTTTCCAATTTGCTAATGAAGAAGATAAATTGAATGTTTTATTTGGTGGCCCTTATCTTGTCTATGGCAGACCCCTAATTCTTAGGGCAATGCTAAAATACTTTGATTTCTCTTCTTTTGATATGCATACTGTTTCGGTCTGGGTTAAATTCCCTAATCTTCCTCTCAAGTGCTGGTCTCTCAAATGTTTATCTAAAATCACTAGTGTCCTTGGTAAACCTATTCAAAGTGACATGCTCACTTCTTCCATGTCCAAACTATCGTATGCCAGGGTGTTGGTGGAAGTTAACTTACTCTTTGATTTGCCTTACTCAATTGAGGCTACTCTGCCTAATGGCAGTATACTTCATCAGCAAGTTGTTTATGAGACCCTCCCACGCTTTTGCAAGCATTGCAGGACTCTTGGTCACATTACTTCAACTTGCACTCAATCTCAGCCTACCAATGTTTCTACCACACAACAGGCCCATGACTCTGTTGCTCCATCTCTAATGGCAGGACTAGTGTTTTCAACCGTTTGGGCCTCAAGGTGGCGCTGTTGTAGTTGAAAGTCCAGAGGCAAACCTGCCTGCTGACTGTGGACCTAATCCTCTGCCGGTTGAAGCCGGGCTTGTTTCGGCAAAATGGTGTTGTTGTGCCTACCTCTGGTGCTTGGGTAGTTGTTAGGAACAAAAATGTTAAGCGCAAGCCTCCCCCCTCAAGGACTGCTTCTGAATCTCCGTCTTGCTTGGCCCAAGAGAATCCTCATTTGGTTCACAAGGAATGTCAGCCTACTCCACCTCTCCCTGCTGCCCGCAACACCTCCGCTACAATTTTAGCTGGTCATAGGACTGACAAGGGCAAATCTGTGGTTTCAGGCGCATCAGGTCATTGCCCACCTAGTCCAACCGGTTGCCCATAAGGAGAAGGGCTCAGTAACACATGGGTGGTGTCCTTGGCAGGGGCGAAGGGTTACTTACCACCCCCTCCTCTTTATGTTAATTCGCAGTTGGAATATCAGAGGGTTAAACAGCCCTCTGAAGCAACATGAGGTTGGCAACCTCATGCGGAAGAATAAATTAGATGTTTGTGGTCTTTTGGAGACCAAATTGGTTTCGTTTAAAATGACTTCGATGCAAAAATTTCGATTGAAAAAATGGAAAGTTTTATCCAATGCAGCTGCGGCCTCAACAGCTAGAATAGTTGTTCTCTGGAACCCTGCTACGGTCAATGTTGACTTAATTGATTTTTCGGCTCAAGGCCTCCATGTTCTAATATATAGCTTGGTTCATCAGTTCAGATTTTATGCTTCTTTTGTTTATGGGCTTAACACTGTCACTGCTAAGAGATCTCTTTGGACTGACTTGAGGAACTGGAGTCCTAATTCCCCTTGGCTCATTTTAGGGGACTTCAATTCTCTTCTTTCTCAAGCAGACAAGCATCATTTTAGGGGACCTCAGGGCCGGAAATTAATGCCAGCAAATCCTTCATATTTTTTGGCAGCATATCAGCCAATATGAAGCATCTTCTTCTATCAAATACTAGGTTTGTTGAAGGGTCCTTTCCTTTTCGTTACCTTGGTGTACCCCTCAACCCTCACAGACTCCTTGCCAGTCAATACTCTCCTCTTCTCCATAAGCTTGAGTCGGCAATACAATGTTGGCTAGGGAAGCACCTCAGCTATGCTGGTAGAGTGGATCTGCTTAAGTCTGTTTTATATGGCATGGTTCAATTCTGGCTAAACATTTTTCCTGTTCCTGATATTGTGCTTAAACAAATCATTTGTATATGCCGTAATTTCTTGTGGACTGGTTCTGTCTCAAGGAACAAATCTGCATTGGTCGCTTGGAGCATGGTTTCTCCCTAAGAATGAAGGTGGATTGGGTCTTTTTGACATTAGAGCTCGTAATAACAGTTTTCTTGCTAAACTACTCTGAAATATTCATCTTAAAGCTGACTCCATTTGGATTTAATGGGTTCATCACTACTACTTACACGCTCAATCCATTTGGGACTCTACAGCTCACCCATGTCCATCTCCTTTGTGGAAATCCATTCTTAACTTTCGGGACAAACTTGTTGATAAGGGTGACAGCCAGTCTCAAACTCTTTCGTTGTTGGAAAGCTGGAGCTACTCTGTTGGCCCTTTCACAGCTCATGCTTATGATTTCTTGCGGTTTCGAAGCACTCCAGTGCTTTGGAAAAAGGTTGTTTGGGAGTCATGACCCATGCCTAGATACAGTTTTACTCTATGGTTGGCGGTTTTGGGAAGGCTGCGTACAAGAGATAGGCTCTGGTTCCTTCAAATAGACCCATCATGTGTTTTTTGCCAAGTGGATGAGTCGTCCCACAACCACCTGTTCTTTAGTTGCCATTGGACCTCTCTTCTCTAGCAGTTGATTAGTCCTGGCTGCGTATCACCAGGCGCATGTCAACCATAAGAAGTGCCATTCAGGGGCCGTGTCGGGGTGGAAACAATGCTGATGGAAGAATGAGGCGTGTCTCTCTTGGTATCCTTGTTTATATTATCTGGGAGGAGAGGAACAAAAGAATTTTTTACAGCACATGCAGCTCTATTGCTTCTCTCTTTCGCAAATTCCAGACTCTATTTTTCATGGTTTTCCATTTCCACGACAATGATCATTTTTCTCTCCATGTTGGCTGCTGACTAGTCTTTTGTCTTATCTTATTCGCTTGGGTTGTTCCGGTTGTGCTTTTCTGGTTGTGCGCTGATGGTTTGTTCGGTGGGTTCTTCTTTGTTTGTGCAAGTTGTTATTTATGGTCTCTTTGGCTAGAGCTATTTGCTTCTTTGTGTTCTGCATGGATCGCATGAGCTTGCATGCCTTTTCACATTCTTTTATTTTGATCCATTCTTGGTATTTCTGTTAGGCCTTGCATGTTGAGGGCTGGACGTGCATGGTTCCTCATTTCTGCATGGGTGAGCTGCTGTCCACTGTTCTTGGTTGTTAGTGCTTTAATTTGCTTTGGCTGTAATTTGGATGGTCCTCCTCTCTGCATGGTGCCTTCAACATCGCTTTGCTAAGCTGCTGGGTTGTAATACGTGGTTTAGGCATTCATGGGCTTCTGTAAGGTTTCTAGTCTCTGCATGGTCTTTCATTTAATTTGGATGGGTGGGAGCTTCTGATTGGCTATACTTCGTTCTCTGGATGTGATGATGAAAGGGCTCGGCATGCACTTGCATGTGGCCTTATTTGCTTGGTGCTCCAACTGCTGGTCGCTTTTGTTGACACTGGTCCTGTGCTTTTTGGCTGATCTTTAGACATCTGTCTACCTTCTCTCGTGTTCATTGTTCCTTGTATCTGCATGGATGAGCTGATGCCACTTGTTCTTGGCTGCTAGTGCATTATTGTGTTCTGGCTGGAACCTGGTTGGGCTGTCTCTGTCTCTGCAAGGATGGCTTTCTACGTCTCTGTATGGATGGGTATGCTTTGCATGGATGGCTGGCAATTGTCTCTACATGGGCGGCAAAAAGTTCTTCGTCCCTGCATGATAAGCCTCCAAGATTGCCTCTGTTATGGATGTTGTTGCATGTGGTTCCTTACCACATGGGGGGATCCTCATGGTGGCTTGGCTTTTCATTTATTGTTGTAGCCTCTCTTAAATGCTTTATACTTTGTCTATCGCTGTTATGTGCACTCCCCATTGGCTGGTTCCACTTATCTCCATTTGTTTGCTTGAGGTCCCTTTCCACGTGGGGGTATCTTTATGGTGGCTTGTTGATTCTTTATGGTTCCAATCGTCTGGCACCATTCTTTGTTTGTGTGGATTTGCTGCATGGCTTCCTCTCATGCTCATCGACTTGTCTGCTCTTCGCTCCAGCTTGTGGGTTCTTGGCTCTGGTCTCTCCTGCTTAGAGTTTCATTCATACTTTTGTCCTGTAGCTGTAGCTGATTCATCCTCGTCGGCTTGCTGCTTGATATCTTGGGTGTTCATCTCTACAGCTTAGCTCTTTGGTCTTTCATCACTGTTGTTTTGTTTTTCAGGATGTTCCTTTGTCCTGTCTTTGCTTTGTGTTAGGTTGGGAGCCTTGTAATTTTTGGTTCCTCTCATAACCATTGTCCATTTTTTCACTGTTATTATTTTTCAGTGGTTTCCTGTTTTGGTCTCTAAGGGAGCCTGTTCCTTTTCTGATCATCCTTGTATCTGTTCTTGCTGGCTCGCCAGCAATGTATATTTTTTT

>Podel.CUFF.358.1

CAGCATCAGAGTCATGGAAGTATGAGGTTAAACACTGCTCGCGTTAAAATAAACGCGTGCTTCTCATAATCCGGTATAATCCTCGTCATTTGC

>Podel.CUFF.387.1

TTGGTTCCAAATATTGTAATG

>Podel.CUFF.391.1

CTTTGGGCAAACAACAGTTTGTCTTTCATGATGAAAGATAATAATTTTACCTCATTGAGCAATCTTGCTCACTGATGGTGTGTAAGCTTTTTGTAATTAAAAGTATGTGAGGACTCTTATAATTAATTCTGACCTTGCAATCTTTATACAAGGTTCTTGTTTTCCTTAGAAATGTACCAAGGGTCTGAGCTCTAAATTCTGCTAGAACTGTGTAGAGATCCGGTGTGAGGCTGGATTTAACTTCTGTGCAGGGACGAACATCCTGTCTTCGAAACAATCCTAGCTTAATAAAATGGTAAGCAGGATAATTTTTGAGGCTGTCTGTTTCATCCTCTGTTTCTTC

>Podel.CUFF.478.1

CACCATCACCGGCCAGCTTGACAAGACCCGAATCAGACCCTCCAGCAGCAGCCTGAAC

>Podel.CUFF.490.1

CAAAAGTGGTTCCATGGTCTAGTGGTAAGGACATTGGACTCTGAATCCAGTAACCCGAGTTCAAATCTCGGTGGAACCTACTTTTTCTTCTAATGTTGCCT

>Podel.CUFF.646.1

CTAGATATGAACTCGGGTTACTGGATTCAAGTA

>Podel.CUFF.709.1

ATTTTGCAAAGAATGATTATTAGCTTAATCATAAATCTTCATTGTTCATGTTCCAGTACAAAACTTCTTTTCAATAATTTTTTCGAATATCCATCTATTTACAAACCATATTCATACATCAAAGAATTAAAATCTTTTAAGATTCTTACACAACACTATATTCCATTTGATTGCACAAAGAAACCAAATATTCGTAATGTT

>Podel.CUFF.830.1

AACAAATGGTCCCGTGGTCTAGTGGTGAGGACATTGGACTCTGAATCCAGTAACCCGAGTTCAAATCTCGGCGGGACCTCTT

>Podel.CUFF.897.1

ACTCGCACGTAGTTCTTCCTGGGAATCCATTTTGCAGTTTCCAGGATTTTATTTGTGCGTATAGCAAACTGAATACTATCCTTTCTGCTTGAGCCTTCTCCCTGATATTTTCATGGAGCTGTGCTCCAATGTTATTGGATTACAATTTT

>Podel.01G180400.1.v2.1

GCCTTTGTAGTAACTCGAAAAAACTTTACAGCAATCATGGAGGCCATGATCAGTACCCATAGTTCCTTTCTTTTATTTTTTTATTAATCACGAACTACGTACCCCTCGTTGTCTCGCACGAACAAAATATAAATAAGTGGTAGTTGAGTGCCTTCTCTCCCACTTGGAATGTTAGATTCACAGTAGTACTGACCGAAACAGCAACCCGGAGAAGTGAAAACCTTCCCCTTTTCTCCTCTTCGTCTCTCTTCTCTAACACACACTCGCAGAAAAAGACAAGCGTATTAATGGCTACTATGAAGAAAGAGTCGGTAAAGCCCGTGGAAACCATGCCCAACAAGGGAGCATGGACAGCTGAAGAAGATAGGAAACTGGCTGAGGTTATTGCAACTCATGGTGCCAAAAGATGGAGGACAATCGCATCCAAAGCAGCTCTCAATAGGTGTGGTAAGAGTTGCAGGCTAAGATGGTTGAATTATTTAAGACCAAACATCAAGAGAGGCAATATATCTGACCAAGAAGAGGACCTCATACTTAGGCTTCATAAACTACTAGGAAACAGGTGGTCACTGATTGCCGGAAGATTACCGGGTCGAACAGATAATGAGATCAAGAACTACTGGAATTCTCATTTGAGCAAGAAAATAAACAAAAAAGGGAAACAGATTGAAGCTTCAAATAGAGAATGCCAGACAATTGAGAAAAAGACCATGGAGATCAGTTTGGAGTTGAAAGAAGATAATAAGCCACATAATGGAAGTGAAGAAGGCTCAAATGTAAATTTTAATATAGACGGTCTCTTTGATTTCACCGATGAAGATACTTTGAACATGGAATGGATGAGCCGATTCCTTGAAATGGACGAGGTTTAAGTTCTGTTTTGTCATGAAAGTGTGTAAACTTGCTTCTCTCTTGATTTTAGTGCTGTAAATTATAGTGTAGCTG

>Podel.01G445900.1.v2.1

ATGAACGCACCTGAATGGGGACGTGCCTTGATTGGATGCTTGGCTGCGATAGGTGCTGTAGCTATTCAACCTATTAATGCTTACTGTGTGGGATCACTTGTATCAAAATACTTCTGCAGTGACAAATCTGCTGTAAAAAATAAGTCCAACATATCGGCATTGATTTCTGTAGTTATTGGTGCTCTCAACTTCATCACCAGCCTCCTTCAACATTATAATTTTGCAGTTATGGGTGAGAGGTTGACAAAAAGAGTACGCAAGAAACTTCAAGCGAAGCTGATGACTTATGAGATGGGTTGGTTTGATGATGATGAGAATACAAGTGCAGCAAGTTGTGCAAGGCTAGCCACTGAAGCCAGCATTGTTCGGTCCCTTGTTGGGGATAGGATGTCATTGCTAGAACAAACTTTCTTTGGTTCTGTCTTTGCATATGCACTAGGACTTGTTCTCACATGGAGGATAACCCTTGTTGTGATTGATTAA

>Podel.05G157600.1.v2.1

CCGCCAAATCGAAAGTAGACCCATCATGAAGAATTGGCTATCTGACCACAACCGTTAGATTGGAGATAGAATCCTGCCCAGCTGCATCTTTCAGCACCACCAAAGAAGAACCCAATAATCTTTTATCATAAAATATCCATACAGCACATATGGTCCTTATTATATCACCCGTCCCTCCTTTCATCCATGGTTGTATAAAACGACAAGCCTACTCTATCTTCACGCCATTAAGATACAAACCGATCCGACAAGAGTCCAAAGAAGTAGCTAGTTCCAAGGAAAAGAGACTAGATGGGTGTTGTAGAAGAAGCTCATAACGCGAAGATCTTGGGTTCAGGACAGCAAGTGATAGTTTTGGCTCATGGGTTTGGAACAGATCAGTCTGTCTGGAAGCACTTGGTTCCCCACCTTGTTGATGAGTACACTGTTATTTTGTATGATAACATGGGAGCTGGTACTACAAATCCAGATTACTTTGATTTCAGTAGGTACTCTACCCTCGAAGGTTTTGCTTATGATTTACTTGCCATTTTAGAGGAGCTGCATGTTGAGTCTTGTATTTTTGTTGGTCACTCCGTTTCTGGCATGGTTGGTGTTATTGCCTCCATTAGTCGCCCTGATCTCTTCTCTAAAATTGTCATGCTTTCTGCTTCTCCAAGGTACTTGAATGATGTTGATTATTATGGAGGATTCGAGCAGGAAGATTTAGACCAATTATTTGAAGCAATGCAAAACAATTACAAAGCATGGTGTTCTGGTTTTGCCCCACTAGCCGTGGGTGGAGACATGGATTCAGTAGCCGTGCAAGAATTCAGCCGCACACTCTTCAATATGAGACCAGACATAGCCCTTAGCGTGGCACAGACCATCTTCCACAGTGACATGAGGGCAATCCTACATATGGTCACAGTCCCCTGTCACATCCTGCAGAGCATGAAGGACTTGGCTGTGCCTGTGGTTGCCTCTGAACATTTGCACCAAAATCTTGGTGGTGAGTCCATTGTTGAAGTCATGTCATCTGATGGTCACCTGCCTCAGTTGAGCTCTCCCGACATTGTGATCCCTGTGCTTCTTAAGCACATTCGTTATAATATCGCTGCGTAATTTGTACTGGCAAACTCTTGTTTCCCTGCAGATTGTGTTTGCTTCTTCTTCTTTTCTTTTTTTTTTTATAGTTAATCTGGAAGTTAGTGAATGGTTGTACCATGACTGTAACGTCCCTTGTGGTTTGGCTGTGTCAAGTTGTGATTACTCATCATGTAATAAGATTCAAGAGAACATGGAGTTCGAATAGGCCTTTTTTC

>Podel.07G087100.1.v2.1

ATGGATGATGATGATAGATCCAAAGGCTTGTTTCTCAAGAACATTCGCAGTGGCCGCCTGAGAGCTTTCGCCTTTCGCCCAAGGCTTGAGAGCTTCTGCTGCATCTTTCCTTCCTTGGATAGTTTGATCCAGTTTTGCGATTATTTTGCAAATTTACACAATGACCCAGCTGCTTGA

>Podel.08G078000.1.v2.1

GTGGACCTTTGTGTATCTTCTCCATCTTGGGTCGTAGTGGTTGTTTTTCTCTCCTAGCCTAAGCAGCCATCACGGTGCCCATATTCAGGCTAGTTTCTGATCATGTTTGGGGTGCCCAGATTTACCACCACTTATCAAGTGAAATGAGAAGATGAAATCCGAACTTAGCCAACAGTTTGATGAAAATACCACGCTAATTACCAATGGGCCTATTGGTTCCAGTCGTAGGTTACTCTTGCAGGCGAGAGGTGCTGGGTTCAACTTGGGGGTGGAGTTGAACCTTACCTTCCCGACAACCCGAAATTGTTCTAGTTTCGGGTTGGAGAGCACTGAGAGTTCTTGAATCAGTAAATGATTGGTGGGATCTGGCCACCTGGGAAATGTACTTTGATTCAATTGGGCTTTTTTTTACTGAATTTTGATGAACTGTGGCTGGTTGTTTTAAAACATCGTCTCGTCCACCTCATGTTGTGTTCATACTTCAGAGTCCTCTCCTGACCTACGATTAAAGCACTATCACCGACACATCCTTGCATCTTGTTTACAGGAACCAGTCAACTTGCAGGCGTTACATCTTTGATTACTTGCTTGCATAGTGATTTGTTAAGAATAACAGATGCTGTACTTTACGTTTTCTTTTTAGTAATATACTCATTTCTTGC

>Podel.10G150900.1.v2.1

>Podel.11G047000.2.v2.1

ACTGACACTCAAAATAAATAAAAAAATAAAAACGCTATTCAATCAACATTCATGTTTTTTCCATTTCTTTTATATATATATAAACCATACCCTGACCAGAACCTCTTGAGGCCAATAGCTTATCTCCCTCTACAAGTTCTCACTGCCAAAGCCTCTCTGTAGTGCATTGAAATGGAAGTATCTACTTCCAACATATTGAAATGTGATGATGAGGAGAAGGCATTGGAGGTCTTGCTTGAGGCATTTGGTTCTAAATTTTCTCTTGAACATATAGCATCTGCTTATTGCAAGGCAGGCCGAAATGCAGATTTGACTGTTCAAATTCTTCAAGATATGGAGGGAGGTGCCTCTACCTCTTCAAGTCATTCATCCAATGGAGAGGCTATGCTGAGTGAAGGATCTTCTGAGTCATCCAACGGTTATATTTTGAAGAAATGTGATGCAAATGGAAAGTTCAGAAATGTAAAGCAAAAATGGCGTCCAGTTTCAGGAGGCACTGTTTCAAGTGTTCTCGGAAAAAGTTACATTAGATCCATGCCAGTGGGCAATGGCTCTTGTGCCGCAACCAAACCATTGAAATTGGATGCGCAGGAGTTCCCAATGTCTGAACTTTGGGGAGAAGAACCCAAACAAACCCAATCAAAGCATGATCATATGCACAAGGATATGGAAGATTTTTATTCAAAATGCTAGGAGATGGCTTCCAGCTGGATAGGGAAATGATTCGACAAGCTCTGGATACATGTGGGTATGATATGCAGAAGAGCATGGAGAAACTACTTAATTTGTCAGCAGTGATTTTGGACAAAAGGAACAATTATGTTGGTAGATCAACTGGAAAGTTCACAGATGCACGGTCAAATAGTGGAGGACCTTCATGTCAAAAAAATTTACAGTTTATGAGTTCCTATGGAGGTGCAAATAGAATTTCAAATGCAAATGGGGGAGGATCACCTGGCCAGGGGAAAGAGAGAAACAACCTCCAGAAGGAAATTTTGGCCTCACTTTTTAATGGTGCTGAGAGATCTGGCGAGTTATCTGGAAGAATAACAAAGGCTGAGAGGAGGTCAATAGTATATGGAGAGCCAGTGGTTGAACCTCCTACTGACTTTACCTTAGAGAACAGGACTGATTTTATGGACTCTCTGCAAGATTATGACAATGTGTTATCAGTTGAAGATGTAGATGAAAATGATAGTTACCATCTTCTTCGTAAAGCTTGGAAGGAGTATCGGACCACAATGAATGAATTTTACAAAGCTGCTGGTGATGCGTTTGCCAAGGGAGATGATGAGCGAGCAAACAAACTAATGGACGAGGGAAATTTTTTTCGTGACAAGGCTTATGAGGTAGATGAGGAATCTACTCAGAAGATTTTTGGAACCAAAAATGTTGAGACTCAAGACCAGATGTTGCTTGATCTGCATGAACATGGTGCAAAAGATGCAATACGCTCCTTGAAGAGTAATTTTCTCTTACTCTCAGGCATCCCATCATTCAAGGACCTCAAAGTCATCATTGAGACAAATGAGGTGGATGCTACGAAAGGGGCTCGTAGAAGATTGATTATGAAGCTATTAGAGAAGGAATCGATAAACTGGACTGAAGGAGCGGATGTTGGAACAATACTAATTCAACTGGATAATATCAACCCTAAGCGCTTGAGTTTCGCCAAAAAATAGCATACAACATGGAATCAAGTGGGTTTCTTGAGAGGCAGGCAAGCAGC

>Podel.17G101000.1.v2.1

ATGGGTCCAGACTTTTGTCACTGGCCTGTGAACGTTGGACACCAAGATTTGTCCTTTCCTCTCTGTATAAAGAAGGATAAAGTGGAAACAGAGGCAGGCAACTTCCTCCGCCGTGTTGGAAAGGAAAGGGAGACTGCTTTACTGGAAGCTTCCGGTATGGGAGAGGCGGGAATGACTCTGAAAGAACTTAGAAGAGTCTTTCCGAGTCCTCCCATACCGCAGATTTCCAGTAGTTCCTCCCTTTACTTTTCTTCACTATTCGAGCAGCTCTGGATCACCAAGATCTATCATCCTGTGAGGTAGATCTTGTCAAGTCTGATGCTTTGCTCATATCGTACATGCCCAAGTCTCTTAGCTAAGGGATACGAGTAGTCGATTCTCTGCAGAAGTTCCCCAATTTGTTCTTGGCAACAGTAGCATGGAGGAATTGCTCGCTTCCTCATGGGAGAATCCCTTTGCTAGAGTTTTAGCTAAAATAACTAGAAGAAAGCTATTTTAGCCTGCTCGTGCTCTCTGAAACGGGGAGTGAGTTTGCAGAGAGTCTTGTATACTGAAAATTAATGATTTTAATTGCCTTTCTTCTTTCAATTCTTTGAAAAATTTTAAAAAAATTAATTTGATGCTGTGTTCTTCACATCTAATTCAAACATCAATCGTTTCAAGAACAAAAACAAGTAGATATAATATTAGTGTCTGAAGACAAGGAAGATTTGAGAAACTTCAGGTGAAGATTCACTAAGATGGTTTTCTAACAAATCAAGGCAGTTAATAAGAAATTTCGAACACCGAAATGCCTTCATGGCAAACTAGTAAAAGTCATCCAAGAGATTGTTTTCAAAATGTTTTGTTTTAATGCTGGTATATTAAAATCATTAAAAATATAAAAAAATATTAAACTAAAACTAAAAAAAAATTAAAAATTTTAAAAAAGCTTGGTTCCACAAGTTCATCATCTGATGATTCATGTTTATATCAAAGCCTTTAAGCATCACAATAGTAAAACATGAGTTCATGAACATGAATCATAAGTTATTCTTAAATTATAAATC

>Podel.T205100.1.v2.1

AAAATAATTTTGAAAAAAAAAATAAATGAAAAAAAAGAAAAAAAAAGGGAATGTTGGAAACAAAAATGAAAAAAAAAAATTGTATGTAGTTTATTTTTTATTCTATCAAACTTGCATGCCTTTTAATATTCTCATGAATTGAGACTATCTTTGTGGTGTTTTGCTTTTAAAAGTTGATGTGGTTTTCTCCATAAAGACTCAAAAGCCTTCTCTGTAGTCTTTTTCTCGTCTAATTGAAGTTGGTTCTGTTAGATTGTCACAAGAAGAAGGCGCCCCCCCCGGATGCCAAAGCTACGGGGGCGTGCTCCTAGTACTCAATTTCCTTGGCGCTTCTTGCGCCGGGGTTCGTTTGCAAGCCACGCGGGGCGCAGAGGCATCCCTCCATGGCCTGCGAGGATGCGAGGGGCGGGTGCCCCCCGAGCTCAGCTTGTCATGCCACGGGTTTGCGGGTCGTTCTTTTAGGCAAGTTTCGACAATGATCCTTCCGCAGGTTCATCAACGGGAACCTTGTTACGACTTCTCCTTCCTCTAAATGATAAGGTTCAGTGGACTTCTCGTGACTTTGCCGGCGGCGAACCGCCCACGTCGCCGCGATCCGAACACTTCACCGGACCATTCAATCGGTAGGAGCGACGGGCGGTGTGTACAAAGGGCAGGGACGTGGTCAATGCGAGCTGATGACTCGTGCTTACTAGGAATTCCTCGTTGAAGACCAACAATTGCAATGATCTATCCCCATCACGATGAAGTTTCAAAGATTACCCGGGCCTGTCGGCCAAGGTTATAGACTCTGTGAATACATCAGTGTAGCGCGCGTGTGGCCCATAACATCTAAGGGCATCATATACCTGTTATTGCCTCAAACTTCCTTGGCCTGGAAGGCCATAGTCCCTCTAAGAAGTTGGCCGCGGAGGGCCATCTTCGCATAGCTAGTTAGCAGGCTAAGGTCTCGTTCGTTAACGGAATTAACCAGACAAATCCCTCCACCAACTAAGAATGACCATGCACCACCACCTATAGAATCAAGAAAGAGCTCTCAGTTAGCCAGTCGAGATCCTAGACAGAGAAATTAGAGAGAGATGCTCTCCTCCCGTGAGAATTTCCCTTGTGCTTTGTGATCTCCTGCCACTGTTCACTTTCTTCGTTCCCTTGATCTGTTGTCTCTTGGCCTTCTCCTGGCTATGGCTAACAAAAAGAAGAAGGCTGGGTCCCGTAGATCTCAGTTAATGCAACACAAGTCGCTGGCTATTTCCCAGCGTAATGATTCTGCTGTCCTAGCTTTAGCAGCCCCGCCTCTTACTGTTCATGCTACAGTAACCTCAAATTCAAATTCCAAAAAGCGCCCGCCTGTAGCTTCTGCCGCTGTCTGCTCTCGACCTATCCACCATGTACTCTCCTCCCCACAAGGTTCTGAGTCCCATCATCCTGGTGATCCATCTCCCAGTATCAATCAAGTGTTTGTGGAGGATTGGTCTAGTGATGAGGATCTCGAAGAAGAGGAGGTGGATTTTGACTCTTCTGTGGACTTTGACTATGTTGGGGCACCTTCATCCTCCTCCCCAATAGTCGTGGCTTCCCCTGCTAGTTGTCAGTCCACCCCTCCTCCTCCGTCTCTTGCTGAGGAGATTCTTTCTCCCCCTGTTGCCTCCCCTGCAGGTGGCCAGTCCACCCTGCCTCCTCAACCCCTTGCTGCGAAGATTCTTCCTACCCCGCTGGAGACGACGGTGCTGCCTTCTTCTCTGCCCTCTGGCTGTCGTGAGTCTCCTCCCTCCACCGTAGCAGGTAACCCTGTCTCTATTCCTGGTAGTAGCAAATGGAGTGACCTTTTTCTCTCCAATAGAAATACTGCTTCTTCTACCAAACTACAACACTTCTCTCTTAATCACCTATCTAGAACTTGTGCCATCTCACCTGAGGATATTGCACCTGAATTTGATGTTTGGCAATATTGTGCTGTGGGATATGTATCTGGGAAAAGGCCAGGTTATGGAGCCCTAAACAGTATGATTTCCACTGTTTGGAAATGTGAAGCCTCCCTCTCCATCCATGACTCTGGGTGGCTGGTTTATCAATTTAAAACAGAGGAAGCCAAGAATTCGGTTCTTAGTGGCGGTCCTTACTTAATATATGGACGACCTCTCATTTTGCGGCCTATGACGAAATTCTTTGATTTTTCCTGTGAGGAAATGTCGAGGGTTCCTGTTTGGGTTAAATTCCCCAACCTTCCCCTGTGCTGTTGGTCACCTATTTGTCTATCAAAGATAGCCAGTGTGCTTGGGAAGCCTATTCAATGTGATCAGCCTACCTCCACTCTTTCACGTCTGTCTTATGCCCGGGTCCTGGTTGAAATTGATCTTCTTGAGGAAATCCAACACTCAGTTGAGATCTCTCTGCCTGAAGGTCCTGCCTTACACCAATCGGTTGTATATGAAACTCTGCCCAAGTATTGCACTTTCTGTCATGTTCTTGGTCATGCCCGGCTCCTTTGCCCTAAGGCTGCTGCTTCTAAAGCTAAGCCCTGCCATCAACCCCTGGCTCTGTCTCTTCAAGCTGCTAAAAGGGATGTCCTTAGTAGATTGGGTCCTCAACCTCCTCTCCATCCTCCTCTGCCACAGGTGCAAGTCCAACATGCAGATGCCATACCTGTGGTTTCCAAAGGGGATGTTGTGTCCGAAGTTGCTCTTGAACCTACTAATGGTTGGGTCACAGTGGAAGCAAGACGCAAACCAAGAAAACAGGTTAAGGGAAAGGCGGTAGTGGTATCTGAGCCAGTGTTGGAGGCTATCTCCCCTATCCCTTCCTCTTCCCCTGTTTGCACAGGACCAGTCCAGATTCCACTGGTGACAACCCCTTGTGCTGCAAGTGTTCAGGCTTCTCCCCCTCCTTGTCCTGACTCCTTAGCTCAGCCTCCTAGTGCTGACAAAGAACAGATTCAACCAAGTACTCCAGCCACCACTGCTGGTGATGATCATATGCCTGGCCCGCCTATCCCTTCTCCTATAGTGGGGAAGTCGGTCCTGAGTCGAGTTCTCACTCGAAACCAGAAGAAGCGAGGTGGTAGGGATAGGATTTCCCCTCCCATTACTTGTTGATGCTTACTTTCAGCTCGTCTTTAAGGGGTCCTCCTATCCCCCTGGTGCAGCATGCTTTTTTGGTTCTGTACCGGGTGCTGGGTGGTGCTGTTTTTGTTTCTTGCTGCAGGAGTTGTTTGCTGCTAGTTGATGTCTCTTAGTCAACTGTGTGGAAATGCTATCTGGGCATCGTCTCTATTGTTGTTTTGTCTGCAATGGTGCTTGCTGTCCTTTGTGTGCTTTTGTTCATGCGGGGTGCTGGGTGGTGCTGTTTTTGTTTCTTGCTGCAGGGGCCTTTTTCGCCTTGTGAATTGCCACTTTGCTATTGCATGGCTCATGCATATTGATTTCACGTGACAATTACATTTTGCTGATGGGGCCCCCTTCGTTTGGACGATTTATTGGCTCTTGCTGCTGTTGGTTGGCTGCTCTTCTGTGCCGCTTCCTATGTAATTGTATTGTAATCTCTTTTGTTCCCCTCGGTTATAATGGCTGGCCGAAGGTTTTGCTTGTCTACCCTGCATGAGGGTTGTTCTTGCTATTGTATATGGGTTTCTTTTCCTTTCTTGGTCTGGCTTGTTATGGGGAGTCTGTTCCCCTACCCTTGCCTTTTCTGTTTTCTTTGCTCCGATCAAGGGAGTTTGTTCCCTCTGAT

# Supplementary material for: Identification of Populus Small RNAs Responsive to Mutualistic Interactions With Mycorrhizal Fungi, Laccaria bicolor and Rhizophagus irregularis
**Source:** Front Microbiol. 2019 Mar 18;10:515. doi: 10.3389/fmicb.2019.00515
**Supplement:** Supplementary file 2

Sequences of differentially expressed *Populus trichocarpa* transcripts in fungal treatments relative to control.

>Potri.CUFF.100.1

GAAGGGGGAAAAAGTAAAAATA

>Potri.CUFF.1076.1

AGTTCTACCTCTAAGATACTCAA

>Potri.CUFF.1118.1

CAATTAAATTTAAATCAAGAATATCATT

>Potri.CUFF.1120.1

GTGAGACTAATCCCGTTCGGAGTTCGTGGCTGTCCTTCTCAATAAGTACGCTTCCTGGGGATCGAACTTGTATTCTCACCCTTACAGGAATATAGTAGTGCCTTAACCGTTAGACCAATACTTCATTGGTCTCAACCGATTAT

>Potri.CUFF.1124.1

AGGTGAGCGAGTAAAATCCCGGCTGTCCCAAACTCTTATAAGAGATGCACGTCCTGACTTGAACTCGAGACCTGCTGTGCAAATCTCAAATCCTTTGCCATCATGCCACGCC

>Potri.CUFF.1177.1

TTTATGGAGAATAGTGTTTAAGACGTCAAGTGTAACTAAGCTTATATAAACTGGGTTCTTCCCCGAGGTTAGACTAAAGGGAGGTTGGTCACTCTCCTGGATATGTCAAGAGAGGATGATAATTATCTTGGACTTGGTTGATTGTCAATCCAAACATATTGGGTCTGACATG

>Potri.CUFF.1300.1

AACCAAGCCCAACAACAAAGA

>Potri.CUFF.1343.1

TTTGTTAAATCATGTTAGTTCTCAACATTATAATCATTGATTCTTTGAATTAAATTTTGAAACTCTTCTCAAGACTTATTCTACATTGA

>Potri.CUFF.1416.1

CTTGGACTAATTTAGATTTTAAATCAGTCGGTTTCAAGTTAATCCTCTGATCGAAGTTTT

>Potri.CUFF.1436.1

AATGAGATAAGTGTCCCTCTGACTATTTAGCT

>Potri.CUFF.172.1

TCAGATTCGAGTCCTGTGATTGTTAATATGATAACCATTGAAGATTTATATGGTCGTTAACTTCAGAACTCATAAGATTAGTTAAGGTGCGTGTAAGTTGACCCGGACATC

>Potri.CUFF.180.1

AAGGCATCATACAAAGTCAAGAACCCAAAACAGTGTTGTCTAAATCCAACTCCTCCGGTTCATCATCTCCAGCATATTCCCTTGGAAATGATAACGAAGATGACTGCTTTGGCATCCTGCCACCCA

>Potri.CUFF.184.1

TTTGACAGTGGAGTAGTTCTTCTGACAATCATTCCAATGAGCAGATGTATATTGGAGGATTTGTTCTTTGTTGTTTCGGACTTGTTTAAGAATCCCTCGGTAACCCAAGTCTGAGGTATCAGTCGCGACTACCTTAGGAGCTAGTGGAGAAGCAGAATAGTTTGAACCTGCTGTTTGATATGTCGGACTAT

>Potri.CUFF.225.1

CAGCTCTATATTGACACAACTTTT

>Potri.CUFF.2346.1

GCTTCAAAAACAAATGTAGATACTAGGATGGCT

>Potri.CUFF.2450.1

TTTTTTTTTAGCTATTGAACT

>Potri.CUFF.2719.1

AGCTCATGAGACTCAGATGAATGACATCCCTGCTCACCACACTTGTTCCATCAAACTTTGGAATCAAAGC

>Potri.CUFF.2730.1

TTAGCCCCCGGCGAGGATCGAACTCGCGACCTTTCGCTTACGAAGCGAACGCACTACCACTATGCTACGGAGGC

>Potri.CUFF.2778.1

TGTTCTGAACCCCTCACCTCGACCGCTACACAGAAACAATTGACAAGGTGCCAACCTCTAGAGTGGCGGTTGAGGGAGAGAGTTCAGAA

>Potri.CUFF.2779.1

AGCGGTTGAGGGAGAGAGTTCAGAA

>Potri.CUFF.2945.1

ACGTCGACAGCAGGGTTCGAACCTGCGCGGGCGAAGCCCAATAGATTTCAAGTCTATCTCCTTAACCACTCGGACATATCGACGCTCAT

>Potri.CUFF.3156.1

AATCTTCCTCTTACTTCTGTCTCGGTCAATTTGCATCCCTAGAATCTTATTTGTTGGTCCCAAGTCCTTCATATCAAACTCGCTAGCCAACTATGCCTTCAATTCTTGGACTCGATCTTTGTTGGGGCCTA

>Potri.CUFF.3241.1

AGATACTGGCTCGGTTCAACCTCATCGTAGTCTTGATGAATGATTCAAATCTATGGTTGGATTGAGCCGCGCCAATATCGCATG

>Potri.CUFF.3413.1

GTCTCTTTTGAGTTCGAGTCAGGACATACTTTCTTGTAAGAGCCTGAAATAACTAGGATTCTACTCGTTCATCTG

>Potri.CUFF.3562.1

CATCAAACTTTCGAATTTAGGC

>Potri.CUFF.387.1

TTCTGATCAAATGACCCGAGTC

>Potri.CUFF.3925.1

CTCACGACCCTCAAACAGTCATAA

>Potri.CUFF.699.1

TGTCTTGTTCCAGTCATCATTA

>Potri.CUFF.73.1

TTACATCACCGATTGAATGACTGACAGA

>Potri.CUFF.827.1

TGAAAATCCAGGTGAAGAAAG

>Potri.007G077200.1.v3.1

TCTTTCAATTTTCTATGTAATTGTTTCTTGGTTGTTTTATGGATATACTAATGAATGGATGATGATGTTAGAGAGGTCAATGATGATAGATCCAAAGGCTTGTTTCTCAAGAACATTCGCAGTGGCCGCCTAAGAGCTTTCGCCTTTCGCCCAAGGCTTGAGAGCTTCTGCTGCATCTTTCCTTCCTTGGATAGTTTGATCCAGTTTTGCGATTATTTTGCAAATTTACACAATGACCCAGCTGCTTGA

>Potri.013G036500.1.v3.1

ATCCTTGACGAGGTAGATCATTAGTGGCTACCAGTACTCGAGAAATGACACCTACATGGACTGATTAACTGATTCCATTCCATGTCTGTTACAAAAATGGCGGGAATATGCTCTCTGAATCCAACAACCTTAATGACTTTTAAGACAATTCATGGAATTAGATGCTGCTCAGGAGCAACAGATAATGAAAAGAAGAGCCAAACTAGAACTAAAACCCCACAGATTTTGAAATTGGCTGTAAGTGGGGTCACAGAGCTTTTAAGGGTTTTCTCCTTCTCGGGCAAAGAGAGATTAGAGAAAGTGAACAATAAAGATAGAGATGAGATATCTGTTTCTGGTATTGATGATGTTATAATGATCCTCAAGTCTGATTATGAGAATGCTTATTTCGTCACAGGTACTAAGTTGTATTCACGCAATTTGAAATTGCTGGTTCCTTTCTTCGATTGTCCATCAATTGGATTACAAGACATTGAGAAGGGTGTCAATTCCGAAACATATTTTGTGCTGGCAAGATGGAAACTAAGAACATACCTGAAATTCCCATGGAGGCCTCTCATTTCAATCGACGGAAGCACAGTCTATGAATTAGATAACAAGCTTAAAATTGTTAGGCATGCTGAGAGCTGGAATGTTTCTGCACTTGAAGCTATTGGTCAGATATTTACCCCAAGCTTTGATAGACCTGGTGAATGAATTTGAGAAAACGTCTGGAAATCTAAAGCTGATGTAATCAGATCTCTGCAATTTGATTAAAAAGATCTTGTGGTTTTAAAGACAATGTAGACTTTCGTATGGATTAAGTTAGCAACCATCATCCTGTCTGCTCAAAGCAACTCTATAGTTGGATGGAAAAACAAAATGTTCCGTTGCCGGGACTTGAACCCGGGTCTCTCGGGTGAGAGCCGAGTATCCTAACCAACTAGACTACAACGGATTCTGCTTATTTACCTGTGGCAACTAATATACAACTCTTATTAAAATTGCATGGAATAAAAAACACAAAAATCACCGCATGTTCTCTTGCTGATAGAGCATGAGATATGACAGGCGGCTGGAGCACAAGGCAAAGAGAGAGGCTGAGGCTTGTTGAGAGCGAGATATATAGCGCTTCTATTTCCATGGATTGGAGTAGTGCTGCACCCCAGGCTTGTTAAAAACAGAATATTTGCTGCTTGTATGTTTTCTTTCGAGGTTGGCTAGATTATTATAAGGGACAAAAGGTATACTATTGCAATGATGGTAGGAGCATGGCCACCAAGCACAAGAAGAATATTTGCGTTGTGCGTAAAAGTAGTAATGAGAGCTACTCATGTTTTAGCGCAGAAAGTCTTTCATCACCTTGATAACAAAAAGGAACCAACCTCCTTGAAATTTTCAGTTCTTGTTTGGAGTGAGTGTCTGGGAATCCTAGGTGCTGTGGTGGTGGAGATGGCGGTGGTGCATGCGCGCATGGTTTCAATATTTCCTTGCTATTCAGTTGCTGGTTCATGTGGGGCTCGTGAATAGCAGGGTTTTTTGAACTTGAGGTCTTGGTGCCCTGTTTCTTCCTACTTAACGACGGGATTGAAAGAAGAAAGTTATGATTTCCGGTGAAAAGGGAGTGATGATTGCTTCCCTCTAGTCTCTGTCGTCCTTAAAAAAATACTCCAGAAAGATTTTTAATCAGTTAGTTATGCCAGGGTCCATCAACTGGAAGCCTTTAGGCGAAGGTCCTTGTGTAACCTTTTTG

>Potri.CUFF.1088.1

TCCATTCCTTCTTTTCCCACGT

>Potri.CUFF.1277.1

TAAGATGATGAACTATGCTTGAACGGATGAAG

>Potri.CUFF.1386.1

TTGCGGGTCCCAACAAATGCGCTCT

>Potri.CUFF.160.1

TCCATCTAAACCTAAATATTA

>Potri.CUFF.1625.1

TGAAAATGTTGGTGATATTTA

>Potri.CUFF.167.1

CACCCTTTTCAAAGTGCTTTTCATCTA

>Potri.CUFF.1994.1

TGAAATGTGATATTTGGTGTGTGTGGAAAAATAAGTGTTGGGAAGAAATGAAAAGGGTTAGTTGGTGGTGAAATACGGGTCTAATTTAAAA

>Potri.CUFF.2551.1

AAAACACCAAAAGTTGCAAATAA

>Potri.CUFF.262.1

TAGAGGGTCTCCATGGCCCATAAA

>Potri.CUFF.2745.1

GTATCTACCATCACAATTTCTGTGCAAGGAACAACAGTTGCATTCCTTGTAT

>Potri.CUFF.2746.1

TGAGGCGGAATCAAACTCTCCGTAA

>Potri.CUFF.2885.1

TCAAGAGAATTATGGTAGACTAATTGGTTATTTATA

>Potri.CUFF.3145.1

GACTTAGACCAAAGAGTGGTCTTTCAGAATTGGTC

>Potri.CUFF.347.1

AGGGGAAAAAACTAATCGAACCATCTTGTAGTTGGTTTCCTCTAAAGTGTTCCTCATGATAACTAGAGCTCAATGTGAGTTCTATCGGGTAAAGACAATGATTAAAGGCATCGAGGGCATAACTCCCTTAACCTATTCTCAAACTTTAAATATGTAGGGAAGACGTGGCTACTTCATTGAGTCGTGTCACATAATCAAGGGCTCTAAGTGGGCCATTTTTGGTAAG

>Potri.CUFF.3734.1

CGGTCAGGCCGATCCGGGTTGAAAAAA

>Potri.CUFF.3792.1

TAATCTATAGGTATATGATCCC

>Potri.CUFF.540.1

ACTTGATGTTTTTGATTATTT

>Potri.CUFF.68.1

GGGATTCGAACCTGCACCCTC

>Potri.CUFF.690.1

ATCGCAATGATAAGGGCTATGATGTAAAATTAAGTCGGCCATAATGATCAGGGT

>Potri.001G111100.1.v3.1

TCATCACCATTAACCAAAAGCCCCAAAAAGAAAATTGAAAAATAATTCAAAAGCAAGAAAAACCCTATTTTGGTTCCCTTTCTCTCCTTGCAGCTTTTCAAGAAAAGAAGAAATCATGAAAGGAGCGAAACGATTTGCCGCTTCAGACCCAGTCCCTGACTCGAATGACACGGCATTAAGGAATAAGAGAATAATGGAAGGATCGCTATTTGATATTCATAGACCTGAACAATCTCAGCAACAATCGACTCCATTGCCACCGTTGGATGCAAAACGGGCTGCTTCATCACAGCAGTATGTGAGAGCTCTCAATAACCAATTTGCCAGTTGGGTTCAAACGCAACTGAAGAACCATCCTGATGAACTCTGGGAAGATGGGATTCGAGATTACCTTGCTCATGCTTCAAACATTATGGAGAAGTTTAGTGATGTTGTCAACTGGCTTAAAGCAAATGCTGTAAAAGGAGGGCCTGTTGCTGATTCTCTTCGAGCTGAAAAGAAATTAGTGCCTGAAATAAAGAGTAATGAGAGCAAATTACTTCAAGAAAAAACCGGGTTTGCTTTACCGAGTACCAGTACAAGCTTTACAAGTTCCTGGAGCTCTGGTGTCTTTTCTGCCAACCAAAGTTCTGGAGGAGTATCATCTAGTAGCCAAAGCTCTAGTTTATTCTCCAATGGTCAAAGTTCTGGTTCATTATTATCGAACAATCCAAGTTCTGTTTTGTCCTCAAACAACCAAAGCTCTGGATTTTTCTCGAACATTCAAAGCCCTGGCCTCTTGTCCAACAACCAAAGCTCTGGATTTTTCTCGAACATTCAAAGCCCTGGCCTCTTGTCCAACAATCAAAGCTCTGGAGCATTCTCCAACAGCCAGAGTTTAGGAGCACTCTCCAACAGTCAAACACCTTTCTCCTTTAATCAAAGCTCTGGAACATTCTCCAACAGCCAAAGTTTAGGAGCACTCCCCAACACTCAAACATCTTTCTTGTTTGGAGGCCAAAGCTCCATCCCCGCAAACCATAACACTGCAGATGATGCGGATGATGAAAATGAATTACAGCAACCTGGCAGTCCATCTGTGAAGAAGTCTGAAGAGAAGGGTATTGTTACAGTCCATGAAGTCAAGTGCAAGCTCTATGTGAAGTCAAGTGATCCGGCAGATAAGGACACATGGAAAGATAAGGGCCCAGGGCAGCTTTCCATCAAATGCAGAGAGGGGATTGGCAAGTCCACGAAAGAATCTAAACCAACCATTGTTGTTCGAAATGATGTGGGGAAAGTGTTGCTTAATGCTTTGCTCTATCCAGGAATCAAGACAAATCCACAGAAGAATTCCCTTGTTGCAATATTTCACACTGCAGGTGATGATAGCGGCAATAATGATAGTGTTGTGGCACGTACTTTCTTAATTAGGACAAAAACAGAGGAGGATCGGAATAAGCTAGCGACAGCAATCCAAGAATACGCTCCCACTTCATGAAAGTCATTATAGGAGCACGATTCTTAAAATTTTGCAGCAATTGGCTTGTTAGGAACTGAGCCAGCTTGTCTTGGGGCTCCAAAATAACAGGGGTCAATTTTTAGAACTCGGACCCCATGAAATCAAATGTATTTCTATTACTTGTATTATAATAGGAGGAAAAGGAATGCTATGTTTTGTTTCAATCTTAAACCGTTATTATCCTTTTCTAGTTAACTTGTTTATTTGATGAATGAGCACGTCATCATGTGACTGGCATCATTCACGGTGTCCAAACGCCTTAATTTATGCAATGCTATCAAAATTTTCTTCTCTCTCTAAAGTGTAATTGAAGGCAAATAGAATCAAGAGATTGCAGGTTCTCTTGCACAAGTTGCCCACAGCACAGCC

>Potri.003G048200.1.v3.1

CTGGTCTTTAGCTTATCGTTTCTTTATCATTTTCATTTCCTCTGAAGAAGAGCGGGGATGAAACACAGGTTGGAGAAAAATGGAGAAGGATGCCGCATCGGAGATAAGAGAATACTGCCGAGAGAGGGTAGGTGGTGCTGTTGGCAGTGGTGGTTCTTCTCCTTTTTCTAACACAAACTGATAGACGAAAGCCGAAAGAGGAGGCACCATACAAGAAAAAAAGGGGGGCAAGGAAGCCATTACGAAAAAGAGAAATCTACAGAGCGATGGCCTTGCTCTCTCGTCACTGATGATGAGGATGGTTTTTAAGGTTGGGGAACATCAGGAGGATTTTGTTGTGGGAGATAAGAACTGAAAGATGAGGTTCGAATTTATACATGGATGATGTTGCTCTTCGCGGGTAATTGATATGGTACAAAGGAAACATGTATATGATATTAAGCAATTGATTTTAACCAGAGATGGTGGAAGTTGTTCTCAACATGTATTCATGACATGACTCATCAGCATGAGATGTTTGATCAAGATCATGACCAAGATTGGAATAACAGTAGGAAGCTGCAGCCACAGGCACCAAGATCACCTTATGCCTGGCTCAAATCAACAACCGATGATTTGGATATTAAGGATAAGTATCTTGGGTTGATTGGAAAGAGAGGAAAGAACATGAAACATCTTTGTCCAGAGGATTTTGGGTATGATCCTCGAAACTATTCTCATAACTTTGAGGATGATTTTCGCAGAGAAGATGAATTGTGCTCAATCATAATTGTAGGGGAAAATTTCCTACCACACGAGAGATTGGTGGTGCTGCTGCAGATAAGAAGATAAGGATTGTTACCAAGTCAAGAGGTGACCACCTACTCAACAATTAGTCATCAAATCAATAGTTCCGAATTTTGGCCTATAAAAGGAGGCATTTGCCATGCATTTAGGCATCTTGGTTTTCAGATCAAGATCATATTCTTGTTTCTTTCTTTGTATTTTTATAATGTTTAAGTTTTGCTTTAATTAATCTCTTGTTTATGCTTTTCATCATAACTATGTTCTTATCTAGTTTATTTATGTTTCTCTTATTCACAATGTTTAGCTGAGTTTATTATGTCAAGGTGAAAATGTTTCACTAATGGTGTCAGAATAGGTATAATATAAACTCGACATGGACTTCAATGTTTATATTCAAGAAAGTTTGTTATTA

>Potri.005G145000.1.v3.1

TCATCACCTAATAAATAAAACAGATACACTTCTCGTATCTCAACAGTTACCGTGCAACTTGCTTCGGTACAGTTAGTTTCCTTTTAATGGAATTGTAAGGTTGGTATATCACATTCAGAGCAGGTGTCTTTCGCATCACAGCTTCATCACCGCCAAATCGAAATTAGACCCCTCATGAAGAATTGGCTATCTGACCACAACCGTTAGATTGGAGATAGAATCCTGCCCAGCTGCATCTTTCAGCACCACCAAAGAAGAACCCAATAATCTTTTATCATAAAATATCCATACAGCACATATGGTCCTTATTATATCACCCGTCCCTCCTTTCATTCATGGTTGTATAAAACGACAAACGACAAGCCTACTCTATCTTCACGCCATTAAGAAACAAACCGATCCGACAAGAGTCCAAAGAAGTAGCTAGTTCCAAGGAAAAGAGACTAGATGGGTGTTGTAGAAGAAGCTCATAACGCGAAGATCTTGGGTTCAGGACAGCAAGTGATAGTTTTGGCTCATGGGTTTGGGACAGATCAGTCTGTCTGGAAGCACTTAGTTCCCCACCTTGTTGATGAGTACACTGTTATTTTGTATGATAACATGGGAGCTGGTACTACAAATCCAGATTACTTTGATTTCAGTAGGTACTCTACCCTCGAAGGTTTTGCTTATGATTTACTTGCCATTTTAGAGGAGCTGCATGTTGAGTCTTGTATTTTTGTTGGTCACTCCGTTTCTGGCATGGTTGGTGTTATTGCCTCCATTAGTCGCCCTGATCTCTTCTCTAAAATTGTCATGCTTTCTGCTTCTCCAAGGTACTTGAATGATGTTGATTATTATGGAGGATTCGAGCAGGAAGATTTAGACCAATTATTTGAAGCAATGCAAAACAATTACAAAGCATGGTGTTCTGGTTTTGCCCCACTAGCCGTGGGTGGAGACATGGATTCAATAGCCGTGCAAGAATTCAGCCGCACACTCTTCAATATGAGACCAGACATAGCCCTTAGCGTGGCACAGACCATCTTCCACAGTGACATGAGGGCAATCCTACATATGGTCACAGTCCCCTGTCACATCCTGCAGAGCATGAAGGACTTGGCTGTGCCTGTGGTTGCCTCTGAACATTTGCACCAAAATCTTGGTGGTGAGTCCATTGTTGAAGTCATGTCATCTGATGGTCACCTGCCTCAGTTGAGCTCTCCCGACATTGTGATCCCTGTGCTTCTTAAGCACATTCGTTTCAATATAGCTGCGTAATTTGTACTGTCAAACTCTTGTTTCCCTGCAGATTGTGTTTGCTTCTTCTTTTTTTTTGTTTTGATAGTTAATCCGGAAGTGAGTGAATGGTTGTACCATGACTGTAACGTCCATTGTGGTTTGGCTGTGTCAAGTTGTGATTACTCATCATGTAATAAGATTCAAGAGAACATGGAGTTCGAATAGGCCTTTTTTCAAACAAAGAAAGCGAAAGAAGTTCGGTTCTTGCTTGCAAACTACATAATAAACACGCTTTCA

>Potri.011G051300.1.v3.1

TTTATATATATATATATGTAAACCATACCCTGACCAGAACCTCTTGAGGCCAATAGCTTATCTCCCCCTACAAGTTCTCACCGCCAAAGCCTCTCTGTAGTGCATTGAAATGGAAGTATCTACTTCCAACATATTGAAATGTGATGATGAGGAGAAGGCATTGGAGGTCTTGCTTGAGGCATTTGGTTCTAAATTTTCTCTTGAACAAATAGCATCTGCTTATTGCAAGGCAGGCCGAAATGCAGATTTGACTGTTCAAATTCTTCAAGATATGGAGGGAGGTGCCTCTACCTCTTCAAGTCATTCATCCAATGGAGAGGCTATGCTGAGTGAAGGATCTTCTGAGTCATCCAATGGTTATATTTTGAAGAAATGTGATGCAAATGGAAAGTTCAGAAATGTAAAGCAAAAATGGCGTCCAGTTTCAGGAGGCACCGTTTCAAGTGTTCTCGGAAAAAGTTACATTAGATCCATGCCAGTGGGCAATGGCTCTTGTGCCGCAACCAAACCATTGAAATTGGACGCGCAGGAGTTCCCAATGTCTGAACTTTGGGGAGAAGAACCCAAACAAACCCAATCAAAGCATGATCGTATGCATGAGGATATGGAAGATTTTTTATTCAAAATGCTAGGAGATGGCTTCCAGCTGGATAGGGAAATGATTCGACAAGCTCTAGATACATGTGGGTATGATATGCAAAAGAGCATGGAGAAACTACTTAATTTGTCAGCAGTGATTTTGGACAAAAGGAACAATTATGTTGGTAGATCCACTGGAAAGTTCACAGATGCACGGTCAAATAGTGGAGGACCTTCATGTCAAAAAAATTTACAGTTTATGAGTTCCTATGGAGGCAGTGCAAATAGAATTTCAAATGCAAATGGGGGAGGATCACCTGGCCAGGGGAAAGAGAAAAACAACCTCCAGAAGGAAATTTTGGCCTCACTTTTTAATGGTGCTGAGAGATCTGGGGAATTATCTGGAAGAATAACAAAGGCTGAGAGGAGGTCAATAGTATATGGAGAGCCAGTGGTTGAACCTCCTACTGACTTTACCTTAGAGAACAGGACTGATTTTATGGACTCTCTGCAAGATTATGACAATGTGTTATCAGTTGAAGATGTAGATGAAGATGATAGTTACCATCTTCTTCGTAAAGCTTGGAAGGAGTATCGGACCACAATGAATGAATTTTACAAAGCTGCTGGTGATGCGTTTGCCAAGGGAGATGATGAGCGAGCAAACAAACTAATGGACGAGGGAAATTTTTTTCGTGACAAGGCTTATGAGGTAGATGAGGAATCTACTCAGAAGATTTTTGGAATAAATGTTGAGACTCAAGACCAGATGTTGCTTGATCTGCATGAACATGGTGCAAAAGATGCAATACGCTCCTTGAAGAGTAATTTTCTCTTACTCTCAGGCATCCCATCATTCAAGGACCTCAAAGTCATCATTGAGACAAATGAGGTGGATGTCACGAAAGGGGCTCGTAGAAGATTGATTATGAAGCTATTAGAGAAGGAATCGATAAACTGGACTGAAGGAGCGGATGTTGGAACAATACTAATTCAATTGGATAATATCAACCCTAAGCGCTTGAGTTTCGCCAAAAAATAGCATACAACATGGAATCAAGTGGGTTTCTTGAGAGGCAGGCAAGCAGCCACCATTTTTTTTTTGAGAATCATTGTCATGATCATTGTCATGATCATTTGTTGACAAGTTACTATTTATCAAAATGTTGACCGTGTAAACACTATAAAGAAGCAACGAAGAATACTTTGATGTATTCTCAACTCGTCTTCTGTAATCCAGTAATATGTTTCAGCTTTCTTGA

>Potri.019G023600.1.v3.1

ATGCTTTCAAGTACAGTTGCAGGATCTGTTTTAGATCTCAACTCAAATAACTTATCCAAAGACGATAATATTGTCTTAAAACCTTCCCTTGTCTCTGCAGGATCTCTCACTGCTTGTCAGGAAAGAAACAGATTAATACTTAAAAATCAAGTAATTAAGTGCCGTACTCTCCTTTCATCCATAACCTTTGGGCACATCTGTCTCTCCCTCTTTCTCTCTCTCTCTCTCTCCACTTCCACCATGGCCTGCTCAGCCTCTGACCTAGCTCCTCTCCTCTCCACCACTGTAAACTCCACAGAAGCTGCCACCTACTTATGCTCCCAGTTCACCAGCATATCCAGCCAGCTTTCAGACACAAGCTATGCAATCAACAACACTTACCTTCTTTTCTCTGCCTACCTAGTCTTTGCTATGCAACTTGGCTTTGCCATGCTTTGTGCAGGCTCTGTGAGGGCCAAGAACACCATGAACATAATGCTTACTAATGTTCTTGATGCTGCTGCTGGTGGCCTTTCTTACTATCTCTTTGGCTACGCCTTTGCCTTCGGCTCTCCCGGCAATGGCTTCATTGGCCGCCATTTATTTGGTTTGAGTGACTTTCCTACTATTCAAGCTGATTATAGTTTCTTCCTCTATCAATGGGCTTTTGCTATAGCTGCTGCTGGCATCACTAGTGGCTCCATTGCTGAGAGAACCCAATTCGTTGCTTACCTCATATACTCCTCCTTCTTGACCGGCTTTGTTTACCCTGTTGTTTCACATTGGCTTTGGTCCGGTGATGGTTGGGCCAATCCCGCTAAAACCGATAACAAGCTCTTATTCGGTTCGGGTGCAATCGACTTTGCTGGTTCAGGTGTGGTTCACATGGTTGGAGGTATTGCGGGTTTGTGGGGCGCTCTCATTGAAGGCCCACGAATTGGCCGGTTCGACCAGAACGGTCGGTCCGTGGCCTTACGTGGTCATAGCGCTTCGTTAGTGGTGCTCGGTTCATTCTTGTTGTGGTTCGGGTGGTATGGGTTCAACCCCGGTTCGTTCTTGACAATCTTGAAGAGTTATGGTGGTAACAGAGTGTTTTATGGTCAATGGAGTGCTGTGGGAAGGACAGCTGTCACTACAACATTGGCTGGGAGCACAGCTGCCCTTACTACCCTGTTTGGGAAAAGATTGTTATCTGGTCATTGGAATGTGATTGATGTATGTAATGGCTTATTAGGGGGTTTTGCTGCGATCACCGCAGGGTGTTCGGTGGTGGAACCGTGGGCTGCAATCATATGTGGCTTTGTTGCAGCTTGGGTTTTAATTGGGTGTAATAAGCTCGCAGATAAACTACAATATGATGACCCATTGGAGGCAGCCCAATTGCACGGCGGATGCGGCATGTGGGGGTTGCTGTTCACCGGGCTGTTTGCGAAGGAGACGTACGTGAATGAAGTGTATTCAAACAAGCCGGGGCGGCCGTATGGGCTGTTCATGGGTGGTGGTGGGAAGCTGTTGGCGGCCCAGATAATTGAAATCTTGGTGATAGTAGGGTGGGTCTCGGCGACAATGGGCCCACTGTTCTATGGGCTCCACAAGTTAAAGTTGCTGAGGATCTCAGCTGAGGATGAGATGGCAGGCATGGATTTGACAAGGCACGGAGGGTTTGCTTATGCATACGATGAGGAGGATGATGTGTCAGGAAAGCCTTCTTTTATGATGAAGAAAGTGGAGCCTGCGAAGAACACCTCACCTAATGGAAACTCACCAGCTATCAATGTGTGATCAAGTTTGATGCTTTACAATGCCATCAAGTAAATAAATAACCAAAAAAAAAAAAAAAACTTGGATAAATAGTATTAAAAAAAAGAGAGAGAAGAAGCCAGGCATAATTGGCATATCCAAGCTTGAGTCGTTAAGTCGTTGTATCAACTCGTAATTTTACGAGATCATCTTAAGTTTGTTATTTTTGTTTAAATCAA

# Supplementary material for: Identification of Populus Small RNAs Responsive to Mutualistic Interactions With Mycorrhizal Fungi, Laccaria bicolor and Rhizophagus irregularis
**Source:** Front Microbiol. 2019 Mar 18;10:515. doi: 10.3389/fmicb.2019.00515
**Supplement:** Supplementary file 3

*Populus deltoides* miRNA precursor sequences

>Pde_miRNA_1

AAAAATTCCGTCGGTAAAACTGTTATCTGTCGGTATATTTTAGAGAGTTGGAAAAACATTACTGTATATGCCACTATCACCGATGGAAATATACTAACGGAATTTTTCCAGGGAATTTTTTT

>Pde_miRNA_2

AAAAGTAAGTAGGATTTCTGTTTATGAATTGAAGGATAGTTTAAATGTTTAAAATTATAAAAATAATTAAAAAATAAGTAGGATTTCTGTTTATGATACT

>Pde_miRNA_3

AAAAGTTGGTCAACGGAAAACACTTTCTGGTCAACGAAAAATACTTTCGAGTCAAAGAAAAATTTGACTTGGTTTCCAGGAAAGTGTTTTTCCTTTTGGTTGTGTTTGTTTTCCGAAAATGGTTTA

>Pde_miRNA_4

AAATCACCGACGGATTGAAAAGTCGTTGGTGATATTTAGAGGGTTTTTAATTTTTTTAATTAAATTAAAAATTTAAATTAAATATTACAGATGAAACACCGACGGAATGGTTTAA

>Pde_miRNA_5

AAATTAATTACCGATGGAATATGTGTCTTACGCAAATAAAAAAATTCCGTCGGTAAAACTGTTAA

>Pde_miRNA_6

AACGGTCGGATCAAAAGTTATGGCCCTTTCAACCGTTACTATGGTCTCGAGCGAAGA

>Pde_miRNA_7

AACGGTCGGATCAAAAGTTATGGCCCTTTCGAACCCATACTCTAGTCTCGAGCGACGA

>Pde_miRNA_8

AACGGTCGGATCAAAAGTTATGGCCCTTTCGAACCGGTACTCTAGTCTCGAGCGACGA

>Pde_miRNA_9

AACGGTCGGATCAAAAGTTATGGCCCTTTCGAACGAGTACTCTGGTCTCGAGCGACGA

>Pde_miRNA_10

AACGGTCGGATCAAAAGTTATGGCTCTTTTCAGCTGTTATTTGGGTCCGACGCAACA

>Pde_miRNA_11

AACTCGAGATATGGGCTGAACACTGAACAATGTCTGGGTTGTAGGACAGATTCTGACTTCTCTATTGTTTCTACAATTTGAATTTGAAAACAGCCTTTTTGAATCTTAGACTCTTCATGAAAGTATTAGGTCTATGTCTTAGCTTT

>Pde_miRNA_12

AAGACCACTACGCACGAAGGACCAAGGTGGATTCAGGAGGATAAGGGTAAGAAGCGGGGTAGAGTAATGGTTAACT

>Pde_miRNA_13

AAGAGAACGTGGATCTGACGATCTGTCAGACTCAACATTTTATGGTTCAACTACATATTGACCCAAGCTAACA

>Pde_miRNA_14

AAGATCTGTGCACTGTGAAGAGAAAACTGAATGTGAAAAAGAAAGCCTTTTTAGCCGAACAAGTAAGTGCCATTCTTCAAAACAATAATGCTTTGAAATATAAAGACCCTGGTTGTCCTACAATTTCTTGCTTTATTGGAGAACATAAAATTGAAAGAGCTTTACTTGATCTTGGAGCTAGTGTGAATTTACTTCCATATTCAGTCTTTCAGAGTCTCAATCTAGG

>Pde_miRNA_15

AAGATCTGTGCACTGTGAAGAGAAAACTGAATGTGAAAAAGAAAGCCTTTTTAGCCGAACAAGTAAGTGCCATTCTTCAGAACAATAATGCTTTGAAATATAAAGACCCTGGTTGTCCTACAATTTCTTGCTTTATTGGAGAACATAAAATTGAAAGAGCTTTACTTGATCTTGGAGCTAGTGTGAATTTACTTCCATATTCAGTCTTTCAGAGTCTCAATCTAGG

>Pde_miRNA_16

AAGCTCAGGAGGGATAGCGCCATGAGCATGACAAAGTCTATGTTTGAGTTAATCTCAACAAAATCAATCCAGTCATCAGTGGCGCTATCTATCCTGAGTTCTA

>Pde_miRNA_17

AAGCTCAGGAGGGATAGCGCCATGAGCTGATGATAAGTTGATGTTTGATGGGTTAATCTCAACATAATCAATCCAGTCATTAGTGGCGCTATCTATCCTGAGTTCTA

>Pde_miRNA_18

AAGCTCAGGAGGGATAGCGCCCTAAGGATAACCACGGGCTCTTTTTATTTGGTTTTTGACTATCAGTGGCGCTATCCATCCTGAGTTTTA

>Pde_miRNA_19

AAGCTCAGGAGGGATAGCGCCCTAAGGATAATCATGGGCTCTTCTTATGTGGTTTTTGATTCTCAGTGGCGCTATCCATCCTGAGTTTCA

>Pde_miRNA_20

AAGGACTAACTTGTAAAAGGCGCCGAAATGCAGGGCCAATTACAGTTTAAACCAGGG

>Pde_miRNA_21

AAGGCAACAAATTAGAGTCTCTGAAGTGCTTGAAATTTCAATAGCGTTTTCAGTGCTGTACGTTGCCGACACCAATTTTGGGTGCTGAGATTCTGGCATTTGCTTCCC

>Pde_miRNA_22

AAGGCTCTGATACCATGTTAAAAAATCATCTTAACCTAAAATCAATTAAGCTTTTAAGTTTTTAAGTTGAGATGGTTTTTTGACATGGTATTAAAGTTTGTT

>Pde_miRNA_23

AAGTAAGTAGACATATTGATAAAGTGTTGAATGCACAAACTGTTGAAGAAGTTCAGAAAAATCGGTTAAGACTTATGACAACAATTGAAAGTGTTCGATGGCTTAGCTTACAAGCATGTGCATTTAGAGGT

>Pde_miRNA_24

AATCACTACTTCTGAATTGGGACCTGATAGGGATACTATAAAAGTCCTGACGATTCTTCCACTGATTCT

>Pde_miRNA_25

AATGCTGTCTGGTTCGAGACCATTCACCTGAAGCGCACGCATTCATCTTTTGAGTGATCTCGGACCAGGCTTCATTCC

>Pde_miRNA_26

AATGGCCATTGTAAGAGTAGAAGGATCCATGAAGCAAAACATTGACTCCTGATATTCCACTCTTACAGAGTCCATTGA

>Pde_miRNA_27

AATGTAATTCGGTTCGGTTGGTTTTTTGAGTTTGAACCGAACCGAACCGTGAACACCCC

>Pde_miRNA_28

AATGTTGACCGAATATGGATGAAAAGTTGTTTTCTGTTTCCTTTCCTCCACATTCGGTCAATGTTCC

>Pde_miRNA_29

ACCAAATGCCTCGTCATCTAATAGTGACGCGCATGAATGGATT

>Pde_miRNA_30

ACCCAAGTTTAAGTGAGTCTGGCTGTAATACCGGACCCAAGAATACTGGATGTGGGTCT

>Pde_miRNA_31

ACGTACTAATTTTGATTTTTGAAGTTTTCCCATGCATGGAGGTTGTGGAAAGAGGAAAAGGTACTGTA

>Pde_miRNA_32

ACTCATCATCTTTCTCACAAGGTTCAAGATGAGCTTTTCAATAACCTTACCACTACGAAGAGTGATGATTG

>Pde_miRNA_33

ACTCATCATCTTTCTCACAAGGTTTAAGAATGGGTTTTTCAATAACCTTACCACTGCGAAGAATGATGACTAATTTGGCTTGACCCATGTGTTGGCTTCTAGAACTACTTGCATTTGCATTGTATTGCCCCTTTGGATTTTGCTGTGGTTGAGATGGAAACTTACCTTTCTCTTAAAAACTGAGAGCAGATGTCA

>Pde_miRNA_34

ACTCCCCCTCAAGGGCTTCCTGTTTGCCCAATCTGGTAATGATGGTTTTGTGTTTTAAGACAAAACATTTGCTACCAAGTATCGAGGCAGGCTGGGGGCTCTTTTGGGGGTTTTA

>Pde_miRNA_35

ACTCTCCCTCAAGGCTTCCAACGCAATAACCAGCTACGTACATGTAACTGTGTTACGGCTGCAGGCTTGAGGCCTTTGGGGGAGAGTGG

>Pde_miRNA_37

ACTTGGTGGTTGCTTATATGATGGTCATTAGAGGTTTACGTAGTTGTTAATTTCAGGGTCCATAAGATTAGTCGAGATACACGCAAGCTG

>Pde_miRNA_38

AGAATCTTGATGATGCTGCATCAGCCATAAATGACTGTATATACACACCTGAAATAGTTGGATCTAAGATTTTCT

>Pde_miRNA_39

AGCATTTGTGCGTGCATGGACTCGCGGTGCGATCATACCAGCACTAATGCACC

>Pde_miRNA_40

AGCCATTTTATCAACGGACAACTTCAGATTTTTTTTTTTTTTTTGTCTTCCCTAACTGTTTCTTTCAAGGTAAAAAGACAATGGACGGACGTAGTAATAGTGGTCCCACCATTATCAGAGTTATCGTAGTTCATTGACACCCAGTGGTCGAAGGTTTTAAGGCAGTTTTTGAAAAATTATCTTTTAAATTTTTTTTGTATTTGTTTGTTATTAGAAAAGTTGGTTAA

>Pde_miRNA_41

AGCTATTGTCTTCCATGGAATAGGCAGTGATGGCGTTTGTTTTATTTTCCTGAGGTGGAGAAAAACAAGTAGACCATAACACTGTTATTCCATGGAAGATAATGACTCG

>Pde_miRNA_42

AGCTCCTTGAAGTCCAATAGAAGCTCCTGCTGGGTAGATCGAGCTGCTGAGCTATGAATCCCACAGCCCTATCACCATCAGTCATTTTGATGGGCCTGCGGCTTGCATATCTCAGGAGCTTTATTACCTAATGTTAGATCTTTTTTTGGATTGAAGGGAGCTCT

>Pde_miRNA_43

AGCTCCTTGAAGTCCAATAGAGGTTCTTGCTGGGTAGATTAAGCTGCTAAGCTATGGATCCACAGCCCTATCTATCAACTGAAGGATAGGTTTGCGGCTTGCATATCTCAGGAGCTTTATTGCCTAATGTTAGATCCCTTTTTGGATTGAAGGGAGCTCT

>Pde_miRNA_44

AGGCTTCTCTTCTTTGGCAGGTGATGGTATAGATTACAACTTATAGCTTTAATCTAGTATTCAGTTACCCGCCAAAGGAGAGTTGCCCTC

>Pde_miRNA_45

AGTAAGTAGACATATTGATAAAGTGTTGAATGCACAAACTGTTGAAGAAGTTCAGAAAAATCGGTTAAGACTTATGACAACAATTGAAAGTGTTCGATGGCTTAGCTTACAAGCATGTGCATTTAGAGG

>Pde_miRNA_46

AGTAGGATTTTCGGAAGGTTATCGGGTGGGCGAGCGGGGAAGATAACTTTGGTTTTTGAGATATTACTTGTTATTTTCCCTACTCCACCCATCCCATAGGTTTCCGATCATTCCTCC

>Pde_miRNA_47

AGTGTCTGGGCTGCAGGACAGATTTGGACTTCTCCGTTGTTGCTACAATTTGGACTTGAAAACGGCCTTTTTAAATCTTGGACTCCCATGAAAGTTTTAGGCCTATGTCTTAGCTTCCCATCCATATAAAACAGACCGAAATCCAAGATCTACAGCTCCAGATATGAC

>Pde_miRNA_48

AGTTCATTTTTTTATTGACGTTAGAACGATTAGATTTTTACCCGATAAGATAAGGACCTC

>Pde_miRNA_49

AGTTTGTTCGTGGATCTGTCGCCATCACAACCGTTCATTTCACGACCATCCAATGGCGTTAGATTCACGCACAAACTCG

>Pde_miRNA_50

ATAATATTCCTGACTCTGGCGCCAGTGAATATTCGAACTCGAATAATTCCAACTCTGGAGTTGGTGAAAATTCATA

>Pde_miRNA_51

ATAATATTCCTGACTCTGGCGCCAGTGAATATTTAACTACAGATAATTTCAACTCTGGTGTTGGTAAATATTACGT

>Pde_miRNA_52

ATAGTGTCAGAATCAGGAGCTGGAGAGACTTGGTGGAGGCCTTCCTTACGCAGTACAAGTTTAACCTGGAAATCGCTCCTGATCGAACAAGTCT

>Pde_miRNA_53

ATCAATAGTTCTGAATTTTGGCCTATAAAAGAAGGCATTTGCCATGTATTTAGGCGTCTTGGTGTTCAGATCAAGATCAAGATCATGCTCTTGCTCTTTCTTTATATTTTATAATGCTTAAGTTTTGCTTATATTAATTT

>Pde_miRNA_54

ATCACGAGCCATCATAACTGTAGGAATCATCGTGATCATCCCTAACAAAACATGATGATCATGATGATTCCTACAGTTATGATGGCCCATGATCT

>Pde_miRNA_55

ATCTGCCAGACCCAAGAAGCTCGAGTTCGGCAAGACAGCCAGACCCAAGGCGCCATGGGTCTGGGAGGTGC

>Pde_miRNA_56

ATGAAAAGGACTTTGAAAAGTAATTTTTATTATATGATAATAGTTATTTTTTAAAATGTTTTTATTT

>Pde_miRNA_58

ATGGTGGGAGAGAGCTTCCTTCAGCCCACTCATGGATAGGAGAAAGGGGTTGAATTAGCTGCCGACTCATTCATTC

>Pde_miRNA_59

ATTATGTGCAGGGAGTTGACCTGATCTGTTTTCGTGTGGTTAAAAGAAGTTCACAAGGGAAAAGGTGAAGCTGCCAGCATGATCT

>Pde_miRNA_60

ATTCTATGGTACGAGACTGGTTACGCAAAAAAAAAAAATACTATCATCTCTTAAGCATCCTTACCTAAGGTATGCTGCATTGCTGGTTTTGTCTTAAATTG

>Pde_miRNA_61

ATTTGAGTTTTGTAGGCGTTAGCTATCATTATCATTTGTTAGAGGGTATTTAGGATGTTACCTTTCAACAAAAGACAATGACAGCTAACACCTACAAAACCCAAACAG

>Pde_miRNA_62

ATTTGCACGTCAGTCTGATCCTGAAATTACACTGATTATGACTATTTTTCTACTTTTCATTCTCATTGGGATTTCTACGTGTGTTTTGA

>Pde_miRNA_63

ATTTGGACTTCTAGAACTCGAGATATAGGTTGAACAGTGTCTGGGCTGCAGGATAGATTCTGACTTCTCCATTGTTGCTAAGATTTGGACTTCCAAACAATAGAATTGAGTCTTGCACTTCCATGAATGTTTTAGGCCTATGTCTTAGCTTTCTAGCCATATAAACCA

>Pde_miRNA_64

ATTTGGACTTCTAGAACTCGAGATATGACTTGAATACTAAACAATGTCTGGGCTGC

>Pde_miRNA_65

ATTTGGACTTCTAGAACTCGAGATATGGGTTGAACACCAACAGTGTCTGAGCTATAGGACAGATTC

>Pde_miRNA_66

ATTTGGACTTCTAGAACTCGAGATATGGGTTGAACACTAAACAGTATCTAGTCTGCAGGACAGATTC

>Pde_miRNA_67

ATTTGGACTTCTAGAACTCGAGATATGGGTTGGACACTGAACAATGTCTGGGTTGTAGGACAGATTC

>Pde_miRNA_68

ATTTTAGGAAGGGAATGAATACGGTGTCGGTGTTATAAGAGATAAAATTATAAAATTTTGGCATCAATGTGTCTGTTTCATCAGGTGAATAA

>Pde_miRNA_69

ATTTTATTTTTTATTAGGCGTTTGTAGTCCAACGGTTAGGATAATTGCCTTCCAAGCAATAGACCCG

>Pde_miRNA_70

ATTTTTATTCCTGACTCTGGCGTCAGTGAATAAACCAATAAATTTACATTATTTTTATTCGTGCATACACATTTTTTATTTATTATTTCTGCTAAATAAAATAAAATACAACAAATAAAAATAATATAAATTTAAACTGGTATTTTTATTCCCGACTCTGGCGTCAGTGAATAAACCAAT

>Pde_miRNA_71

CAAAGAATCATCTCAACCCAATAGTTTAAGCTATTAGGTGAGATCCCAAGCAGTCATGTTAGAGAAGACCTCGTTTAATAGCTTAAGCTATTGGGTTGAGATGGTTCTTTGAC

>Pde_miRNA_72

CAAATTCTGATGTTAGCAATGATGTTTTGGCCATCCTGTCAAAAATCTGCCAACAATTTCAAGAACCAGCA

>Pde_miRNA_73

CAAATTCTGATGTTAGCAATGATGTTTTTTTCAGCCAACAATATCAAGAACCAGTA

>Pde_miRNA_75

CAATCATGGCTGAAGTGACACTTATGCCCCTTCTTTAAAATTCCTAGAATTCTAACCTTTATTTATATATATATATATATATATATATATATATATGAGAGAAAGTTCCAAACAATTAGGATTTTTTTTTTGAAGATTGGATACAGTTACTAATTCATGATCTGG

>Pde_miRNA_76

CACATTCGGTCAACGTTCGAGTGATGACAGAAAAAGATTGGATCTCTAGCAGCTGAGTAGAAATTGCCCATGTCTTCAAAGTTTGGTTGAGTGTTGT

>Pde_miRNA_77

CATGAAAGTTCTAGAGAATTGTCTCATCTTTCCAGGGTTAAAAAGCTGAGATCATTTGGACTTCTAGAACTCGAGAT

>Pde_miRNA_78

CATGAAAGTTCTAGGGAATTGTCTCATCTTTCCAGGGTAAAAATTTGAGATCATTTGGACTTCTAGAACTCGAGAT

>Pde_miRNA_81

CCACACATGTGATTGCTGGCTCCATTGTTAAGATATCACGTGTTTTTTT

>Pde_miRNA_82

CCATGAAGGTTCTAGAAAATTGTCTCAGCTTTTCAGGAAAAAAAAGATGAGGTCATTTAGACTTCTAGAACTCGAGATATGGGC

>Pde_miRNA_83

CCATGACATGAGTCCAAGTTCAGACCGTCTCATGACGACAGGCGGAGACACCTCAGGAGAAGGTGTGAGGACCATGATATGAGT

>Pde_miRNA_84

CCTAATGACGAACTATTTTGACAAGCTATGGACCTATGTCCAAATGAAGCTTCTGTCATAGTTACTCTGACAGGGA

>Pde_miRNA_85

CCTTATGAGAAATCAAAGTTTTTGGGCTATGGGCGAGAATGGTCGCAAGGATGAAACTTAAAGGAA

>Pde_miRNA_86

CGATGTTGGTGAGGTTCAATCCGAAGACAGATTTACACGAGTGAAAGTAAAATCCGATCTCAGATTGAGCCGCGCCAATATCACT

>Pde_miRNA_87

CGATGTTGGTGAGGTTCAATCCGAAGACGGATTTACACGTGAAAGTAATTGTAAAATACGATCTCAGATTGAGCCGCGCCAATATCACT

>Pde_miRNA_88

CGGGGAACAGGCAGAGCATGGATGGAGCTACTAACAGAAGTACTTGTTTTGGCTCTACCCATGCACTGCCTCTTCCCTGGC

>Pde_miRNA_89

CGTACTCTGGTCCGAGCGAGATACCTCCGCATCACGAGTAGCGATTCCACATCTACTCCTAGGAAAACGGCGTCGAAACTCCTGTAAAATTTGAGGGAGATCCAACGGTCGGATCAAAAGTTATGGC

>Pde_miRNA_90

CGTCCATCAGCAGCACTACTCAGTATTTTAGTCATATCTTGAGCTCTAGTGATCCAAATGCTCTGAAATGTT

>Pde_miRNA_91

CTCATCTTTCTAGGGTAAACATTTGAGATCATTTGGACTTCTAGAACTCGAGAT

>Pde_miRNA_92

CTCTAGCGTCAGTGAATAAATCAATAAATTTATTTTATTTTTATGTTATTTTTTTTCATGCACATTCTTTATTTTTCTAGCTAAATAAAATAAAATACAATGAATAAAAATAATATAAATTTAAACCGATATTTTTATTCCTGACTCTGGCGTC

>Pde_miRNA_95

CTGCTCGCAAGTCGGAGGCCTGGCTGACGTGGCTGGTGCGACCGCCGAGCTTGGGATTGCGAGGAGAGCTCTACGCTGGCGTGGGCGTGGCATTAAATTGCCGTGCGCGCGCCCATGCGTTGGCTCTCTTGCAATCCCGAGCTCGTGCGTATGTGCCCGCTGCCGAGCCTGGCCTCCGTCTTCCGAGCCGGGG

>Pde_miRNA_96

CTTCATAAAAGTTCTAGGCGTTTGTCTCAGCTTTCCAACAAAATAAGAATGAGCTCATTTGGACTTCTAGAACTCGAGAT

>Pde_miRNA_97

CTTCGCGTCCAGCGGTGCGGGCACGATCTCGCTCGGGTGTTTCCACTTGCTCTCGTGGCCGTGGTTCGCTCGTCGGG

>Pde_miRNA_98

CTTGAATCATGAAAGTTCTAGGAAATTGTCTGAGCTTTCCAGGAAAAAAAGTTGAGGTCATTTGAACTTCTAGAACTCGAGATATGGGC

>Pde_miRNA_99

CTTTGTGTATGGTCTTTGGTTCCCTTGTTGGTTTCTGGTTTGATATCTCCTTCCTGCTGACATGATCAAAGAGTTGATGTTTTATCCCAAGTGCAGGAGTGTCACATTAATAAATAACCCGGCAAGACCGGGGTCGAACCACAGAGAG

>Pde_miRNA_100

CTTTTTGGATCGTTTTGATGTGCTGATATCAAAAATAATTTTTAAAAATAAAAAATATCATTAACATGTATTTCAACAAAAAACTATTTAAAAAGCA

>Pde_miRNA_101

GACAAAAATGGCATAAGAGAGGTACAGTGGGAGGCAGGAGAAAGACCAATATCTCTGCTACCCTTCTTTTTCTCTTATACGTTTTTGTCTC

>Pde_miRNA_102

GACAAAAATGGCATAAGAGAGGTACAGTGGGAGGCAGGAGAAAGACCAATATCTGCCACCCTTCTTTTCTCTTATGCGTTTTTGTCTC

>Pde_miRNA_103

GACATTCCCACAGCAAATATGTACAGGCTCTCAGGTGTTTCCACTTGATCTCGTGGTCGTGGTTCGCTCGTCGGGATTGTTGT

>Pde_miRNA_104

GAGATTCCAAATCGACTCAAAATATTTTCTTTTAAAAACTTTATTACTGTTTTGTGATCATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_105

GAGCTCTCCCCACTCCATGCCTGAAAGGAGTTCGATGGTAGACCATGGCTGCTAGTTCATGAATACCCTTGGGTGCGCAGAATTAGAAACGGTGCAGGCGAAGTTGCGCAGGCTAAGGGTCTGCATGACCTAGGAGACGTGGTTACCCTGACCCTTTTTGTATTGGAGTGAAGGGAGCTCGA

>Pde_miRNA_106

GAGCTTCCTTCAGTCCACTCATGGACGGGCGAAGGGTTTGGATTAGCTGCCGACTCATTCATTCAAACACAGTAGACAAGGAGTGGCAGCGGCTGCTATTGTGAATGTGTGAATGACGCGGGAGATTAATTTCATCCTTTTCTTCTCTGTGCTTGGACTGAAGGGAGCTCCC

>Pde_miRNA_107

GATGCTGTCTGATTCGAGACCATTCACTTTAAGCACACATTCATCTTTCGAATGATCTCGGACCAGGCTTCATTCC

>Pde_miRNA_108

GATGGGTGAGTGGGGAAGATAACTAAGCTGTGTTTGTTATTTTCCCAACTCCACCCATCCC

>Pde_miRNA_109

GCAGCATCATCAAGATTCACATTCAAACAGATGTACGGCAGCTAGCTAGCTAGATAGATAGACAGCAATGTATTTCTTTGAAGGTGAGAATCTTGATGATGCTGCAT

>Pde_miRNA_110

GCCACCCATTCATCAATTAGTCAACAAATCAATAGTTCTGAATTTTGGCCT

>Pde_miRNA_111

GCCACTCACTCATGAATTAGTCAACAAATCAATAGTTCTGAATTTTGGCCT

>Pde_miRNA_112

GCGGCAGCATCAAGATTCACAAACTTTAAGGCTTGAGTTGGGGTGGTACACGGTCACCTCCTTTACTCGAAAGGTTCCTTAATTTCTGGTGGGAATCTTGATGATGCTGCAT

>Pde_miRNA_113

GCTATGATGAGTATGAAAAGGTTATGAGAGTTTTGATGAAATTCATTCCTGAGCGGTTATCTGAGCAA

>Pde_miRNA_114

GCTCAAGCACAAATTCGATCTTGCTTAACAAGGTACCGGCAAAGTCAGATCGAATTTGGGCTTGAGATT

>Pde_miRNA_115

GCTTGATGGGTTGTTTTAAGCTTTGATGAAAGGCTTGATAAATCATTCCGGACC

>Pde_miRNA_116

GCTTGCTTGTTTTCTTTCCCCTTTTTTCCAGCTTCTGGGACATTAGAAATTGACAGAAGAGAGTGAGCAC

>Pde_miRNA_117

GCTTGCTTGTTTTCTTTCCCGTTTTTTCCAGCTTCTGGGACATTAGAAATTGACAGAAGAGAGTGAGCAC

>Pde_miRNA_118

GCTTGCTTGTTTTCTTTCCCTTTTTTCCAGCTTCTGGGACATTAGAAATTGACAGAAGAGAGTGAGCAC

>Pde_miRNA_119

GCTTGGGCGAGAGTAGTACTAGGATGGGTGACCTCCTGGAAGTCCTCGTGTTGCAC

>Pde_miRNA_120

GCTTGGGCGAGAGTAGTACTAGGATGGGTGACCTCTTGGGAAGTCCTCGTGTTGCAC

>Pde_miRNA_121

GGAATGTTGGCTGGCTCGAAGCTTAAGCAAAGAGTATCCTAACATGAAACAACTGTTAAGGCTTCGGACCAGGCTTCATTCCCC

>Pde_miRNA_122

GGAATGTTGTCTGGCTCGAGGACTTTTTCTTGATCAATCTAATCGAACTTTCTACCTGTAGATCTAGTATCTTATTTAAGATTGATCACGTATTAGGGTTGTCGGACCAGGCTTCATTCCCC

>Pde_miRNA_123

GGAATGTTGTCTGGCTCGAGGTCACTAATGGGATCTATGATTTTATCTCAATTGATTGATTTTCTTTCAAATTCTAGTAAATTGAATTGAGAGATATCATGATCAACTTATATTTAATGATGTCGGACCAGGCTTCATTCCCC

>Pde_miRNA_124

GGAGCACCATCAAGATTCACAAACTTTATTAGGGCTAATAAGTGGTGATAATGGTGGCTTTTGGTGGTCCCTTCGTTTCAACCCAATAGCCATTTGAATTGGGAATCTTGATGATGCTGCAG

>Pde_miRNA_125

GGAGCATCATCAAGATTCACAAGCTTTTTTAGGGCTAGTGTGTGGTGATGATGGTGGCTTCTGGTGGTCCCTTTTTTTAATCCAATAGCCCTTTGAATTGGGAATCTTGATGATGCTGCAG

>Pde_miRNA_126

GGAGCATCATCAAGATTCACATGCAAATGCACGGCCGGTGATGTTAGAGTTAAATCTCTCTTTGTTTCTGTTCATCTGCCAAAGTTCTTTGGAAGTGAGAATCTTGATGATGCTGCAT

>Pde_miRNA_127

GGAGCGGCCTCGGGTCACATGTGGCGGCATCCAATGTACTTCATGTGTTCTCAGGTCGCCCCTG

>Pde_miRNA_128

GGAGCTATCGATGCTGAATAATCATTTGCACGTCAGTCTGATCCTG

>Pde_miRNA_129

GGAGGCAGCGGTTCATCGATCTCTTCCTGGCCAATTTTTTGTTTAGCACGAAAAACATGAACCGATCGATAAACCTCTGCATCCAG

>Pde_miRNA_130

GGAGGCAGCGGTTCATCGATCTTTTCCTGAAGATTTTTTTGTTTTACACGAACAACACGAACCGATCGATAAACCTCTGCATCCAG

>Pde_miRNA_131

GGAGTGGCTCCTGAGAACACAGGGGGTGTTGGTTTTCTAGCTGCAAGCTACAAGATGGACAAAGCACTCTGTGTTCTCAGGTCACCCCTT

>Pde_miRNA_132

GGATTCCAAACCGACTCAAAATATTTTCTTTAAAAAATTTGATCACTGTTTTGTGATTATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_133

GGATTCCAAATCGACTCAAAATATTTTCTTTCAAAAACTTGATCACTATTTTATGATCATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_134

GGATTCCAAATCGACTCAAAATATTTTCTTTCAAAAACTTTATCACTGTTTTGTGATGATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_135

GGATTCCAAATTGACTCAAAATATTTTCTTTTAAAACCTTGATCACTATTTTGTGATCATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_136

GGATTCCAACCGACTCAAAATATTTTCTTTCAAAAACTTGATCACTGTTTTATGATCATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_137

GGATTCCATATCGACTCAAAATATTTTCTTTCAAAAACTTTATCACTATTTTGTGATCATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_138

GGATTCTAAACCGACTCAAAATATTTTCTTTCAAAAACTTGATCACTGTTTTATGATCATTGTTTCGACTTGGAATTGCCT

>Pde_miRNA_139

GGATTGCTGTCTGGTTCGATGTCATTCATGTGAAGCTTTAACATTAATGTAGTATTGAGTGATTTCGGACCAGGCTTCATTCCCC

>Pde_miRNA_140

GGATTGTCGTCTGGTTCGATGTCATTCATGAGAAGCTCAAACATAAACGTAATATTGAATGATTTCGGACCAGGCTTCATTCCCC

>Pde_miRNA_141

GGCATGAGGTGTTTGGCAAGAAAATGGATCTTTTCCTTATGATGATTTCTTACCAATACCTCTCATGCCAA

>Pde_miRNA_143

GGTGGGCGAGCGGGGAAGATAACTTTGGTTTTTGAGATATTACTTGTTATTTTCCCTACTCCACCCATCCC

>Pde_miRNA_144

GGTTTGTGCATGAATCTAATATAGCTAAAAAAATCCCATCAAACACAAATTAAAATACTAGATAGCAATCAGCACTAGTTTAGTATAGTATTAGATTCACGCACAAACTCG

>Pde_miRNA_145

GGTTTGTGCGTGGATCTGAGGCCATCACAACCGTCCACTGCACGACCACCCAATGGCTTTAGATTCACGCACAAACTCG

>Pde_miRNA_146

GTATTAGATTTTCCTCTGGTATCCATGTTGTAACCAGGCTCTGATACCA

>Pde_miRNA_147

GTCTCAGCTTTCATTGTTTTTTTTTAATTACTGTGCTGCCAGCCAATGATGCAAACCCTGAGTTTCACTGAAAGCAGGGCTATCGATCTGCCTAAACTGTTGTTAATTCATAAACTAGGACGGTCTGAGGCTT

>Pde_miRNA_148

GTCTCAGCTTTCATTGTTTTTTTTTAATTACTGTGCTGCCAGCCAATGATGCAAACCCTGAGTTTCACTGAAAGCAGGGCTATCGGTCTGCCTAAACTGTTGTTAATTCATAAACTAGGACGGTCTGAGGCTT

>Pde_miRNA_149

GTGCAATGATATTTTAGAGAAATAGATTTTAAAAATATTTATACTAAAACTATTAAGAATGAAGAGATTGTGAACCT

>Pde_miRNA_150

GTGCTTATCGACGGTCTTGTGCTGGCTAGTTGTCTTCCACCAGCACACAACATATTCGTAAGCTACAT

>Pde_miRNA_151

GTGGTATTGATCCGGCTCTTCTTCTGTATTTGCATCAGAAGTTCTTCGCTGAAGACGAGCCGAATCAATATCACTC

>Pde_miRNA_152

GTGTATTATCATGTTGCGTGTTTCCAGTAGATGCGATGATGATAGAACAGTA

>Pde_miRNA_153

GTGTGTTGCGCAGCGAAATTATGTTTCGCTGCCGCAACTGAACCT

>Pde_miRNA_154

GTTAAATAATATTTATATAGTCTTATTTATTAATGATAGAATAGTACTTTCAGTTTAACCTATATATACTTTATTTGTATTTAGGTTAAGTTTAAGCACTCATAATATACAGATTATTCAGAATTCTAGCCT

>Pde_miRNA_155

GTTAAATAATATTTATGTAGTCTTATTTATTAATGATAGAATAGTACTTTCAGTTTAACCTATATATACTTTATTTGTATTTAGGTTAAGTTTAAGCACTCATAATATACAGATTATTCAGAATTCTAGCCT

>Pde_miRNA_156

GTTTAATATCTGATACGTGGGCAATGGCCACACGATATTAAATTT

>Pde_miRNA_157

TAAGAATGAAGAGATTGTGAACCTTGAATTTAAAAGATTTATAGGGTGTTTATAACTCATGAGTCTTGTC

>Pde_miRNA_158

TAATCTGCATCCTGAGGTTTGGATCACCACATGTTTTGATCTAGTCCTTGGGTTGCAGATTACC

>Pde_miRNA_159

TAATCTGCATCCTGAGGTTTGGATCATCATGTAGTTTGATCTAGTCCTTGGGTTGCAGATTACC

>Pde_miRNA_160

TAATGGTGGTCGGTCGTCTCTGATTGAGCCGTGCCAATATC

>Pde_miRNA_161

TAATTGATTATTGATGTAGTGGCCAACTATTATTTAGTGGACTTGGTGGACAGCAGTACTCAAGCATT

>Pde_miRNA_163

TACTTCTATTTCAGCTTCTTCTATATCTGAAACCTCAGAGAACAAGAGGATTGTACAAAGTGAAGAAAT

>Pde_miRNA_164

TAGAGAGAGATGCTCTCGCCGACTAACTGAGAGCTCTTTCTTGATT

>Pde_miRNA_165

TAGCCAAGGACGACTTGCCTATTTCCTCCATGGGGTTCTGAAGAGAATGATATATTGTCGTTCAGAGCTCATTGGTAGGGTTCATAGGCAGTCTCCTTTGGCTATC

>Pde_miRNA_166

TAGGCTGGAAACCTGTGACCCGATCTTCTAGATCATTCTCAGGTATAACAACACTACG

>Pde_miRNA_167

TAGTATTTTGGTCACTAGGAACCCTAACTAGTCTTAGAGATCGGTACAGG

>Pde_miRNA_168

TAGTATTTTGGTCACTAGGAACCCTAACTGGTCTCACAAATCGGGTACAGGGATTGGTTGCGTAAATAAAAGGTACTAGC

>Pde_miRNA_169

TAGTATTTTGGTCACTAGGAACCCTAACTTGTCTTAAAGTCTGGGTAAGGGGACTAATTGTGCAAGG

>Pde_miRNA_170

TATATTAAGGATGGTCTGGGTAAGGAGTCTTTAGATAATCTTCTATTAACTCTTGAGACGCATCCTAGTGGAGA

>Pde_miRNA_171

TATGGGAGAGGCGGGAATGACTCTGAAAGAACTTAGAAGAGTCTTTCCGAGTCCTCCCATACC

>Pde_miRNA_172

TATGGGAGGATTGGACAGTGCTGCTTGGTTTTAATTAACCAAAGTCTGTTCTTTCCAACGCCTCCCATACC

>Pde_miRNA_173

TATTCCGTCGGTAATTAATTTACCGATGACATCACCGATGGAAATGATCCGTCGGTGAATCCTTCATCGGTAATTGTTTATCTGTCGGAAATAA

>Pde_miRNA_174

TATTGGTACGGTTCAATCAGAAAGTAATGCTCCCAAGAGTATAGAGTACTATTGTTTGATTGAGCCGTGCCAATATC

>Pde_miRNA_175

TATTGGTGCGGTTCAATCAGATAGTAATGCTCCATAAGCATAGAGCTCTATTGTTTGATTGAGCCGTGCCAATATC

>Pde_miRNA_176

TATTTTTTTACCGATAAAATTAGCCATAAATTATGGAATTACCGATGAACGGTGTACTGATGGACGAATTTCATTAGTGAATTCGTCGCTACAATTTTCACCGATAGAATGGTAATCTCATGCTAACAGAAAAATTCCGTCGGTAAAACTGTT

>Pde_miRNA_177

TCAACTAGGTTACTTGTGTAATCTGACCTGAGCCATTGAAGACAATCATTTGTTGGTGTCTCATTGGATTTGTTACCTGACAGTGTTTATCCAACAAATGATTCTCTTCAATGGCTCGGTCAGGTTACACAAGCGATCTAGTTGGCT

>Pde_miRNA_178

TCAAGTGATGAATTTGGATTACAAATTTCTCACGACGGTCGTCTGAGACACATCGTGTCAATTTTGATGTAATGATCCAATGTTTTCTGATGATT

>Pde_miRNA_179

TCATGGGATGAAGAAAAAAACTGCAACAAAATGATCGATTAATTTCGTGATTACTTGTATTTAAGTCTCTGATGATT

>Pde_miRNA_181

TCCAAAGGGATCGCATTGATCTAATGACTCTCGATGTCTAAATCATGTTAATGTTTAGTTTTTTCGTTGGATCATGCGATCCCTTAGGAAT

>Pde_miRNA_182

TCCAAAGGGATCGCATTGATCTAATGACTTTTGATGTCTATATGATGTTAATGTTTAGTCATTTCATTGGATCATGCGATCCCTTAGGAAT

>Pde_miRNA_183

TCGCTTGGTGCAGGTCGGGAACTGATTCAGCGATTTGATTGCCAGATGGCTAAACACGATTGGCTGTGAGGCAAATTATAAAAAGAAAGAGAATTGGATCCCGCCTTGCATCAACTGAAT

>Pde_miRNA_184

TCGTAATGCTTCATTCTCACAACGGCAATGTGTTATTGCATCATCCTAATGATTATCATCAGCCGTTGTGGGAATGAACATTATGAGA

>Pde_miRNA_185

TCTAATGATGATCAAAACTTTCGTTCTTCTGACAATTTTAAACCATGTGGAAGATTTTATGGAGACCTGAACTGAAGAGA

>Pde_miRNA_186

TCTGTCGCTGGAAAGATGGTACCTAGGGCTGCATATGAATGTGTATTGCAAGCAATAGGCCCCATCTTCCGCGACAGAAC

>Pde_miRNA_187

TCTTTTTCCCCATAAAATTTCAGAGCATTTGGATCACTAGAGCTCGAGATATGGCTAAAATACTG

>Pde_miRNA_188

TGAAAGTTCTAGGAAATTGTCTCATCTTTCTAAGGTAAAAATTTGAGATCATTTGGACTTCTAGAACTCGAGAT

>Pde_miRNA_189

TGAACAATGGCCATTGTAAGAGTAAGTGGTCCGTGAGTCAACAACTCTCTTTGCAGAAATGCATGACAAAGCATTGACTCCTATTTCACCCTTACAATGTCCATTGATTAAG

>Pde_miRNA_190

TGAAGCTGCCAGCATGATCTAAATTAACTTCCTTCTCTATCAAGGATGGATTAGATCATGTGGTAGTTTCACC

>Pde_miRNA_191

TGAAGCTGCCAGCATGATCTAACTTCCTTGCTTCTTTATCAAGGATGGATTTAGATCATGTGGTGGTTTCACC

>Pde_miRNA_192

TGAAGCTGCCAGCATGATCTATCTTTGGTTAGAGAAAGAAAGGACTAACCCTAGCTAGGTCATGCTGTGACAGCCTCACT

>Pde_miRNA_193

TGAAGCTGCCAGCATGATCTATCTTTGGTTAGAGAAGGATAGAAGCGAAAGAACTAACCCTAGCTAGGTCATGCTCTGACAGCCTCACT

>Pde_miRNA_194

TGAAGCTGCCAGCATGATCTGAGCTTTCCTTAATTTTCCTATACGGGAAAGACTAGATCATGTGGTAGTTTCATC

>Pde_miRNA_195

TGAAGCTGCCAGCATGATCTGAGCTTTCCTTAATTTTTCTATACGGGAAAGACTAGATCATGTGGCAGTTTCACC

>Pde_miRNA_196

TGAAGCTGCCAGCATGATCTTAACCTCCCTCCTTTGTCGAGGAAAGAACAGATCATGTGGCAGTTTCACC

>Pde_miRNA_197

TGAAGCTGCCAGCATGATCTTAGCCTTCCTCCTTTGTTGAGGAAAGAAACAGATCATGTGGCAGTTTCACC

>Pde_miRNA_198

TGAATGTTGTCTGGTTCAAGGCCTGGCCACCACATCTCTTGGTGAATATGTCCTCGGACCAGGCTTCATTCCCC

>Pde_miRNA_199

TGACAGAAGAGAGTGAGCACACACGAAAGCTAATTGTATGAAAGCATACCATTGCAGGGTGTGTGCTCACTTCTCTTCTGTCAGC

>Pde_miRNA_200

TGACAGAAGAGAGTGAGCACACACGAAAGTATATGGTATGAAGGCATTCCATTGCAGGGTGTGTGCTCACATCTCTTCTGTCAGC

>Pde_miRNA_201

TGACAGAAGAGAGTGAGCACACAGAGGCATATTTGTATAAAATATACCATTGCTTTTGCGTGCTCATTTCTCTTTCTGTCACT

>Pde_miRNA_202

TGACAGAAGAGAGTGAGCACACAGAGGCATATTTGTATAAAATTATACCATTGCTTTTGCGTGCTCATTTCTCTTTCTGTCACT

>Pde_miRNA_203

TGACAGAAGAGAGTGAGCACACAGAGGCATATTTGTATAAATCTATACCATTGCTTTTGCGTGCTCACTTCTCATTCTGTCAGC

>Pde_miRNA_204

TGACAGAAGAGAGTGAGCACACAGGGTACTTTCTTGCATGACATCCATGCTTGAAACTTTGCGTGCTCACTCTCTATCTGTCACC

>Pde_miRNA_205

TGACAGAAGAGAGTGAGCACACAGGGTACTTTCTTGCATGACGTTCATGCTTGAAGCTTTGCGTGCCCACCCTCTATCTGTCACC

>Pde_miRNA_206

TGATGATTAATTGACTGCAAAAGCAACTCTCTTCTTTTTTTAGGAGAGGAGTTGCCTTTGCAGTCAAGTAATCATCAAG

>Pde_miRNA_207

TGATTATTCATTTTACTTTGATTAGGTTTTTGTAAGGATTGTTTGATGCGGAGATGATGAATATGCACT

>Pde_miRNA_208

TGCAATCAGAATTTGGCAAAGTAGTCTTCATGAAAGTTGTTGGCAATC

>Pde_miRNA_209

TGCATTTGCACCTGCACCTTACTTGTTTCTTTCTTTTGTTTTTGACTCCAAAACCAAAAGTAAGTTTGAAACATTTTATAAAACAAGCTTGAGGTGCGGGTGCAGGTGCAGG

>Pde_miRNA_210

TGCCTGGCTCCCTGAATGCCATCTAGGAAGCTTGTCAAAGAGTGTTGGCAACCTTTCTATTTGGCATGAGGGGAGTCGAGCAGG

>Pde_miRNA_211

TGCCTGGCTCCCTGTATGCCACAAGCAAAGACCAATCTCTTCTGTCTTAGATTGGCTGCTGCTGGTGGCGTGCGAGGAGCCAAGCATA

>Pde_miRNA_212

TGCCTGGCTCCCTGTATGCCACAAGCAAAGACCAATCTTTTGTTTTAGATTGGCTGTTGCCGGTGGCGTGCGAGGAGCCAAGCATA

>Pde_miRNA_213

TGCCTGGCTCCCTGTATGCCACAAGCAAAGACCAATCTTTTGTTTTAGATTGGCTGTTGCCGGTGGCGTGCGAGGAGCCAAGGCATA

>Pde_miRNA_214

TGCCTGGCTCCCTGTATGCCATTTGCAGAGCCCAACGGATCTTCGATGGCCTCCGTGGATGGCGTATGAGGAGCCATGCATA

>Pde_miRNA_215

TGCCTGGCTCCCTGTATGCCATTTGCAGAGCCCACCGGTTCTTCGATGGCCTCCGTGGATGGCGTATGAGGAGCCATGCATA

>Pde_miRNA_216

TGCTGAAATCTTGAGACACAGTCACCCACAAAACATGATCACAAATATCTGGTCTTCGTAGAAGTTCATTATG

>Pde_miRNA_217

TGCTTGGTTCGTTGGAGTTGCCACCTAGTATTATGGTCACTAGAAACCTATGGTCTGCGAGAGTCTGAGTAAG

>Pde_miRNA_218

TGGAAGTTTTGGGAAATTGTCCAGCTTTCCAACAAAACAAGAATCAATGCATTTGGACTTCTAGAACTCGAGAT

>Pde_miRNA_219

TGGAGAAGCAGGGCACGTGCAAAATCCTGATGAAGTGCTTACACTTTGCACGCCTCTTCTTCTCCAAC

>Pde_miRNA_220

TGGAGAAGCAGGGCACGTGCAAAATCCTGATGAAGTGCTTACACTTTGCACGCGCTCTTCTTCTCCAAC

>Pde_miRNA_221

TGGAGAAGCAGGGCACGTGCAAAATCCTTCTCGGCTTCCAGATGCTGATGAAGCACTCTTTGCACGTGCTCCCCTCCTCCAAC

>Pde_miRNA_222

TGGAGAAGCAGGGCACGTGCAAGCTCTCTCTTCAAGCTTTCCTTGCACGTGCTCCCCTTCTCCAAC

>Pde_miRNA_223

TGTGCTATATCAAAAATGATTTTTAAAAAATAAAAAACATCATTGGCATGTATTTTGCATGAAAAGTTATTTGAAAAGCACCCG

>Pde_miRNA_224

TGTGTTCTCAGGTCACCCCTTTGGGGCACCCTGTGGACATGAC

>Pde_miRNA_225

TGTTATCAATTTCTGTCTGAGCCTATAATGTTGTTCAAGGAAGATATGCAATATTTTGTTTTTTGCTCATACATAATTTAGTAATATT

>Pde_miRNA_226

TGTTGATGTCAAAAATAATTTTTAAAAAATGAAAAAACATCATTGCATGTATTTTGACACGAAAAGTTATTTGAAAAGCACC

>Pde_miRNA_227

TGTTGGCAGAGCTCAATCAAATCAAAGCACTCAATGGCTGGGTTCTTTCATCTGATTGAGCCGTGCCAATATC

>Pde_miRNA_228

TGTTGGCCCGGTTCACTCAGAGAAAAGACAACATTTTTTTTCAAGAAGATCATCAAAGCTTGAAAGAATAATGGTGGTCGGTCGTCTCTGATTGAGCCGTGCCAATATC

>Pde_miRNA_229

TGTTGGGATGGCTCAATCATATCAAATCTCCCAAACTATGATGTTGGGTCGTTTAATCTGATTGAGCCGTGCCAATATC

>Pde_miRNA_230

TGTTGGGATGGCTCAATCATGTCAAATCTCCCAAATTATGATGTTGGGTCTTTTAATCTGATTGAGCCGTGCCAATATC

>Pde_miRNA_231

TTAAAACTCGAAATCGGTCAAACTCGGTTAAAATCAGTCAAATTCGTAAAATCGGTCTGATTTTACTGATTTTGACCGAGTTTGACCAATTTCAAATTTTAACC

>Pde_miRNA_232

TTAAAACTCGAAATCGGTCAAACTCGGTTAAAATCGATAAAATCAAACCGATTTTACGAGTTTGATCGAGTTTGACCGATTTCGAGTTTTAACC

>Pde_miRNA_233

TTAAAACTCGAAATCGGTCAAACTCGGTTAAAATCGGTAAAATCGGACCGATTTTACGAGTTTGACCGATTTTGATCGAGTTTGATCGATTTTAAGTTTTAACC

>Pde_miRNA_234

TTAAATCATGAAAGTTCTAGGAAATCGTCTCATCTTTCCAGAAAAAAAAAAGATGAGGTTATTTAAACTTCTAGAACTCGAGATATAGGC

>Pde_miRNA_235

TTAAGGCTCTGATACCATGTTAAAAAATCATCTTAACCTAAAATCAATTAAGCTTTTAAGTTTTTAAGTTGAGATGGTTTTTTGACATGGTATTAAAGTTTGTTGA

>Pde_miRNA_236

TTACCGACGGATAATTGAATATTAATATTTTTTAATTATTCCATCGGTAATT

>Pde_miRNA_237

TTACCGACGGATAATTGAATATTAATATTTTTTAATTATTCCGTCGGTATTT

>Pde_miRNA_238

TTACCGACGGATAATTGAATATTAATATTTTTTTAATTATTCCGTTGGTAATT

>Pde_miRNA_239

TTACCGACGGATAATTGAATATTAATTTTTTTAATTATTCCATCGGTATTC

>Pde_miRNA_240

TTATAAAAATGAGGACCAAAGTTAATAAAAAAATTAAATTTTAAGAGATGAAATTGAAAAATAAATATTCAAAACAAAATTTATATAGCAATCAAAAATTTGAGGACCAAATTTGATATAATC

>Pde_miRNA_241

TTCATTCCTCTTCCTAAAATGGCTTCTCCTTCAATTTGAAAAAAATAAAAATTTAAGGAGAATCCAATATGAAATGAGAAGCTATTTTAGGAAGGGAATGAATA

>Pde_miRNA_242

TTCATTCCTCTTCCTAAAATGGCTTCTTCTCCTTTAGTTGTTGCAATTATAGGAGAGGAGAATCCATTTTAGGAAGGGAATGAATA

>Pde_miRNA_243

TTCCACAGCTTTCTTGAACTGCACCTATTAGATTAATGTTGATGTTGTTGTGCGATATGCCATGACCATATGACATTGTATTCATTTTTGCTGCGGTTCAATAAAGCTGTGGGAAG

>Pde_miRNA_244

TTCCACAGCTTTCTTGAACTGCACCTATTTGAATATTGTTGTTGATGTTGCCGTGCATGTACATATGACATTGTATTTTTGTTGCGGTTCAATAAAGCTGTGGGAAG

>Pde_miRNA_245

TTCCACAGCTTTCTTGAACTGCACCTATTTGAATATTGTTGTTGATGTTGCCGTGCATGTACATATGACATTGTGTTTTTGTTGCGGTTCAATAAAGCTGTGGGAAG

>Pde_miRNA_246

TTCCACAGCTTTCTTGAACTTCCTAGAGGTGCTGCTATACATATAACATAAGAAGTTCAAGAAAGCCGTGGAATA

>Pde_miRNA_247

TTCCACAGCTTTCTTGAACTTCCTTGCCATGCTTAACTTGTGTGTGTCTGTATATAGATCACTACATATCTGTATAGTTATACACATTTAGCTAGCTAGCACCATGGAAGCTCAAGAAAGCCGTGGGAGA

>Pde_miRNA_248

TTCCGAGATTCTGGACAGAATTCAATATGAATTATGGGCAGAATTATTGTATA

>Pde_miRNA_249

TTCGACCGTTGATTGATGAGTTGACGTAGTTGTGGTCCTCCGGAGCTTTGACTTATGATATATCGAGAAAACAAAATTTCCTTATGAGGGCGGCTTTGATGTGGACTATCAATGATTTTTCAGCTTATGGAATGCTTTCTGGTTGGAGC

>Pde_miRNA_250

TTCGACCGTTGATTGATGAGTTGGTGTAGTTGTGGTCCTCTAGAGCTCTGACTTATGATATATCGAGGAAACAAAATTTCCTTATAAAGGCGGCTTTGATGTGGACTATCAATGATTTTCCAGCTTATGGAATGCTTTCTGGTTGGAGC

>Pde_miRNA_251

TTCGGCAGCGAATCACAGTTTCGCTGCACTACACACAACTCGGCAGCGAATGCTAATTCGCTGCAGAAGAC

>Pde_miRNA_252

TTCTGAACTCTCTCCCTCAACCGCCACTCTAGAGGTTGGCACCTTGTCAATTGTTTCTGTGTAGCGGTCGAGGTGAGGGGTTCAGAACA

>Pde_miRNA_253

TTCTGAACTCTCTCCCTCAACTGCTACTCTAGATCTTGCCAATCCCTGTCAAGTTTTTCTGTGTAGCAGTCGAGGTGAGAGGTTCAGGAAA

>Pde_miRNA_254

How the deposited data were processed for this re-analysis (not part of the article)

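The study sequenced small RNA from roots of *P. deltoides* and *P. trichocarpa*, uncolonized (PDC, PTC), with *R. irregularis* (PDA, PTA) or with *L. bicolor* (PDE, PTE), with 3 plants and so 3 libraries per group. The authors trimmed the reads with Trimmomatic 0.35, mapped them to the host genome with TopHat2, assembled transcripts with Cufflinks and compared groups with Cuffdiff. The deposited transcript tables give FPKM per group, the log2 ratio of the 2 groups, a p-value and a corrected q-value, for called transcripts only. The deposited miRNA tables give the mean TPM per group, the log2 ratio, a p-value and an adjusted p from DESeq2 by the authors, again for called miRNAs only. The paper's Table S10 gives TPM per library for *P. deltoides*, and Table 2 gives total and mapped reads per library.

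From the deposited tables, calls were counted by direction and comparison, and again at q of at most 0.01, above 0 FPKM in both groups, at 30 nt or more, with 1 miRNA per mature sequence, with more than 50 total counts, and with the adjustment made over every predicted miRNA. A Benjamini-Hochberg adjustment over the listed lines alone gives the deposited adjusted p of the miRNAs in all 70 and 77 lines (largest difference 5e-06) and the deposited q of the transcripts in 0 of 81 and 0 of 59. Transcript folds were also taken with 1 FPKM added to both groups. No replicate error can be given for values from these tables.

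TPM values of *P. deltoides* were turned back into reads with the value of 1 read per library; 100% of the values were whole within 0.02. The tested set was 144 of 287 miRNAs with more than 50 total counts in Table S8, which may be pooled over both species; 28 of them have fewer than 50 recovered reads. log2 TPM with 10 TPM added was fitted in limma 3.58.1 (R 4.3.3) with the 3 groups as a factor (6 residual degrees of freedom). A miRNA was called at an adjusted p below 0.05 over the 144 and a difference above 2-fold. Family tests used fry for the 14 families with at least 3 members, which tests whether members move one way and does not compare a family with other miRNAs. Replicates with the same number were checked for pairing by their correlation over miRNAs: PDA and PDC pairs correlate (0.754, 0.407 and 0.602), where a replicate block changed no call, though PDA replicate 2 with PDC replicate 3 (0.459) and PDA replicate 3 with PDC replicate 2 (0.564) correlate about as much, so that pairing by number is not singled out, and PDE pairs do not (-0.263, 0.0688 and -0.0556 with PDC). The design was tested on simulated data in which miRNAs were drawn independently of each other (20 simulations, 40 changed miRNAs each). Alternatives were pseudocounts of 1 and 64 TPM, no filter, at least 50 recovered reads, voom on recovered reads, centring on the library median, 1 miRNA per mature sequence, only the 2 groups compared, a replicate block, each library left out, an adjusted p below 0.01, scaling to genome-mapped reads, and 100 thinnings of every library to 15584 reads. PDE libraries hold 15584 to 69011 miRNA reads, summed over miRNAs so that a mature sequence with several precursors is counted several times (4344 to 18663 with each counted once), and a miRNA with 1 read in the shallowest stands at 64.2 TPM there.

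Mapped shares were compared by exact two-sided permutation tests of the means, with 20 splits within a species and 400 over both, and again with medians.

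Transcript sequences came from the paper's Files S1 and S2, precursors and mature sequences from Files S3 and S4. With Python 3.11.15, frames from ATG to stop of 30 to 300 nt were searched in 6 frames. Homologous pairs were searched with blastn 2.17.0 at word size 7 and an E-value of at most 1e-03 or 1e-05. A transcript matched a precursor, on either strand, at 18 identical bases in a row (alternatives 15, or 30 aligned bases at 90%). tRNA-like means 60 to 120 nt with an A box and a B box 30 to 70 bases apart, checked on 100 shuffles. A transcript that does not match both box patterns may still come from a tRNA. Called transcripts were also searched on both strands for a 21-base site of fungal 5.8S rRNA. Neighbours are called transcripts less than 20000 bp apart. Mature sequences were searched exactly in a plant 5S rRNA sequence and a conserved 25S rRNA segment, both written from background knowledge as a reference genome was not used here, so that a match counts and a missing match does not; 5 miRNAs match.

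Genes are named in the text when the paper names them, when they have the largest ratios of their comparison, when they are shared between comparisons or species, or when their sequence matches a precursor, homolog, tRNA or rRNA. Left out were an overlap with annotated genes, since an annotation of these builds was not analysed here, the miRNA target and degradome results, which were not analysed here, and any test per library in *P. trichocarpa*, since Table S11 was not used here.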

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

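The thinning, the scaling to genome-mapped reads, and the tests of tRNA-like transcripts and of sequences called with *R. irregularis* in both species were chosen after results were seen. The limma comparisons were set before they were run, but values of the paper's Table S10, which they use, had been seen by then.

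In *P. deltoides*, 10 of 144 miRNAs are lower with *L. bicolor* than with *R. irregularis* in limma, 5 of them of the miR167 family and 3 of miR403, with a median log2 difference of -2.62 and only 3 distinct mature sequences. PDE libraries hold fewer miRNA reads, so depth may play a part: with every library thinned to 15584 reads the median is -2.49, and a median of 1 miRNA is called (0 to 5 over 100 thinnings). With reads divided by genome-mapped reads instead, the median is -2.61 and 0 are called (24 at an unadjusted p below 0.05). The median is thus kept at equal depth and under the other total, but it is taken over miRNAs picked for a large difference in these same reads. It therefore cannot exclude the sampling of few reads in PDE. A response of the root to the fungus is 1 candidate that was not tested apart. The number of calls depends on both settings. Pde_miRNA_50 and Pde_miRNA_51, with 0 reads in PDE and 29.0 TPM in PDA, where 1 read in PDE replicate 1 is 64.2 TPM, shrink from -1.92 to -1.30 and -1.07 when thinned. Of the 10 ways to part the 6 libraries, 1 gives 10 or more calls (the real one) and the highest other gives 4, and 3 against 3 cannot go below 10%; without PDA replicate 1 there are 26 calls, and without PDA replicate 2, PDA replicate 3, PDE replicate 1 or PDE replicate 2 there are 0.

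Among transcripts called higher with *L. bicolor* in *P. deltoides* in the authors' deposited table, 8 of 21 carry both internal promoter boxes of a tRNA gene, against 0 of the 45 called lower that have a sequence (48 are called lower; two-sided Fisher's exact test, p = 3.54e-05). The 2 sets are not alike, since 41 of the 48 lower calls are listed at 0 in PDE, whose libraries were shallower. Among unannotated calls above 0 FPKM in both groups, 7 of 8 higher ones carry the boxes and 0 of 2 lower ones. With only 2 lower calls left, the p-value cannot show that the boxes go with direction rather than with abundance. Shuffled sequences gave 0 in each of 100 rounds. A candidate source is tRNA fragments of the plant, and another is fungal tRNA reads that map to the plant genome. The search for boxes covered transcripts of 60 to 120 nt only, so longer ones called in either direction count as without boxes. In *P. trichocarpa* with *L. bicolor*, 0 transcripts of 60 to 120 nt with both boxes are called higher. Longer ones called higher, such as Potri.013G036500 (1732 nt), were not searched. The count of 0 therefore cannot tell the sources apart, and the deposited tables hold no reads. A search of the mapped reads behind these calls against both genomes could separate the sources where the plant and fungal sequences differ.

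The authors' deposited tables call 2 pairs of matching transcripts higher with *R. irregularis* in both species, Podel.CUFF.621 with Potri.CUFF.827, identical over 21 nt, and Podel.CUFF.3137 (22 nt) with Potri.CUFF.3925 (24 nt), reverse complements over 22 bases, and all 4 are listed at 0 in the controls. Such sequences may be plant RNAs made in response to the fungus, or reads from the fungus that map to the plant genome by identity. The 2 pairs are called with *L. bicolor* in neither species, which both sources would give. Of the 29 transcripts called higher with *R. irregularis*, 28 are at 0 in the control, so a control of 0 is the rule there and adds no separate evidence. A search of the called transcripts for a 21-base site of fungal 5.8S rRNA gave 5 identical bases in a row for each member of the 2 pairs. The longest run of all was 14 bases, in Podel.CUFF.2863 (26 nt), called higher in PDA. Its source was not tested further.

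The same count of splits was made for the comparisons with the control in limma. For PDE against PDC the real split gives 0 calls and so do the others, so 10 of 10 reach it, while at an unadjusted p below 0.05 the real split gives 28 miRNAs and the highest other 27. For PDA against PDC the real split gives 0 and 10 of 10 reach it. There the split of PDA replicates 1 and 2 with PDC replicate 1 gives 4 calls and 33 unadjusted, which points to a structure of the samples other than the fungus. Replicates with the same number correlate between PDA and PDC (0.754, 0.407 and 0.602), but PDA replicate 2 with PDC replicate 3 (0.459) and PDA replicate 3 with PDC replicate 2 (0.564) do so about as much, so the values set replicate 1 apart rather than single out pairs by number. Among the 4 splits that part all pairs the highest other gives 0 calls and 1 unadjusted.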

How the results depend on the processing

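The scaling to genome-mapped reads, the thinning, the family tests under each alternative, the adjustment over every predicted miRNA or over miRNAs past 2-fold only, and the match by identical mature sequence were chosen after results were seen; all other alternatives were set beforehand, and 1 of those, no overlap with an annotated gene of a same-build reference, was not run, since an annotation of these builds was not analysed here.

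PDE against PDC in limma gives 0 calls. It gives 7 with a pseudocount of 1 TPM (3 higher, 4 lower), 0 with 64 TPM, 2 without the filter on total counts (both higher), 3 with at least 50 recovered reads (all higher), 3 centred on the library median (all higher), 3 with 1 miRNA per mature sequence (2 higher, 1 lower), 1 with a replicate block (higher), 15 scaled to genome-mapped reads (1 higher, 14 lower), 1 thinned (median; 0 to 5 over 100 thinnings), and 0 to 11 when 1 library is left out (11 without PDC replicate 1, 3 higher and 8 lower).

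PDE against PDA gives 10. It gives 10 and 7 with the other pseudocounts, 3 without the filter, 3 with at least 50 recovered reads, 0 by voom (24 unadjusted), 10 when centred (3 higher and 7 lower), 0 with 1 miRNA per mature sequence, 13 with only the 2 groups, 11 with a replicate block (8 shared with the fit without it), 0 at an adjusted p below 0.01, 0 scaled to genome-mapped reads, 1 thinned (median; 0 to 5), and 0 to 26 when 1 library is left out (26 without PDA replicate 1; 0 without PDA replicate 2, PDA replicate 3, PDE replicate 1 or PDE replicate 2). Scaling to genome-mapped reads moves the median log2 difference of all 144 miRNAs from -0.16 to -0.49. PDA against PDC gives 0 in all alternatives, with a median of 0 and a highest count of 2 over the thinnings. Of the 10 miRNAs named, 75 of 171 values keep the call, 96 lose it and 0 change sign.

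Families past the threshold in PDE against PDC number 2, then 0 with 64 TPM, 0 centred, 1 with only the 2 groups, 1 with a replicate block, and 0 without PDC replicate 1, 2 or 3 or PDE replicate 2 or 3. For PDE against PDA they number 2, then 0 with only the 2 groups, 1 with a replicate block, 0 scaled to genome-mapped reads, 1 without PDA replicate 1 and 0 without PDA replicate 2. For miR167 in PDE against PDC the median log2 difference is -3.69 with 1 TPM (adjusted p 0.0283), -0.63 with 64 TPM (adjusted p 0.0620), -1.15 by voom (0.1024), -1.38 centred (0.1395), and -2.05 to -1.62 when 1 library is left out (the call is lost without PDC replicate 1, 2 or 3 or PDE replicate 2 or 3, adjusted p 0.0558 to 0.1345). In PDE against PDA it is -4.43 with 1 TPM (0.0154), -1.19 with 64 TPM (0.0148), -2.24 with only the 2 groups (0.0827), -2.26 scaled to genome-mapped reads (0.0539) and -2.67 to -2.06 in the leave-outs (-2.10 and 0.0518 without PDA replicate 2). For miR403 in PDE against PDC it is -1.85 with 64 TPM (0.0620), -1.61 centred (0.1395), -2.06 with only the 2 groups (0.1417), -2.06 with a replicate block (0.1501), -3.08 scaled to genome-mapped reads (0.0502), and -2.39 to -1.54 in the leave-outs (0.0558 to 0.1356 where the call is lost). In PDE against PDA it is -2.59 with only the 2 groups (0.0827), -2.59 with a replicate block (0.0701), -3.03 scaled to genome-mapped reads (0.1064), and -2.92 to -2.07 in the leave-outs (-2.48 and -2.42 without PDA replicate 2 and 1, where the call is lost). All medians stay below 0. The 3 members of miR403 have 1 mature sequence, so that family was not tested with 1 miRNA per mature sequence.

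The authors' deposited tables call 12 transcripts in PDA, 69 in PDE, 32 in PTA and 27 in PTE. With 1 FPKM added to both groups they keep 12, 69, 32 and 27 past 2-fold. At q of at most 0.01 they hold 5, 33, 11 and 16; above 0 FPKM in both groups 0, 16, 4 and 3; at 30 nt or more 8, 63, 19 and 13. Transcripts called with both fungi (7 and 3) become 1 and 1 when above 0 FPKM in at least 1 treatment and 3 and 0 at q of at most 0.01.

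They call 10, 60, 50 and 27 miRNAs. At an adjusted p below 0.01 they hold 2, 4, 14 and 2; with 1 per mature sequence 9, 33, 29 and 13; with more than 50 total counts 1, 31, 29 and 19; adjusted over every predicted miRNA 1, 4, 14 and 0. Shared miRNAs (3 and 5) become 0 and 0 at an adjusted p below 0.01, 2 and 3 with 1 per mature sequence, 1 and 3 with more than 50 total counts, 0 and 0 adjusted over every predicted miRNA, and 3 and 4 past 2-fold only. Distinct miRNAs (67 and 72) become 6 and 16, 40 and 39, 31 and 45, and 5 and 14 in the same 4 alternatives. Those called with *R. irregularis* only (7 and 45) become 2 and 14 at an adjusted p below 0.01, 26 in *P. trichocarpa* with 1 per mature sequence, 0 and 26 with more than 50 total counts, and 1 and 14 adjusted over every predicted miRNA. Those with *L. bicolor* only (57 and 22) become 4 and 2, 31 and 10, 30 in *P. deltoides* with more than 50 total counts, and 4 and 0.

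Sequences with a sORF (45 and 17) become 17 and 9 for frames of 90 to 300 nt and 11 in *P. trichocarpa* for the longest frame of any length. Transcripts matching a precursor in *P. deltoides* (8) become 5 at 30 aligned bases of 90% identity. The cause of these changes was not tested.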

Differences from the paper's values

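The limma comparison was set before it was run, but values of the paper's Table S10, which it uses, had been seen by then. The comparison of Table 3 with the authors' deposited tables was made after results were seen.

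The search for homologous transcripts gives 15 pairs where the paper gives 5, and 12 at an E-value of at most 1e-05, so neither E-value reaches the paper's count; the paper's 5 pairs are among the 15. The paper states an E-value of 1.0E-3 for its search in plant genomes and none for this comparison.

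Sequences with a sORF number 45 in *P. deltoides* and 17 in *P. trichocarpa*, and the paper gives 22 and 6. The frames were of 30 to 300 nt as in the paper. Frames of 90 to 300 nt give 17 and 9, near the paper's counts, but 16 of the paper's 27 coding sequences are shorter than 90 nt and would not pass. The strand given in the paper's files alone (36 and 13) and the longest frame of any length (37 and 11) are not near the paper's counts.

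For miRNAs the authors' deposited tables give 67 distinct calls in *P. deltoides* and the paper gives 34; with 1 per mature sequence there are 40 and with more than 50 total counts, which is the paper's filter, 31, both near the paper's count, whereas an adjusted p below 0.01 (6) and TPM above 0 in both groups (63) are not. In *P. trichocarpa* the deposited tables give 72 and the paper 130, and 39, 45, 16 and 68 in the same alternatives and order, none near it. With *R. irregularis* only they give 7 where the paper gives 3 (2 at an adjusted p below 0.01 is near it; 7 with 1 per mature sequence, 5 above 0 TPM and 0 with more than 50 counts are not) and, in *P. trichocarpa*, 45 where the paper gives 78 (14, 26, 44 and 26, none near it). With *L. bicolor* only they give 57 where the paper gives 27 (31 with 1 per mature sequence and 30 with more than 50 counts are near it; 4 at an adjusted p below 0.01 and 55 above 0 TPM are not) and, in *P. trichocarpa*, 22 where the paper gives 8 (10 with 1 per mature sequence is near it; 2, 20 and 16 are not). The paper states a change above 2-fold, and the deposited tables also hold miRNAs at or under it (2 in PDA, 1 in PTA and 2 in PTE); past 2-fold only, a setting chosen after results were seen, they give 65 and 70 distinct miRNAs, 5 and 45 with *R. irregularis* only and 57 and 21 with *L. bicolor* only. The paper's methods state an adjusted p below 0.01 and its results one of at most 0.05; the largest adjusted p in the deposited tables is 0.05.

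With both fungi the deposited tables call 5 miRNAs in *P. trichocarpa* and the paper 44, and neither an adjusted p below 0.01 (0) nor 1 per mature sequence (3) comes nearer. Of these 4 are higher (3 past 2-fold; the paper's 16), 1 is lower (the paper's 23) and 0 are opposite (the paper's 5). In *P. deltoides* the 3 shared calls are all higher, so 0 are lower, and the paper gives 4 lower. Calls with a control of 0 number 1 in PTA and 3 in PTE, and the paper gives 23 and 7 miRNAs detected only with the fungus.

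Transcripts that match a miRNA precursor number 14 and the paper gives 5; 15 identical bases in a row give 17 and 30 aligned bases at 90% identity give 10, and neither comes near the paper's count. The paper used the CAP3 program, so the setting differs.

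The limma fit calls 0 distinct miRNAs in *P. deltoides* with either fungus against the control (28 at an unadjusted p below 0.05 in PDE; voom 0, with 23 unadjusted), and the paper gives 34. Other settings of the fit give 7 with a pseudocount of 1 TPM, 2 without the filter, 3 with at least 50 recovered reads, 3 centred, 3 with 1 per mature sequence, 1 with a replicate block, 11 without PDC replicate 1 and 0 in the others, and none comes near the paper's count. Scaled to genome-mapped reads, the total that the paper's definition of TPM names, limma gives 15 (1 higher and 14 lower), a setting chosen after the values were seen. The authors used DESeq2.

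Table 3 does not say whether its values are folds or log2 ratios, and the values set beside them here are log2. Its values of -0.82 (Ptr_miRNA_369) and -0.81 (Ptr_miRNA_134) in PTA are too small in size to be signed folds. The table as a whole can therefore not be read as signed folds, and the conversions below are given only as a comparison. In PTA the deposited log2 values of Ptr_miRNA_15 and Ptr_miRNA_187, 4.46 and -2.46, lie near the paper's 4.43 and -2.15 without any change of scale. For Pde_miRNA_219 the paper gives -1.57 in PDA and -5.28 in PDE, which would be -0.65 and -2.40 in log2 if they are folds, and limma gives -0.37 and -2.19 (standard error 1.14), and the mean TPM of Table S10 -0.21 and -1.91. For Pde_miRNA_156 the paper gives -1.43 and -4.93 (-0.52 and -2.30 if folds), limma -0.28 (standard error 0.76) and the mean TPM of Table S10 -0.57 in PDA; in PDE it has 0 reads, so its limma value of -1.03 is set by the 10 TPM added. For Pde_miRNA_155, which was below the filter of limma, the paper gives -1.47 and -5.08 (-0.56 and -2.34 if folds), and the mean TPM of Table S10 give a log2 ratio of 0.195, of opposite sign, and -1.79. For Pde_miRNA_228 the paper gives -1.58 and -5.6 (-0.66 and -2.49 if folds), and limma 0.30 and -0.22, so that in PDA the sign is opposite. The limma fit calls none of the 3 it tested, and the deposited table calls Pde_miRNA_219 lower in PDE (log2 -1.91). Read as folds, which cannot hold for the whole of Table 3, the *P. deltoides* values of Pde_miRNA_219 and that of Pde_miRNA_156 in PDA lie within the standard error of limma. This nearness does not settle the scale, and the opposite signs remain. No single scale brings all values of the table near those found here. In PTE the deposited values have the opposite sign for 5 miRNAs: Ptr_miRNA_155 (1.91, the paper's -4.84), Ptr_miRNA_473 (1.93, the paper's -2.67), Ptr_miRNA_44 (2.50, the paper's -10.09), Ptr_miRNA_255 (1.91, the paper's -4.25) and Ptr_miRNA_156 (3.02, the paper's -6.07). They have the same sign for Ptr_miRNA_15 (1.55, the paper's 12.96) and Ptr_miRNA_134 (3.02, the paper's 5.14). Of the 44 *P. trichocarpa* miRNAs of Table 3, 3 are in the deposited table for PTA and 7 in that for PTE.

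The paper states that miR171 was up-regulated in *P. trichocarpa* with *R. irregularis*, through Ptr_miRNA_339. The deposited table does not hold that miRNA, and the 6 miRNAs with a miR170/171 mature sequence that it holds for PTA are all lower. These 6 may not be separate measurements, since with 1 miRNA per mature sequence the 37 lower calls in PTA become 21. On the paper's side, the transcript Potri.CUFF.3241, which contains 20 bases of the precursor of Ptr_miRNA_339, is called higher in PTA. The paper states that no miRNA was common to the 2 species with the same fungus. By best hit there are 0 here as well, and by identical mature sequence 3 are higher in PDA and PTA and 1 is lower in PDE and PTE. The paper states that TPM were scaled to reads mapped to the genome, and the values of Table S10 are instead scaled to the miRNA reads of each library.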

Other observations

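The searches for rRNA in mature sequences, the check of total counts, and the match of mature sequences between species were chosen after results were seen.

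Of the miRNAs that the authors' deposited table lists as higher in PDE, Pde_miRNA_119, Pde_miRNA_120 and Pde_miRNA_39 lie within plant 5S rRNA and Pde_miRNA_29 within 25S rRNA, as 4 of the 5 predicted miRNAs that match these sequences. In limma their log2 differences from PDC are 2.65, 2.82, 1.80 and 4.29 (adjusted p 0.0659, 0.0659, 0.2901 and 0.0659). Of the 4, 3 share the lowest adjusted p of that comparison, and so does Pde_miRNA_194 of miR167, which is lower in PDE (log2 -2.20). Pde_miRNA_119 and Pde_miRNA_120 have 1 mature sequence. The 25S segment of Pde_miRNA_29 is conserved among eukaryotes. Ptr_miRNA_334, in the same segment, is listed as lower in PTA (log2 -2.82 in the deposited table). PDC replicate 1 has 6745 TPM of Pde_miRNA_119 where the other 2 PDC libraries have 1194 and 1502, and without PDC replicate 1 the limma fit calls 11 miRNAs in PDE against PDC instead of 0. A read of such a sequence can be a fragment of rRNA, so its count is not specific to a miRNA. The tRNA-like transcripts of the same deposited comparison, 8 higher and 0 lower (two-sided Fisher's exact test, p = 3.54e-05), are another class of structural RNA with the same direction. Among unannotated calls above 0 FPKM in both groups they are 7 of 8 higher and 0 of 2 lower ones, too few lower ones for a comparison. Whether these fragments come from the plant or from the fungus was not tested. Reads aligned to the rRNA and tRNA genes of both partners could show it.

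The total counts in the paper's Table S8, on which the filter of 50 counts rests, are above the reads recovered from Table S10 for 268 of 287 miRNAs, and the recovered reads are 46.7% of them in the median. For Pde_miRNA_194 they are 2298 reads against 4124 counts. Of the 89 mature sequences in both species, 43 have total counts within 5% of each other in the 2 species' tables. The totals may thus be pooled over the libraries of both species, which was not tested, and the filter may then not be one of *P. deltoides* alone: 28 of the 144 tested miRNAs have fewer than 50 recovered reads, and 2 have 1. With at least 50 recovered reads as the filter instead, limma calls 3 miRNAs in PDE against PDC and 3 in PDE against PDA.

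The share of reads mapped to the host falls with *L. bicolor* in both species, and the highest value with *L. bicolor* is below the lowest control. The unmapped reads were not analysed here. In the libraries with *R. irregularis* the mean difference, -4.22 points over both species, was not detectable (exact two-sided permutation test, p = 0.35; -7.55 points and p = 0.26 with medians). In the thinned libraries the 10 miRNAs lower in PDE than in PDA have a median of -2.49 against -2.62, and a median of 1 is called (0 to 5 over 100 thinnings). The 10 were picked from the same reads, so the kept median cannot exclude an effect of the lower depth.

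Across the 144 miRNAs, the differences of PDA and PDE from the shared controls correlate at 0.111, and simulations in which only the controls are shared give 0.08 (median; -0.195 to 0.331). The covariance is 0.0513 against 0.0298 (-0.0732 to 0.127). These simulations leave out the correlation between PDA and PDC replicates, so they do not settle whether part of the response is common to both fungi.

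A follow-up would compare Pde_miRNA_194 (miR167) and Pde_miRNA_144 (miR403), which are lower in all 3 PDE than in all 3 PDA libraries, by a method that does not depend on the total of miRNA reads, such as quantitative PCR against a spiked RNA. With 3 libraries per group, limma recovered 57.1% of 8-fold changes between PDE and PDC in simulated data, so more plants per group would be needed for smaller ones.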
